# Cross-Species Insights from Single-Nucleus Sequencing Highlight Aging-Related Hippocampal Features in Tree Shrew

**DOI:** 10.1093/molbev/msaf020

**Published:** 2025-02-28

**Authors:** Liu-Lin Xiong, Rui-Ze Niu, Li Chen, Li-Ren Huangfu, Jing Li, Lu-Lu Xue, Yi-Fei Sun, Li-Mei Wang, Yong-Ping Li, Jia Liu, Ting-Hua Wang

**Keywords:** tree shrew, cross-species, aging, neural stem cells, single-nucleus RNA sequencing

## Abstract

The tree shrew brain has garnered considerable attention due to its remarkable similarities to human brain. However, the cellular composition and genetic signatures of tree shrew hippocampus across postnatal life remain poorly characterized. Here, we establish the first single-nucleus transcriptomic atlas of tree shrew hippocampus spanning postnatal life, detailing the dynamics and diversity of the neurogenic lineage, oligodendrocytes, microglia, and endothelial cells. Notably, cross-species transcriptomic comparison among humans, macaques, tree shrews, and mice reveals that the tree shrew transcriptome resembles that of macaques, making it a promising model for simulating human neurological diseases. More interestingly, we identified a unique class of tree shrew-specific neural stem cells and established *SOX6*, *ADAMTS19*, and *MAP2* as their markers. Furthermore, aberrant gene expression and cellular dysfunction in the tree shrew hippocampus are linked to neuroinflammation and cognitive impairment during tree shrew aging. Our study provides extensive resources on cell composition and transcriptomic profiles, serving as a foundation for future research on neurodevelopmental and neurological disorders in tree shrews.

## Introduction

The ethical and practical challenges in acquiring disease-free human brain tissues, particularly the hippocampus, from individuals across different age groups, limit unbiased studies of human hippocampal degeneration. Molecular genetic evidence suggests that humans and tree shrews (TS, *Tupaia belangeri*) shared a common ancestor ∼90.9 million years ago (Fan et al. 2013). Genome sequencing has further confirmed that TS is a close relative of primates and is more closely to humans than rodents (Fan et al. 2019). TS brain exhibits greater anatomical, physiological, and developmental similarities to the human brain compared with other commonly used small laboratory animals (Wang et al. 2019b). Additionally, TS possess several advantages over primates for biomedical research, including smaller body size, shorter breeding cycles, and lower maintenance costs. These features make TS a promising alternative model for studying the evolution, function, and disease pathology of the central nervous system (CNS).

Previous studies have explored the TS genome, transcriptome, epigenome, and radiomics, providing foundational insights into their structure and function (Dai et al. 2017; Huang et al. 2018; Lu et al. 2018). Given their similar genetic, physiological, and neurological characteristics to humans, TS are well suited as models for investigating primate hippocampal aging. However, traditional bulk data approaches are intrinsically restricted in dissecting the heterogeneity and complex microenvironment of tissues. The hippocampus, a highly heterogeneous structure, undergoes significant cellular changes across the lifespan that contribute to cognitive decline (Faye et al. 2018), necessitating single-cell resolution for a comprehensive analysis. Single-cell/single-nucleus RNA sequencing (scRNA-seq/snRNA-seq) techniques have proven invaluable for decoding transcriptional alterations and cellular heterogeneity in the process of aging across various organs (Angelidis et al. 2019; Hao et al. 2022). Despite their potential, the single-cell architecture and functional characteristics of TS remain poorly understood, particularly in the hippocampus. This gap hinders their application in functional and pathological studies, including precise neuron-type classification and intercellular communication analysis.

In this study, we represented the first single-cell resolution resource for the TS hippocampus across postnatal life and cross-species comparative study. We delineated the cellular composition and molecular signatures within the TS hippocampus at single-cell resolution, identifying unique cellular and molecular features. Additionally, we investigated transcriptomic similarities and divergence across humans, macaques, TS, and mice, focusing on age-dependent changes in cellular abundance, cross-species relevance to various nervous system disorders, and specific physiological functions. These analyses highlight the considerable potential of TS serving as an alternative model for CNS studies. Our results uncovered aging-associated transcriptional alterations and hippocampal dysfunctions, offering new insights into the early onset of dysregulation in adult hippocampal neurogenesis and the factors contributing to a hostile microenvironment for neurogenesis in the aging hippocampus.

## Results

### Evolutionary Conservation and Divergence of Hippocampus Across Humans, Macaques, TS, and Mice

Hippocampal cells were collected from infant (2 to 3 months old, *n* = 5, two males and three females), adult (2 to 3 years old, *n* = 5, two males and three females), and old (5 to 6 years old, *n* = 7, four males and three females) TS for snRNA-seq and cross-species comparative analysis (Fig. 1a and supplementary fig. S1a, Supplementary Material online). The resulting dataset included 108,824 high-quality transcriptomes obtained through 10 × Genomics sequencing, passing stringent quality control metrics (Materials and Methods and supplementary fig. S1b and c and supplementary table S1, Supplementary Material online). 

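Hippocampal nuclei of 15 TS libraries, 5 each from infancy, adult and old animals, were sequenced by droplet snRNA-seq. The authors deposited the number of unique molecular identifiers (UMIs) counted on each gene in each barcode, without normalization. Each library was taken as 1 replicate. The files of 8 libraries (infancy 1 to 3, adult 1 and 2, old 1 to 3) name version 6.1.2 of Cell Ranger, the program that counts reads on genes, and those of the other 7 (infancy 4 and 5, adult 4 to 6, old 4 and 5) name version 7.0.1. The same 8 and 7 libraries carry separate runs of accession numbers, and they are called deposit lot 1 and deposit lot 2 here. The deposit held 116874 barcodes, with genes listed by symbol and a tree shrew database identifier (TSDBGID), or by symbol alone (such as LINC-FRMD8-1), without positions. Between 19748976 and 47045137 UMIs were counted per library, with a median of 33192449 in infancy, 30685236 in adult and 32679011 in old libraries. The median barcode of a library held 2091 to 5181 UMIs. Barcodes were kept with 200 to 6000 genes, less than 2% mitochondrial, less than 5% ribosomal and at most 0.2% hemoglobin counts, and the 7.5% of each library with the highest doublet scores were removed. This left 97099 nuclei, 2659 to 9835 per library. Keeping the doublets gave 105254 nuclei, and leaving out the mitochondrial and ribosomal filters together, an alternative chosen after the data were seen, gave 107464. The median mitochondrial share of a barcode was 0.819% and 1.09% in infancy libraries 4 and 5, 1.81% and 1.66% in adult libraries 4 and 5, and at most 0.141% in each of the other 11 libraries. The gene with the most counts, LINC-FRMD8-1, took 14.9% to 24.9% of the counts of a library in lot 1 and 5.15% to 8.09% in lot 2.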

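Log-normalized counts of 2000 variable genes were reduced to 30 principal components, the 15 libraries were integrated with Harmony's algorithm, and the 116179 barcodes within the limits on genes and hemoglobin were grouped by Leiden clustering. A resolution of 2 gave 63 clusters. With a resolution of 4 there were 89 clusters, and without integration there were 66. Clusters were named from marker genes listed before the data were examined, and 33 of the 63 received a name. Of the others, 17 held more than 25% called doublets, 6 were led by mitochondrial, ribosomal or hemoglobin transcripts, 3 had leading genes of another class and 4 held fewer than 40 nuclei. After the filters, 85856 nuclei lay in named classes. They made up 90.2% ± 1.72 (SD, n = 5) of the nuclei of an infancy library, 88.3% ± 3.12 of an adult library and 85.7% ± 5.40 of an old library. The unnamed nuclei led by mitochondrial, ribosomal or hemoglobin transcripts were 2.72% ± 1.20, 3.45% ± 2.31 and 7.33% ± 5.16 of the nuclei of these stages. The largest share in an old library was 16.3%.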

Unsupervised clustering and uniform manifold approximation and projection (UMAP) visualized 42 transcriptomically distinct cell populations (supplementary fig. S1d and supplementary table S1, Supplementary Material online). These populations cover all major cell categories in the hippocampus (Hochgerner et al. 2018; Zhong et al. 2020; Hao et al. 2022), which comprise (i) neuroglial cells: *VCAN*^+^*OLIG1*^+^ oligodendrocyte progenitor cells (OPCs), *BCAS1*^+^*FYN*^+^ newly formed oligodendrocytes (NFOLs), and *PLP1*^+^*ST18*^+^ mature oligodendrocytes (MOLs); (ii) *SNAP25*^+^ neurons: including *SLC6A1*^+^*GAD1*^+^ inhibitory neurons (InN), *SLC17A7*^+^ excitatory neurons (ExN), *RELN*^+^ Cajal–Retzius cells (CRs), and *PROX1*^+^*DCX*^+^ immature neurons (ImN); (iii) vascular cells: *EBF1*^+^*RGS5*^+^ endothelial (Endo) and *DCN*^+^*COL1A2*^+^ pericytes (Peri); (iv) *CD74*^+^*CSF1R*^+^ microglia (Micro); (v) *DNAH9*^+^*CFAP54*^+^ ependymal; (vi) *SLC1A3*^+^*GFAP*^+^*AQP4*^+^ astrocytes (Astro); and (vii) neuronal progenitor cells (NPCs): *SLC1A3*^+^*SOX2*^+^*ETNPPL*^+^ radial glia-like cells (RGLs), *SLC1A3*^+^*GFAP*^+^*SOX2*^+^*NOTCH2*^high^*WIF1*^high^ neuronal intermediate progenitor cells (IPC1), and *SOX2*^+^*EGFR*^+^*ASCL1*^+^*CDK1*^+^*TOP2A*^+^*NIFK*(*MKI67*)^+^ proliferative IPC (IPC2) **(**Fig. 1b and supplementary fig. S1d and e and supplementary tables S2 and S3, Supplementary Material online). 

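Expression of marker genes was computed as CPM (the summed counts of a class in a library, scaled to 1e6), and averaged over the libraries with at least 10 nuclei of the class. Many of these genes also served to name the clusters, so their values describe the classes and are not an independent test of the names. ST18 was at 4047 ± 1139.9 CPM (SD, n = 15 libraries) in MOL. In OPC, VCAN was at 1376 ± 299 CPM, the highest of the classes in 10 of 15 libraries, with NFOL at 1308 CPM. OLIG1 was at 393 ± 279.7 CPM in OPC. BCAS1 and FYN, in the 8 libraries with enough NFOL nuclei, were at 5324 ± 669.7 CPM and 2117 ± 355 CPM in NFOL. The vascular genes EBF1 and RGS5 were at 1238 ± 801 CPM and 1001 ± 449 CPM in Endo (n = 14). In ependymal nuclei (n = 11), DNAH9 was at 875 ± 249 CPM and CFAP54 at 1303 ± 287 CPM. Micro held CD74 at 208 ± 138 CPM, and a UMI of CD74 was seen in 20.4% of Micro nuclei (median depth 1594 UMIs) and 5.38% of non-DG_ExN nuclei (median depth 7104 UMIs). RELN was at 10818 ± 4047 CPM in CR (n = 12), followed by InN at 524 CPM. SNAP25 was at 667 ± 131 CPM in non-DG_ExN, and its UMIs were seen in 95.2% of non-DG_ExN nuclei (median depth 7104 UMIs) and 36.3% of OPC nuclei (median depth 2021 UMIs). In IPC1 (n = 13), NOTCH2 was at 260.3 ± 126 CPM and WIF1 at 312 ± 179.8 CPM, while SOX2 was at 113 ± 76.0 CPM and was highest in MOL at 228 CPM. In IPC2 (n = 5), EGFR was at 2004 ± 459 CPM, CDK1 at 29.9 ± 33.2 CPM, TOP2A at 82.8 ± 94.2 CPM and NIFK at 42.5 ± 42.5 CPM. NIFK was at 40.1 CPM in Micro, close to its level in IPC2, and was highest in IPC2 in 2 of 5 libraries. Its UMIs were seen in 7.88% of IPC2 nuclei (median depth 1908 UMIs) and 11.5% of InN nuclei (median depth 5357 UMIs). A UMI of TOP2A was seen in 9.56% of IPC2 nuclei (median depth 1908 UMIs) and 0.0650% of InN nuclei (median depth 5357 UMIs). The CPM of TOP2A in IPC2 nuclei was 138 with the nuclei pooled over libraries, and the CPM of NIFK in IPC2 nuclei was 22.1 at the finer clustering, the largest changes among these genes. No cluster met the naming rule for pericytes. RGLs were not among the classes that the rule could give.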

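PROX1 (TSDBGID.10939) was at 226 ± 79.6 CPM (SD, n = 15) in DG_ExN and at 14.3 CPM in non-DG_ExN. Its UMIs were seen in 57.6% of DG_ExN nuclei (median depth 4452 UMIs) and 6.72% of non-DG_ExN nuclei (median depth 7104 UMIs). PROX1 was among the genes that named the DG_ExN clusters. It was highest in ImN, at 380.1 CPM. SLC17A7 was at 118 CPM in DG_ExN and at 105 ± 46.3 CPM in non-DG_ExN, with UMIs in 49.7% of non-DG_ExN nuclei (median depth 7104 UMIs) and 14.1% of InN nuclei (median depth 5357 UMIs). DG_ExN nuclei lay in 4 clusters and non-DG_ExN nuclei in 8. Among non-DG_ExN nuclei, cluster 9 held the most in infancy (38.3%) and old libraries (27.2%) and cluster 10 in adult libraries (29.1%).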

*PROX1*, a transcription factor (TF) critical for dentate gyrus (DG) granule cell genesis (Zhong et al. 2020), was used to subclassify ExN as DG ExN or non-DG ExN (supplementary fig. S1f, Supplementary Material online). The gene set enrichment analysis (GSEA) conducted based on cellular markers suggests that the predominant cell types present in the hippocampus of the TS align with previously identified functional characteristics (supplementary tables S4 and S5, Supplementary Material online). Moreover, we constructed a regulatory network of TFs, which defined core TFs unique to each cell type (supplementary table S6, Supplementary Material online). Of these, the prominent genes comprising the cell-type-specific TFs network included *ETV6* for Micro, *THRA* for MOL, and *DLX2* for InN. The cell types most regulated by TFs are Micro and endothelial cells, which is consistent with observations in the macaque hippocampus (Zhang et al. 2021). Meanwhile, *ZMAT4* was shared by ImN, InN, and ExN, suggesting its essential roles in neuron specification and functional maintenance (supplementary table S6, Supplementary Material online**)**. The network depicted unique and coordinated transcriptional regulation for the establishment of hippocampal cell identities. Together, this comprehensive cellular atlas enables detailed delineation of age-related molecular and cellular alterations in the TS hippocampus.

**Fig. 1.**
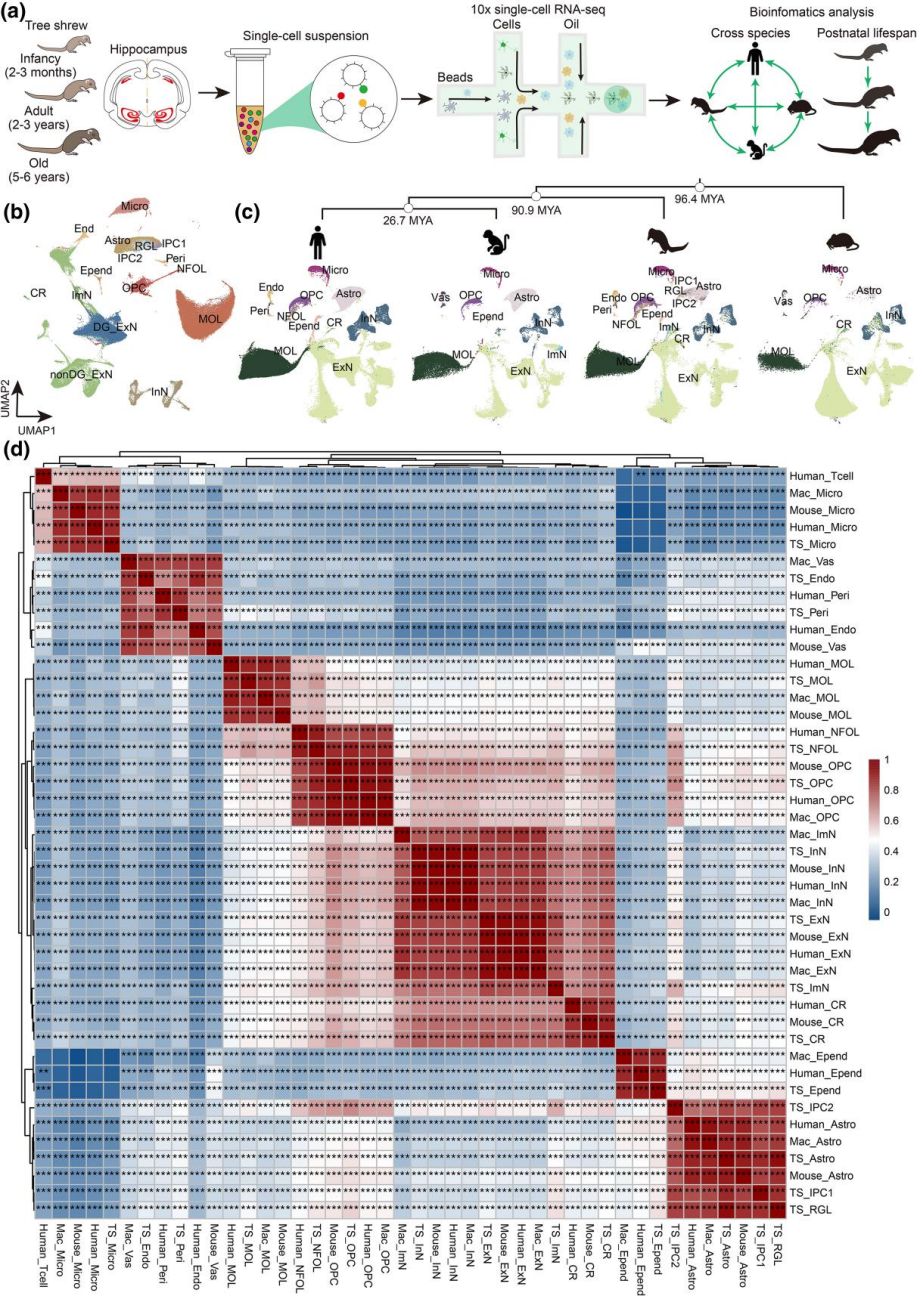
Transcriptomic cell type taxonomy of TS hippocampus and cross-species analysis. a) Flow chart of snRNA-seq and bioinformatics analysis of the TS hippocampus. Infancy, *n* = 5; adult, *n* = 5; old, *n* = 7 TS. b) UMAP plot showing distribution of different cell types in the TS hippocampus. c) Top, a phylogenetic tree of humans, macaques, mice, and TS. Each node represents the timing of evolutionary divergence, with the corresponding time labeled on the right of nodes (MYA: million years ago). Bottom, UMAP plot showing the alignment of hippocampus datasets with cells colored by species. d) Heatmap showing the correlation of cell types across species (Spearman, *P < 0.05, **P < 0.01, ***P < 0.001, significance test for Spearman's rank correlation coefficient using *t*-distribution approximation). RGLs, radial glia-like cells; nIPC, neuronal intermediate progenitor cells; Astro, Astrocytes; CR, Cajal–Retzius cells; DG, dentate gyrus; ExN, excitatory neurons; InN, inhibitory neurons; Astro, astrocytes; Micro, microglia; MOL, mature oligodendrocytes; OPC, oligodendrocyte progenitor cells; Endo, endothelial cells; Peri, pericytes.

To explore hippocampal conservation across species, we integrated hippocampal datasets from humans, macaques, mice, and TS (Fig. 1c and supplementary table S7, Supplementary Material online). A robust filtering strategy tailored for cross-species analysis before integration ensured consistency and comparability (Materials and Methods and supplementary fig. S2, Supplementary Material online). Transcriptomes were aligned to their respective reference genomes using STAR and normalized with Seurat's SCTransform. Orthologous genes were identified through homologene and biomaRt, retaining one-to-one orthologs based on human annotations for reliable functional analysis. Species-specific cellular composition revealed major cell types conserved across these species (supplementary fig. S3, Supplementary Material online). Spearman’s correlation analysis demonstrated higher transcriptomic similarity of TS hippocampal cells with macaques and humans than with mice (Fig. 1d and supplementary table S8, Supplementary Material online). Additionally, we used TooManycells, a graph-based algorithm suite for efficient and unbiased identification and visualization of cell clades (Schwartz et al. 2020), to visualize transcriptionally similar hippocampal cells across species. It maintains and presents clustering relationships across different clustering resolutions, accurately identifying and clearly displaying both rare subpopulations and abundant ones. To minimize discrepancies arising from cell annotations, we conducted our analysis using the original annotation data from the referenced literature. This method employs hierarchical clustering to group cell populations based on their gene expression profiles. The resulting tree structure illustrates the degree of similarity or dissimilarity between cell populations, with branches length indicating the level of dissimilarity. Cells with more similar gene expression profiles are grouped together, resulting in shorter branches. TooManycells results revealed higher clumpiness (quantifying the degree of “clumped” or colocalized for different cell populations) between TS and humans than that observed between humans and either macaques or mice (supplementary fig. S4a, Supplementary Material online). Additional stricter analytical criteria revealed that TS ExN are more closely related to those in humans and macaques (supplementary fig. S4b, Supplementary Material online). The cell-based TooManyCells tree further illustrated the heterogeneity and consistency of hippocampal cells among different species. The heatmap of the cross-species taxonomy matrix (supplementary fig. S4c, Supplementary Material online) displayed that most TS hippocampal cell types aligned closely with their counterparts in other species, indicating that hippocampal cells are highly conserved across primates, Scandentia, and rodents. Interestingly, some TS cell types, such as DG_ExN, nonDG_ExN, InN, OPC, oligodendrocytes, and endothelial cells, were more closely aligned with primates than with other rodents, whereas certain TS cell types, such as CR and Astro, exhibited closer similarities to those in mice than to those in macaques (supplementary fig. S4d, Supplementary Material online). This analysis highlights the evolutionary conservation and divergence of hippocampal cellular architecture, providing new insights into primate and rodent models of hippocampal biology.

Intercellular communication in the hippocampus plays a vital role in the structure and function of maintaining normal tissue development and homeostasis. We then performed a comparison with corresponding snRNA-seq datasets of the humans, macaques, mice, and TS to gain a better understanding of the cell–cell interactions across these four species (supplementary fig. S5a and b and supplementary table S9, Supplementary Material online). Notably, we identified several species-specific signaling pathways (supplementary fig. S5c, Supplementary Material online): human-specific pathways (*PARs, GALECTIN, IL16, CHEMERIN*), macaque-specific pathways (*AVP* and *CCK*), TS-specific pathways (*NTS*, *CCL6, IL6, RESISTIN*, and *SOMATOSTAIN*), and mouse-specific pathways (*CXCL, MIF, ENHO, VIP, NPY,* and *ACTIVIN*). In addition to these species-specific pathways, we observed many evolutionarily conserved signaling pathways such as *FGF*, *VEGF*, *EGF*, *NRG*, *PTN*, and *IGF,* which are associated with nerve formation, stem cell maintenance, and immune responses. Nevertheless, these conserved signaling pathways vary in their degree of interaction and cellular connections across different species. For instance, *EGF* is central to expansion of neural stem cells (NSCs) and neuroblasts (NB) and promotes, particularly in neurogenesis in the olfactory bulb and DG regions (Gómez-Gaviro et al. 2012). *PTN* is a neurotrophic factor that participates in regulating embryonic CNS development and NSC functions (García-Jiménez et al. 2022). Across all species, *EGF* and *PTN* emerged as prominent communication signals among NSCs, Astro, neurons, and oligodendrocytes, highlighting their importance in neurogenesis (supplementary fig. S5d, Supplementary Material online). Insulin and *IGF* signaling, which function in stem-cell homeostasis across species, also play critical roles in NSCs self-renewal, neurogenesis, cognition, and sensory functions (Ziegler et al. 2015). A recent study has indicated that *GABA* stimulates *IGF-1* release via *GABAA* and *GABAB* receptors, leading to growth promotion performance via *IGF1R* (Athapaththu et al. 2021). Particularly, among TS, macaques, and humans, there is a stronger communication between InN, RGLs, Astro, and oligodendrocytes through the *IGF* pathway (supplementary fig. S5d–f, Supplementary Material online), highlighting the conserved mechanisms involved in growth and neuroprotection.

These findings underscore the conservation of key signaling pathways across species and their relevance to neurodevelopment and immune regulation, with species-specific differences contributing to unique biological features. The identification of these pathways provides important insights into species-specific neurobiology and disease mechanisms, especially in the context of neurodegenerative and neurodevelopmental diseases.

### Cross-Species Comparison of Disease-Associated Gene Enrichment in Hippocampal Cell Types

To establish connections between neurological diseases and specific cell types and to compare these associations across species, we investigated the enrichment of risk genes associated with nervous system disorders and aging in cell types from four species. These disorders include Alzheimer's disease (AD), attention deficit hyperactivity disorder (ADHD), alcohol dependence (ALD), anorexia nervosa (ANO), anxiety, autism spectrum disorder (ASD), bipolar disorder (BIP), epilepsy, learning and memory disorder, major depression disorder (MDD), narcolepsy, schizophrenia (SCZ), obsessive–compulsive disorder (OCD), multiple sclerosis (MS), Tourette syndrome (TOS), brain aging genes, and aged human Micro gene (HuMi_aged gene set) (Fig. 2 and supplementary table S10, Supplementary Material online). Disease-related genes were collected from previous studies and DisGeNET database (https://www.disgenet.org/). Notably, AD risk genes and HuMi_aged gene set were significantly enriched in microglial populations consistently across four species (Fig. 2a and supplementary fig. S6a, Supplementary Material online). In TS, ADHD risk gene showed significant enrichment in MOL, while ALD risk genes were enriched in ExN, ImN, and InN (Fig. 2a). TS Micro also exhibited significantly higher enrichment of risk genes for learning disorder and MS than that of other species (Fig. 2a). In Wnt signaling pathways, TS Endo, IPC1, and Peri cells demonstrated notable enrichment. Across all species, the upregulated aging-related genes were predominantly enriched in endothelial cells and glia populations, whereas the downregulated aging-related genes were primarily enriched in neurons among humans, mice, and TS (Fig. 2a). To further explore neurotransmitter system involvement, we assessed enrichment scores for 12 neurotransmitter systems across cell types and species (Fig. 2b). Neurotransmitters, which are critical for higher brain functions such as learning, memory, attention, and emotion regulation, were analyzed due to their significant role in neuropsychiatric disorders. As revealed, serotonin and Gama-Aminobutyric Acid (GABA) signaling showed significant enrichment in ExN and InN, aligning with findings in humans (Fig. 2b). These analyses were stratified by developmental stages—infancy, adulthood, and old age. In humans and TS, ExN and glial cell types exhibit significant enrichment for multiple disorder-associated genes during adulthood and senescence (supplementary fig. S6b, Supplementary Material online). Species-specific differences in enrichment patterns highlighted distinct genetic risk landscapes across cell populations. Furthermore, the risk scores of neuropsychiatric disease-associated genes increased significantly with age in the postnatal TS hippocampus, particularly for AD, ADHD, ANO, SCZ, MDD, ASD, BIP, OCD, and TOS, indicating heightened disease susceptibility in the hippocampus with aging (supplementary fig. S6c, Supplementary Material online). Together, these results supported TS present great potentials simulating such as AD, ADHD, ALD, aging, learning disorder, MS, and Wnt signaling-related diseases.

**Fig. 2.**
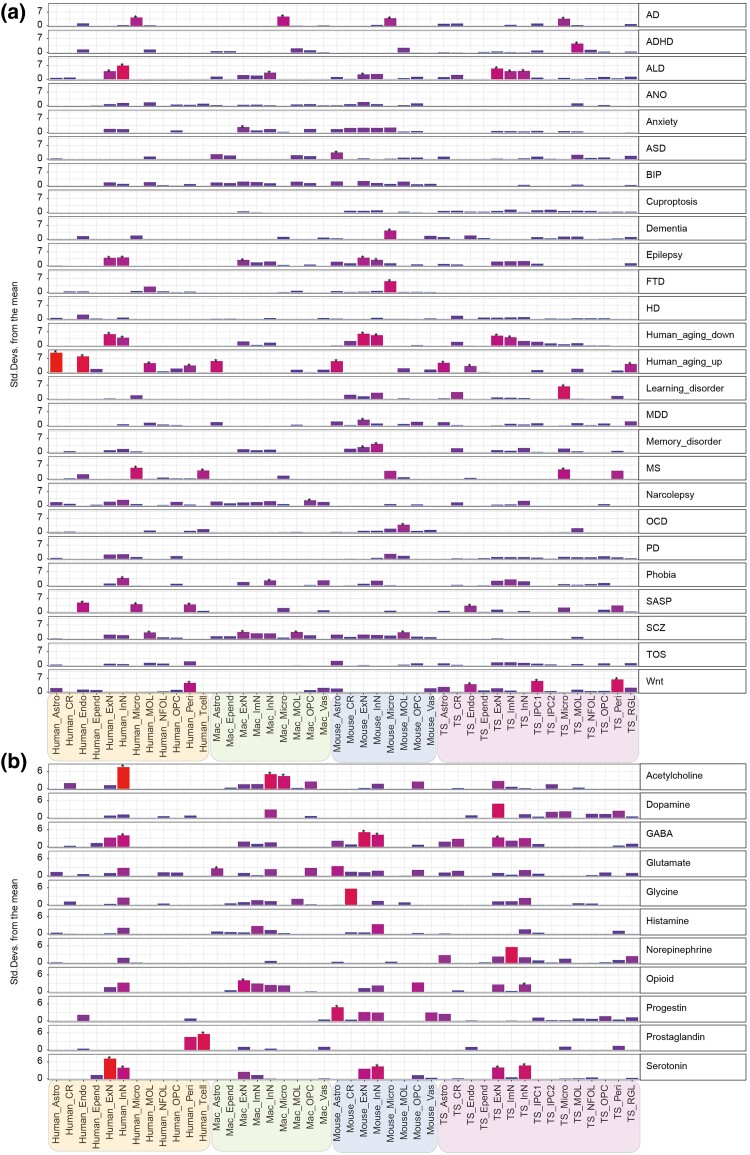
Enrichment of neurological disease genes and neurotransmitter receptors and transporters genes in each cell cluster across species. a) Cell-type enrichment level of 26 gene sets associated with neurological diseases in humans, macaques, mice, and TS. Bar plot showing the standard derivation of a certain disease risk gene set, with species-related cell types indicated below the plot. Asterisks denote the BH-corrected *P*-value < 0.05 calculated using EWCE (permutation test). b) Cell-type enrichment level of 11 gene sets associated with neurotransmitter receptors and transporters in the four species. AD, Alzheimer's disease; ADHD, attention deficit hyperactivity disorder; ALD, alcohol dependence; ANO, anorexia nervosa; ASD, autism spectrum disorder; BIP, bipolar disorder; FTD, frontotemporal dementia; HD, Huntington's disease; MDD, major depression disorder; MS, multiple sclerosis; OCD, obsessive–compulsive disorder; PD, Parkinson's disease; SASP, senescence-associated secretory phenotype; SCZ, schizophrenia; TOS, Tourette syndrome.

### Age-Related Molecular and Cellular Alteration in the TS Hippocampus

Next, we performed comprehensive transcriptomic analyses to investigate the molecular features and cellular dynamics of TS hippocampus across postnatal stages. Significant aging-related changes were revealed, particularly in genes associated with neurogenesis and synaptic function. *BDNF*^+^ cell number was notably reduced in the DG region of the TS hippocampus with advancing age (Fig. 3a). The abundance of *BDNF* in the hippocampus is closely correlated with neurogenesis and cognitive behavior (Horowitz et al. 2020; Xiao et al. 2020). It has been shown that senescence is the result of increased transcriptional instability rather than a coordinated transcriptional program and that age-related increased transcriptional noise may lead to altered fate changes and ambiguous cell-type identity (Angelidis et al. 2019). In order to further understand transcriptional stability during aging, we calculated transcriptional noise for different cell types. 

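Transcriptional noise of a nucleus was measured as the Euclidean distance from the mean of its class and library, over square roots of counts thinned to 1000 UMIs, without the lowest and highest 10% of genes by mean expression, and the median over nuclei gave 1 value per library with at least 20 such nuclei. Depth was made equal over all genes and not over the kept genes, and the distance followed the UMIs on the latter: over the libraries of a class, its correlation with the square root of their mean number was at least 0.911. Differences in noise and in the UMIs on kept genes cannot be told apart by this measure. In MOL it was 10.7 ± 0.867 (SD, n = 5) in infancy, 11.3 ± 0.565 in adult and 11.5 ± 0.503 in old libraries. The old-infancy difference of 0.805 had an exact 2-sided permutation p = 0.111. In OPC the noise was 13.4 ± 0.698, 13.7 ± 0.392 and 13.9 ± 0.373 (old against infancy, exact p = 0.230). Micro were compared between 4 old libraries (14.7 ± 0.445) and 3 infancy libraries (14.4 ± 0.869; exact p = 0.571). For Endo, 4 old libraries (17.0 ± 0.394) were set against 2 adult libraries (15.8 ± 0.399), where the exact p of 0.0667 is the smallest that 15 arrangements allow. IPC1 had 2 old libraries with enough nuclei, at 16.4 ± 0.0796, against 15.0 ± 1.16 in 5 infancy libraries (exact p = 0.286). None of the 28 comparisons over 10 classes passed Benjamini-Hochberg adjustment, the smallest adjusted p being 0.573. The smallest unadjusted value among the comparisons of 5 against 5 libraries was in DG_ExN, old against infancy, with a difference of 0.687 (exact permutation p = 0.0476). Within deposit lot 1 the old-infancy differences were 1.52 in MOL, 0.954 in OPC, 1.57 in Micro and 1.07 in DG_ExN. Within lot 2 they were -0.260, -0.229, -0.418 and 0.111. In Endo the difference was 1.48 within lot 1 and -0.997 within lot 2, the latter between old library 5 and infancy library 4 alone. The lot 1 value of Micro had infancy library 3 as the only infancy library. With each nucleus thinned to 100 UMIs on the kept genes, an alternative chosen after the data were seen, the old-infancy difference was 0.00816 in MOL (exact p = 0.238) and -0.00179 in DG_ExN (exact p = 0.968), but this measure also missed noise added to simulated nuclei. By 1 minus the Spearman correlation with the class mean in place of the distance, the DG_ExN difference was -0.00761 (exact p = 0.429). Of the alternatives set before the data were examined, this was the only one that changed its direction. By the distance, the DG_ExN difference had an exact p of 0.0794 to 0.0873 without any of old libraries 2 to 4 or infancy libraries 1 to 3.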

Transcriptional noise, defined as the variability in gene expression, was significantly increased in neurogenic cells (e.g. NSCs, OPCs), oligodendrocytes, Micro, and endothelial cells with aging (Fig. 3b), consistent with other reports of increased transcriptional instability in aged tissues (Angelidis et al. 2019; Zhang et al. 2021). 

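Shares of nuclei were computed per library, as a percentage of its nuclei in named classes, and compared between stages with exact 2-sided permutation tests over all arrangements of 5 against 5 libraries, adjusted over 42 comparisons of 14 classes. Infancy library 5 and adult libraries 4 and 5 held no barcode with fewer than 922, 1160 and 989 genes, against 192 to 343 elsewhere. Whether this lowered the shares of shallow classes such as Micro there was not tested. Micro made up 6.86% ± 5.78 (SD, n = 5) of nuclei in infancy, 5.56% ± 3.55 in adult and 6.95% ± 3.92 in old libraries (old against adult, exact p = 0.579). InN made up 8.28% ± 5.58, 7.49% ± 7.32 and 12.5% ± 11.2 of nuclei (old against adult, exact p = 0.437). Both shares differed between deposit lots: Micro 3.50% in lot 1 and 9.84% in lot 2, and InN 15.4% and 2.56% (labels permuted within stages, 1000 arrangements, exact p = 0.001 for each). Within lot 1 the mean InN share was 14.8% in adult and 19.2% in old libraries, and within lot 2 2.64% and 2.31%. CR made up 0.761% ± 0.173 in infancy, 0.397% ± 0.156 in adult and 0.189% ± 0.183 in old libraries, and ImN 4.26% ± 3.69, 0.554% ± 0.182 and 0.303% ± 0.236. The adult-infancy difference of ImN was -3.70 percentage points (exact p = 0.00794, the smallest possible, adjusted p = 0.0476), with every adult library below every infancy library. The CR share fell by 0.365 percentage points between infancy and adult (exact p = 0.0159, adjusted p = 0.0833) and by 0.572 between infancy and old libraries (exact p = 0.00794, adjusted p = 0.0476). Within lots, the ImN share was 1.83% in infancy and 0.415% in adult libraries of lot 1, and 7.91% and 0.647% in lot 2. With the centred log-ratio in place of the share, the direction of the adult-infancy difference changed for CR (0.0276, natural logarithm) and IPC1 (0.0168), and for ImN it was -1.07 (exact p = 0.0794).

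**Figure D1:**
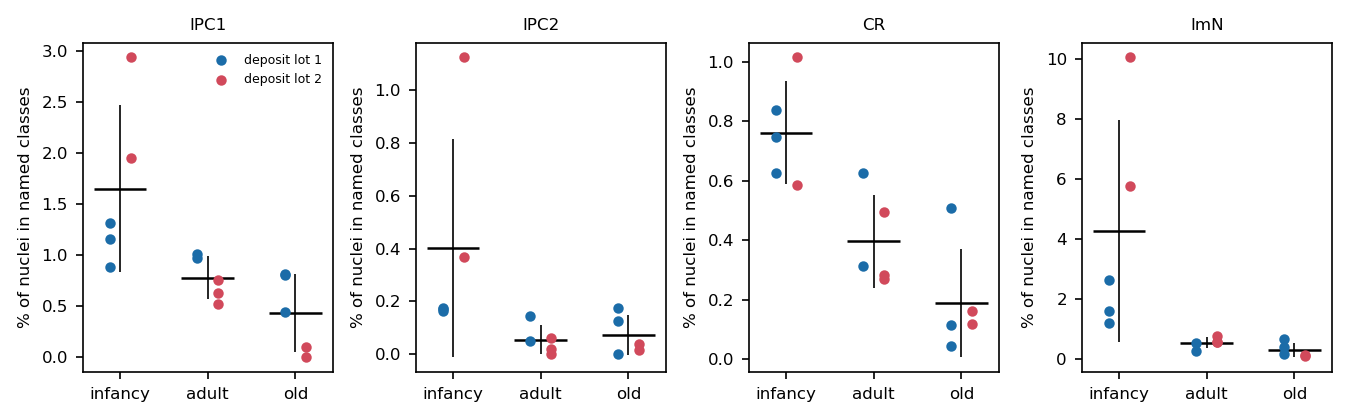
Shares of IPC1, IPC2, CR and ImN nuclei (% of the nuclei in named classes) of each library in infancy, adult and old TS. Each point is a library colored by deposit lot, horizontal lines are means and vertical lines SDs (n = 5). The ImN shares run from 1.23% to 10.0% in infancy and from 0.275% to 0.783% in adult libraries.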

Besides, we observed the proportions of Micro, InN, and proliferative IPC2 tended to increase with age, while IPC1, CR, and ImN drop dramatically after infancy (Fig. 3c and supplementary table S1, Supplementary Material online), highlighting the dynamic cellular changes in the hippocampus during aging. Using Cacao and Milo analyses (Batiuk et al. 2022; Dann et al. 2022), we highlighted significant changes in cell-type abundance across developmental stages (supplementary fig. S7, Supplementary Material online). These methods, with high sensitivity to subtle abundance differences, confirm the reliability of our cell proportion data and reveal dynamic shifts in key cell populations during aging.

**Fig. 3.**
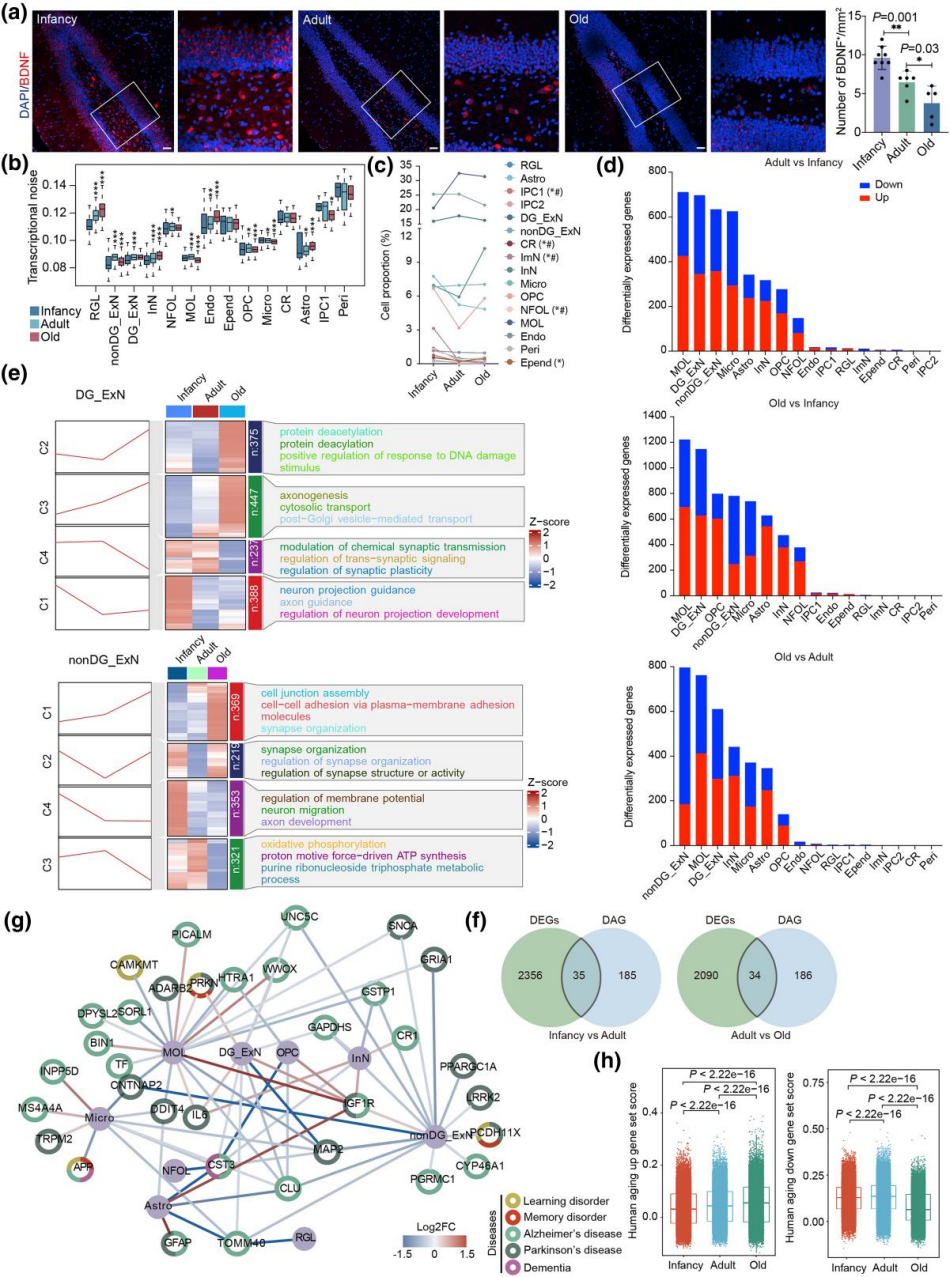
Cellular and molecular aging characteristics of the TS hippocampus. a) Representative microscopic fields and quantification of *BDNF*-positive cells in the hippocampal DG from infancy, adult, and old TS. Blue, DAPI. Scale bar: low magnification, 100 μm; high magnification, 20 μm. *n* = 5 to 8, one-way ANOVA, *P < 0.05, **P < 0.01. The white rectangular box represents the *BDNF*-positive cells. Similar outcomes were obtained in three repeated independent experiments. b) Boxplot showing transcriptional noise in different cell types in infancy, adult, and old TS hippocampus (two-sided Wilcoxon rank-sum test, *P < 0.05, **P < 0.01, ***P < 0.001). c) The cell proportion for each cell type in infancy, adult, and old TS hippocampus (one-way ANOVA, *P < 0.05 for comparison between adult and infancy, ^#^*P* < 0.05 for comparison between old and infancy). d) The bar chart shows the number of differentially expressed genes (DEGs) in different comparison groups (infancy vs adult, old vs adult, and old vs infancy) for each cell type (MAST, FDR-adjusted *P*-value < 0.05, |log_2_FC| > 0.25). e) Variation trend and functional enrichment of DEGs with age in DG_ExN and nonDG_ExN (FDR-adjusted *P*-value < 0.05, |log_2_FC| > 0.25). f) Venn intersected DEGs (FDR-adjusted *P*-value < 0.05, |log_2_FC| > 0.25) with DAGs (infancy vs adult and adult vs old) in the TS hippocampus. DAG, disease-associated gene. g) Network plot showing relationship between DEGs (FDR-adjusted *P*-value < 0.05, |log_2_FC| > 0.25) and aging-related diseases in different cell types in the TS hippocampus. h) Density plot showing gene set scores of human aging-related upregulated (left) and downregulated (right) genes in glial cells and endothelial cells in the TS hippocampus with age (two-sided Wilcoxon rank-sum test).

We performed differential gene expression analysis for each cell population to compare three stages of hippocampal development using Model-based Analysis of Single-cell Transcriptomics (MAST). 

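UMI counts were summed over the nuclei of a class in each library, and the sums of 5 libraries per stage were compared, so that libraries and not nuclei were the replicates. edgeR's quasi-likelihood test was used with TMM normalization and filterByExpr on low counts, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.25. Over 7 classes (MOL, OPC, Micro, Astro, DG_ExN, non-DG_ExN and InN) and 95631 tests of a gene in a class, 140 were called between adult and infancy (66 higher and 74 lower in adult). Between old and adult, 4 were called (2 higher and 2 lower in old), against 11521 at an unadjusted p under 0.05. Between old and infancy, 1366 were called (828 higher and 538 lower). DESeq2's Wald test called 501, 469 and 3081. The alternative that moved the old-adult number most was testing with no filter on low counts, which called 1786, of which OPC held 757. Single libraries weighed on these numbers. Without adult library 6, 835 tests were called between old and adult (112 higher and 723 lower) and 81 between adult and infancy. Old-adult calls were 14 and 8 without old library 1 or 2, 2 without infancy library 2, 3 or 4, adult library 2, 4 or 5 or old library 5, and 1 without old library 3 or 4. Without infancy library 4 or infancy library 2, the adult-infancy calls were 67 and 92. The old-infancy calls were 635 and 827 without infancy library 4 or 5, 840, 699 and 614 without old library 3, 4 or 5, and 2076 without adult library 6. With the replicate number as a block, the calls were 70, 45 and 1925 in the 3 comparisons. Every adult-infancy and old-adult call had the same sign within both deposit lots, as had 1354 of the 1366 old-infancy calls. The old-adult calls were ST6GALNAC3 and RALYL in MOL, with log2 fold changes of -2.28 and -2.12 (edgeR adjusted p = 0.0113 for each), ZBTB10-AS-1 in MOL (1.31, adjusted p = 0.0445) and LINC-PLIN3-9 in Micro (3.55, adjusted p = 0.0278). Fitted with only the 2 stages, 2 tests were called, none of them among these 4. Among genes called between adult and infancy with a mean of at least 32 TMM-scaled CPM in the class and the same sign in both lots, limits set before the data were examined, the largest change in a class was in PIP5K1B in MOL (-3.66, edgeR adjusted p = 0.00122), RBM46li2 in OPC (3.81, adjusted p = 0.00356) and LRMDA in Astro (2.04, adjusted p = 0.0151). LRMDA was not called with the replicate number as a block (1.91, edgeR adjusted p = 0.0686), and the other 2 were.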

After correcting for potential cofounders, such as sex, and ribosomal and mitochondrial transcription fractions, we found significant changes in gene expression between infancy and adulthood (1,698 differentially expressed genes (DEGs), adjusted *P*-value < 0.05) (supplementary table S11, Supplementary Material online) and between adulthood and senescence (1,714 DEGs, adjusted *P*-value < 0.05) (Fig. 3d and supplementary table S12, Supplementary Material online). 

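By class, edgeR called 111 genes in MOL between adult and infancy, 3 between old and adult and 922 between old and infancy. In Astro the numbers were 5, 0 and 82, and in DG_ExN 4, 0 and 202. In non-DG_ExN they were 0, 0 and 61, in OPC 20, 0 and 78, in Micro 0, 1 and 18, and in InN 0, 0 and 3. Where edgeR called 0 genes between old and adult, there were 952 at an unadjusted p under 0.05 and 1 by DESeq2 in Astro, 2060 at an unadjusted p under 0.05 and 77 by DESeq2 in DG_ExN, 1851 at an unadjusted p under 0.05 and 23 by DESeq2 in non-DG_ExN, 1251 at an unadjusted p under 0.05 and 8 by DESeq2 in OPC, and 1670 at an unadjusted p under 0.05 and 107 by DESeq2 in InN. Between adult and infancy there were 782 at an unadjusted p under 0.05 and 24 by DESeq2 in non-DG_ExN, 197 at an unadjusted p under 0.05 and 7 by DESeq2 in Micro and 402 at an unadjusted p under 0.05 and 1 by DESeq2 in InN. Classes were not compared at equal numbers of nuclei or counts, so whether these numbers follow the depth of each class was not tested.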

The increasing number of DEGs was observed in non-DG_ExN, DG_ExN, Astro, and MOL in aging TS compared with adult and infancy TS (Fig. 3d and supplementary fig. S8, Supplementary Material online). To survey the transcriptional alterations of the TS hippocampus across ages, we performed clustering analysis using the Mfuzz method for DEGs in these cell types across infancy, adult, and old groups. As shown, the gene sets were divided into four clusters (C1 to C4), including upregulated and downregulated genes, according to the trends in their expression as age progressed (Fig. 3e). Among these clusters enriched in DG_ExN, C1 and C4 associated with neuronal development, synaptic plasticity, and synaptic transmission were downregulated with age in TS hippocampus (Fig. 3e). Similar in nonDG_ExN, C3 and C4 associated with neuronal migration, oxidative phosphorylation, and metabolic process were downregulated in aging TS hippocampus (Fig. 3e). Meanwhile, in Astro and MOL, clusters associated with epithelial cell proliferation, cell chemotaxis, and leukocyte activation, respectively, were enriched in oligodendrocytes and endothelial cells and were upregulated with age in TS hippocampus (supplementary fig. S9, Supplementary Material online).

### Age-Related High-Risk Genes and Cellular Communication

Through further comparative analysis, cell-type-specific DEGs were presented for each cell type, since their alteration might compromise the corresponding cellular functions (supplementary fig. S10a–c, Supplementary Material online). 

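Of 17 genes that the paper lists as lower in old than in adult TS (CST3, LINC-FRMD8-1, TTR, MT3, CLU, HSPA5 and 11 others), edgeR gave a log2 fold change below 0 between old and adult for 16 in MOL, 15 in OPC, 15 in Micro, 15 in Astro, 16 in DG_ExN, 16 in non-DG_ExN and 15 in InN. The median log2 fold change of the list was -1.45 in MOL, -1.41 in OPC, -0.95 in Micro, -1.02 in Astro, -1.49 in DG_ExN, -1.43 in non-DG_ExN and -1.44 in InN. Over all genes tested, edgeR called 0 of the 17 in each class, with 12 in MOL, 11 in OPC, 10 in Micro, 9 in Astro, 10 in DG_ExN, 11 in non-DG_ExN and 11 in InN at an unadjusted p under 0.05. DESeq2's Wald test called 4 in MOL, 1 in DG_ExN, 6 in InN and 0 in the other 4 classes. Adjusted over the list alone, 12 in MOL, 11 in OPC, 0 in Micro, 0 in Astro, 10 in DG_ExN, 10 in non-DG_ExN and 10 in InN passed, which is not independent evidence because the study chose the list on these libraries. With library means of depth, mitochondrial and ribosomal shares as covariates, the median moved to -0.38 in MOL and -0.42 in OPC, the largest move among the alternatives in both classes. LINC-MARPL42-8 of the paper was matched to the entry LINC-MRPL42-8. Among adult libraries of lot 2, the 17 genes had a median log2 level higher in libraries 4 and 5 than in library 6 by 0.992 in Astro to 1.98 in OPC. Of 5 genes listed as higher (RALGDSli7, IGF1R, GATAD2B, MARK3 and NPDC1-AS-1), 4 had a log2 fold change above 0 in each of the 7 classes, and 0 were called over all genes by edgeR or DESeq2 (3 in MOL, 2 in OPC, 1 in Micro, 2 in Astro, 4 in DG_ExN, 2 in non-DG_ExN and 1 in InN at an unadjusted p under 0.05). Adjusted over the list alone, 1 in MOL, 1 in OPC, 0 in Micro, 1 in Astro, 3 in DG_ExN, 1 in non-DG_ExN and 1 in InN passed, with the same limit. Their median ran from 0.22 in non-DG_ExN to 0.54 in Micro.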

We identified five significantly upregulated genes (*RALGDSli7, IGF1R, GATAD2B, MARK3, NPDC1-AS-1*) and 17 significantly downregulated genes (*CST3, LINC-MARPL42-8, LINC-FRMD8-1, TSORFli2504, LINC-HSPA8-21, TTR, MT3, LINC-RPL31-44, NDUFS7, NCAPD2, PCSK1N, CALM1li2, FTH1li4, ACTB, HSP90B1li3, CLU, HSPA5*) across glial types (Astro, OPC, MOL, Micro) and neuronal types (InN, ExN) in the aging TS hippocampus compared with adulthood (Fig. 3d and supplementary fig. S10a and supplementary table S11, Supplementary Material online). *CST3*, a gene involved in presynaptic differentiation (Um et al. 2014), was upregulated in nonDG-ExN, NFOL, and Astro of adult TS hippocampus, but downregulated in neurons, OPC, MOL, and Astro of aging TS hippocampus (supplementary fig. S10a and b, Supplementary Material online), suggesting dysregulated synapse formation during aging. 

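CST3 (TSDBGID.5941) was at 1172 ± 1291 TMM-scaled CPM in infancy, 1392 ± 1287 in adult and 379 ± 60.4 in old libraries in MOL (SD, n = 5). Between old and adult its log2 fold change was -1.88 (SE 0.74, edgeR adjusted p = 0.189) in MOL, -1.66 (SE 0.45, edgeR adjusted p = 0.303) in OPC and -0.98 (SE 0.39, edgeR adjusted p = 0.539) in Astro. In neurons it was -2.41 in DG_ExN, -2.63 in non-DG_ExN and -2.48 in InN, with adjusted p from 0.277 to 0.490. None of the 7 classes passed over all genes; all 7 had an unadjusted p under 0.05. With no filter on low counts, CST3 was called in OPC (-1.64), Astro (-1.04), InN (-2.43) and Micro (-1.65). Within deposit lot 1 the old-adult difference in mean log2 CPM ran from -1.39 (OPC) to -0.16 (MOL), and within lot 2 from -2.34 (non-DG_ExN) to -1.26 (Astro). With depth, mitochondrial and ribosomal shares as covariates, it was -0.06 in MOL, and it changed sign in Micro (0.02) and non-DG_ExN (0.13). Between adult and infancy the log2 fold change of CST3 was 0.57 (SE 0.98, edgeR adjusted p = 1.000) in non-DG_ExN and 0.26 (SE 0.39, edgeR adjusted p = 1.000) in Astro; NFOL was not tested. These differences went in opposite directions within the lots: from 0.53 to 1.25 in lot 1 and from -0.90 to -0.51 in lot 2 over the 7 classes. From the lower level of CST3 in old TS, the paper proposes dysregulated synapse formation during aging.

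**Figure D2:**
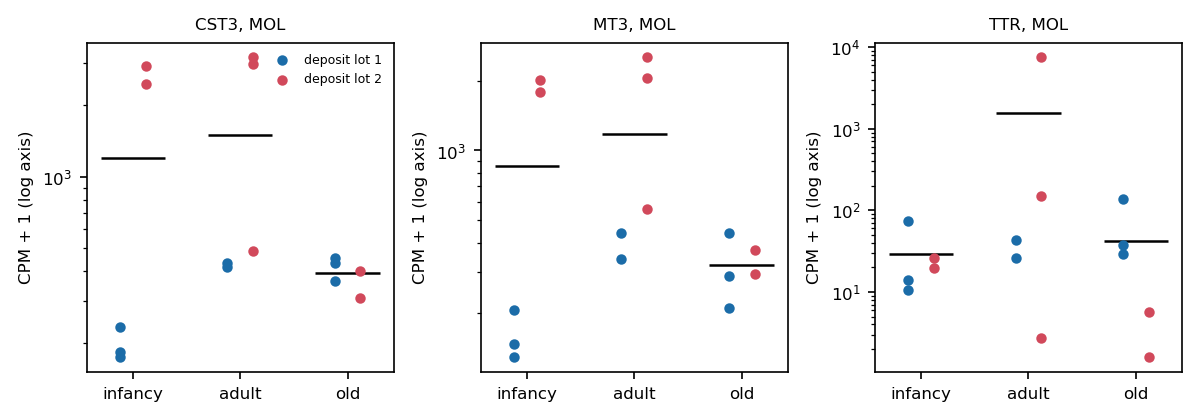
CST3, MT3 and TTR in MOL of each library (CPM + 1, without TMM scaling, log axis) in infancy, adult and old TS. Each point is a library colored by deposit lot and horizontal lines are means (n = 5). TTR reaches 7489 CPM in adult library 4 and at most 148 CPM in any other library.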

Metallothionein3 (MT3) with neuroprotection in the aging brain is upregulated in glial cells and neurons at adulthood but downregulated in these cells during aging process (supplementary fig. S10a and b and supplementary table S12, Supplementary Material online). 

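MT3 (TSDBGID.15515) was at 2261 ± 586 TMM-scaled CPM in infancy, 3442 ± 2492 in adult and 1315 ± 723 in old libraries in Astro (SD, n = 5), the class with the highest level among the 7 tested. Between old and adult its log2 fold change was -1.39 (SE 0.45, edgeR adjusted p = 0.539) in Astro and -1.85 (SE 0.69, edgeR adjusted p = 0.175) in MOL, and over the 7 classes it ran from -2.25 in non-DG_ExN to -1.39 in Astro. MT3 was not called in any class, although each had an unadjusted p under 0.05; with no filter on low counts it was called in OPC (-2.07), Astro (-1.48), InN (-2.03) and Micro (-1.86), and by DESeq2 in InN (-2.09). Old minus adult differences ran from -1.85 to -0.51 within lot 1 and from -2.15 to -1.15 within lot 2. Between adult and infancy the log2 fold change ran from 0.23 in Micro to 0.65 in non-DG_ExN (smallest edgeR adjusted p = 0.978). In lot 1 adult libraries were above infancy libraries by 0.89 to 1.61, and in lot 2 the difference was -0.71 to -0.25.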

*CTNNA3*, associated with the risk of late-onset AD and plasma Aβ levels (Miyashita et al. 2007; Lincoln et al. 2013), is an upregulated gene in glial cells, ExN, and InN in aging TS (supplementary fig. S10c, Supplementary Material online). 

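CTNNA3 (TSDBGID.8863) was at 63.9 ± 16.9 TMM-scaled CPM in infancy, 40.7 ± 10.7 in adult and 120.1 ± 71.4 in old libraries in Micro (SD, n = 5), and its old-adult log2 fold change there was 1.52 (SE 0.43, edgeR adjusted p = 0.369). In the other classes it was 0.70 in Astro, 0.44 in OPC, 0.27 in MOL, 0.26 in non-DG_ExN, 0.04 in InN and -0.03 in DG_ExN, with no call over all genes. The values near 0 changed sign with single libraries: CTNNA3 in non-DG_ExN fell below 0 without old library 4 or old library 5, and that of DG_ExN rose above 0 without adult library 6. With the quality covariates the log2 fold change in MOL was -0.02. Within lot 2 the old-adult difference was above 0 in each of the 7 classes, and within lot 1 it was -0.32 in DG_ExN and above 0 in the other 6.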

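IGF1R (TSDBGID.16548) was at 159 ± 39.0 TMM-scaled CPM in infancy, 146 ± 35.6 in adult and 318 ± 116 in old libraries in Astro (SD, n = 5). Its old-adult log2 fold change was above 0 in all 7 classes: 1.14 (SE 0.28, edgeR adjusted p = 0.539) in Astro, 0.73 (SE 0.31, edgeR adjusted p = 0.214) in MOL, 0.58 in Micro, 0.44 in DG_ExN, 0.33 in OPC, 0.19 in InN and 0.15 in non-DG_ExN. None was called over all genes, and those in Astro, MOL and DG_ExN had an unadjusted p under 0.05. The sign held under every alternative processing and with each library left out. Within lot 2 the difference was -0.12 in non-DG_ExN and -0.11 in InN, and above 0 in the other 5 classes. Within lot 1 it was above 0 in all 7.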

*IGF1R* exhibited significant upregulation in glial cells and neurons in the senescent TS (supplementary fig. S10c, Supplementary Material online).

To gain insights into the connection between aging and neurodegenerative diseases, we performed a comparative analysis of DEGs in TS hippocampus with gene sets associated with human neurodegenerative diseases, including AD and Parkinson's disease (PD) (Fig. 3f and g and supplementary fig. S10d, Supplementary Material online). 

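SORL1 (TSDBGID.5463) in MOL was at 28.7 ± 5.62 TMM-scaled CPM in infancy, 98.0 ± 39.0 in adult and 57.5 ± 20.4 in old libraries (SD, n = 5). Its adult-infancy log2 fold change was 1.75 (SE 0.34, edgeR adjusted p = 0.0184), 2.08 within lot 1 and 1.38 within lot 2, and it was not called at the finer clustering (1.59). Between old and adult it was -0.74 (SE 0.32, edgeR adjusted p = 0.223). HTRA1 (TSDBGID.8750) in MOL had an adult-infancy log2 fold change of 0.99 (SE 0.23, edgeR adjusted p = 0.0587), which passed under 8 of the 28 alternatives, with an adjusted p of 0.00186 to 0.296 over them. PICALM had old-adult log2 fold changes between -0.21 (Astro) and 0.26 (MOL), and none was called. In Micro, PICALM was at 1177 TMM-scaled CPM in infancy libraries and SORL1 at 472, the highest of the 7 classes for both.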

We identified high-risk DEGs associated with neurodegenerative disorders, including *PICALM*, *SORL1*, *CST3*, *IGF1R*, *DDIT4*, and *HTRA1*, which were enriched in glial cells and neurons (Fig. 3g), indicating that these cell types are more susceptible to age-related diseases. 

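DDIT4 (TSDBGID.9226) in MOL was at 44.9 ± 21.2 TMM-scaled CPM in infancy, 80.8 ± 80.2 in adult and 17.4 ± 10.1 in old libraries (SD, n = 5). Its log2 fold change between old and adult was -2.25 (SE 0.66, edgeR adjusted p = 0.164) in MOL, -1.41 (SE 0.64, edgeR adjusted p = 0.416) in Micro and -0.73 (SE 0.50, edgeR adjusted p = 0.663) in Astro. It was below 0 in all 7 classes under every alternative. DDIT4 in MOL was called with deposit lot as a term (-2.25), with the replicate number as a block (-2.26), by DESeq2's Wald test (-2.29) and without adult library 6 (-2.55). Over the 7 classes the old-adult difference ran from -2.70 to -0.84 within lot 1 and from -1.69 to -0.54 within lot 2. In Endo, IGF1R had an old-adult log2 fold change of 0.59 (SE 0.38, edgeR adjusted p = 0.999).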

Importantly, *IGF1R* was significantly upregulated in almost all cell types during TS hippocampal senescence, while *DDIT4*, a regulator of cell growth, proliferation, and survival, was significantly reduced in Micro, Astro, and MOL (Fig. 3g and supplementary fig. S10e, Supplementary Material online), suggesting potential nutrient sensing pathway composed of *IGF1R* and *DDIT4* involved in TS hippocampal senescence. These high-risk genes dysregulated in more than one cell type, such as *IGF1R*, *DDIT4*, and *CST3*, may be potential targets for delaying the onset of cognitive decline and neurodegenerative diseases in the elderly. Moreover, aging-related gene sets scoring delineated that glial cells and endothelial cells showed higher scores for the aging-upregulated genes and that they significantly increased with age, while neurons showed higher scores for aging-downregulated genes, which significantly decreased with age (Fig. 3h). These results indicate a homeostatic imbalance between neurogenic and glial cells, which may lead to impaired regulation of brain function.

To further explore aging-associated changes in cellular interactions, we performed a cell–cell communication analysis, focusing on three major types of communication: Secreted Signaling, extracellular matrix-Receptor, and Cell–Cell Contact. While cellular interactions increased in adulthood, they decreased in old TS (supplementary fig. S11a, Supplementary Material online), a pattern also observed in human and mice hippocampus. Notably, the intensity of cellular communication between non-DG_ExN and DG_ExN, non-DG_ExN and MOL, DG_ExN, and MOL was relatively reduced in old stage compared with adulthood, and the InN- and ependymal-specific cellular communication was relatively increased in old age (supplementary fig. S11b and c, Supplementary Material online). These results highlight age-related imbalances in cellular communication, particularly between neurogenic and glial cells, which could impair neurogenesis and neural signaling. We found that specific communication pathways were prominent at different stages of aging. In infant TS, signaling pathways associated with tissue regeneration, cell migration, and stem cell maintenance (Malanchi et al. 2011; Fernandes et al. 2017; van der Klaauw et al. 2019; Meng et al. 2022) (e.g. *PERIOSTIN, SEMA3, EGF, PDGF, WNT, CLDN*) were significantly elevated, suggesting robust cellular communication that supports neurogenesis, whereas these signaling were significantly reduced in the old group (supplementary fig. S11d, Supplementary Material online). Furthermore, cellular communication associated with inflammatory responses, such as *ANGPTL* (Zhao et al. 2022), *IL6* (Rummel 2016), *CCL* (Ivanovska et al. 2020), *PROS* (Colgan and Taylor 2010), and *ACTIVIN* (Sideras et al. 2013), was significantly enhanced in the aging TS hippocampus (supplementary fig. S11d, Supplementary Material online).

Altogether, our findings revealed age-related molecular and cellular features of the TS hippocampus, demonstrating impaired neurogenesis and neural circuits, and increased inflammatory response as the most affected and potential hallmarks of hippocampal aging.

### Molecular Alterations in the Process of Age-Related Neurogenesis Decline in TS Hippocampus

NSCs have been found existing in adult hippocampal tissues (Hao et al. 2022). In this study, we found the presence of *SLC1A3*^+^*GFAP*^+^*SOX2*^+^*ETNPPL*^+^ RGLs in adult TS hippocampus, suggesting their potential contribution to both neurogenesis and gliogenesis. 

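ETNPPL was seen as 18 UMIs in 18 nuclei, at 1.73 CPM in IPC1 and 0.991 CPM in Astro, with UMIs in 0.220% of Astro nuclei (median depth 1850 UMIs) and 0% of MOL nuclei (median depth 2500 UMIs). SOX2 had UMIs in 19.9% of IPC1 nuclei (median depth 1820 UMIs) and 2.78% of DG_ExN nuclei (median depth 4452 UMIs), but its level in MOL was above that in IPC1. SLC1A3 and GFAP were shared by Astro and IPC1. The naming rule did not offer RGLs as a class, and sub-clusters of this lineage were named Astro, IPC1, IPC2 or ImN only. Whether a cluster or sub-cluster holds RGLs was therefore not tested, and no number or share of RGLs is given for any stage. Of the markers that the paper gives for TS-specific RGLs, ADAMTS19 was at 878 CPM in IPC1. ADAMTS19 was highest in IPC1 in all 13 libraries and WIF1, one of the genes that named IPC1, in 12. SOX6, MAP2 and CDK6 each had a higher mean in another class, so whether IPC1 holds RGLs stays open. ETNPPL was not detectable at this depth in most nuclei of any class, which does not show that it is absent.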

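IPC1 made up 1.65% ± 0.820 in infancy, 0.781% ± 0.212 in adult and 0.435% ± 0.381 in old libraries (SD, n = 5), and IPC2 0.401% ± 0.414, 0.0546% ± 0.0559 and 0.0706% ± 0.0760. The IPC1 share fell by 0.873 percentage points between infancy and adult (exact permutation p = 0.0238, adjusted p = 0.0909) and by 1.22 between infancy and old libraries (exact p = 0.00794, adjusted p = 0.0476). For IPC2 the differences were -0.346 (exact p = 0.00794, adjusted p = 0.0476) and -0.330 (exact p = 0.0238, adjusted p = 0.0909). The IPC2 values rest on 156 nuclei in infancy, 12 in adult and 23 in old libraries, and infancy library 4 alone had a share of 1.12% (101 of 8979 nuclei, 95% Wilson interval 0.927% to 1.36%). Intervals cover counting error only. In lot 1, IPC2 was 0.170% in infancy and 0.0973% in adult libraries, and in lot 2 0.746% and 0.0261%. For IPC1 the lot 1 values were 1.12% and 0.994%, and the lot 2 values 2.45% and 0.639%. Different clusters held most IPC1 nuclei by stage: cluster 30 held 93.9% in infancy and 70.4% in adult libraries, and cluster 4, shared with Astro, held 51.5% in old libraries. The adult-infancy difference of IPC1 no longer had a p under 0.05 at the finer clustering, without integration and as a share without oligodendrocytes, nor without adult library 4, 5 or 6 (exact p = 0.0794, 0.0714 and 0.0714).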

Comparing the normalized numbers of nuclei across age groups (supplementary table S1, Supplementary Material online), we observed a selective reduction in RGLs, IPC1, and IPC2 in the adult and old groups compared with the infancy groups (Fig. 3c). Interestingly, the numbers of RGLs remained consistent between the adult and old samples (Fig. 3c and supplementary table S1, Supplementary Material online), aligning with reports of sustained but the low-level neurogenesis in adult humans (Sorrells et al. 2018; Tobin et al. 2019), macaques (Zhang et al. 2021; Hao et al. 2022), pigs (Wang et al. 2022a), and mice (Hochgerner et al. 2018). However, IPC1 and IPC2 exhibited a further decline in the old group compared with adults, with a corresponding reduction in non-DG_ExN cells (Fig. 3b and supplementary table S1, Supplementary Material online). 

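Between adult and old libraries, the IPC1 share changed by -0.346 percentage points (exact 2-sided permutation p = 0.127, adjusted p = 0.314) and the IPC2 share by 0.0160 (exact p = 0.762, adjusted p = 0.966). IPC1 ranged from 0.524% to 1.01% in adult and from 0% to 0.816% in old libraries, and within each deposit lot every old library lay below every adult library. Old library 5 had 0 IPC1 nuclei of 8070, which allows a share of up to 0.0372%. The mean IPC1 share was 0.994% in adult and 0.690% in old libraries of lot 1, and 0.639% and 0.0514% in lot 2. With the differences taken within lots, a test chosen after the data were seen, their mean was -0.445 percentage points (labels permuted within lots, exact p = 0.0100, adjusted p = 0.0778 over 42 shares). As a share without oligodendrocytes and without integration, the old-adult difference of IPC1 had an exact p under 0.05 (-0.761 and -0.851 percentage points). Non-DG_ExN made up 20.2% ± 15.6 in infancy, 15.9% ± 14.2 in adult and 14.3% ± 10.9 in old libraries (old against adult, exact p = 0.841, adjusted p = 0.966). Their share was 27.2% in lot 1 and 4.93% in lot 2, a larger difference than any between stages. Within lot 1 it was 31.3% in adult and 20.6% in old libraries, and within lot 2 5.68% and 4.76%.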

Immunofluorescence staining confirmed a significant age-related decrease in *GFAP*/*SOX2* double-positive cells in the subgranular zone (SGZ) of the TS hippocampal DG (supplementary fig. S12a and b, Supplementary Material online), suggesting diminished hippocampal neurogenesis in aged TS.

To determine the molecular disruptions underlying this age-related impaired neurogenesis, we mapped the differentiation trajectories of RGLs in hippocampal neurogenesis. Using pseudotime analysis, we reconstructed transitions from quiescent RGLs to intermediate progenitor cells (IPC1, IPC2), ImN, and finally to mature neurons (Fig. 4a–c), with no obvious difference in cell-type distribution along the trajectories between the adult and old groups. Molecular cascades were characterized based on pseudotime, revealing differential expression patterns of key marker genes that marked transitions from quiescence to activation, proliferation, and differentiation (Fig. 4c). Clustering stage-specific gene expression along pseudotime identified four distinct expression profiles (C1 to C4), which were analyzed for enriched Gene Ontology terms (Fig. 4e). Genes in C2, which were progressively upregulated with the trajectories and enriched in mature neurons, were associated with synapse transmission and plasticity; in contrast, genes in C3 progressively downregulated along the trajectories and enriched in immature cell types were involved in axonogenesis and development (Fig. 4e and f). Collectively, these results highlight aberrant neurogenesis in the aged hippocampus, with compromised RGLs proliferation at the early stages and impaired neuronal functions at later stages.

**Fig. 4.**
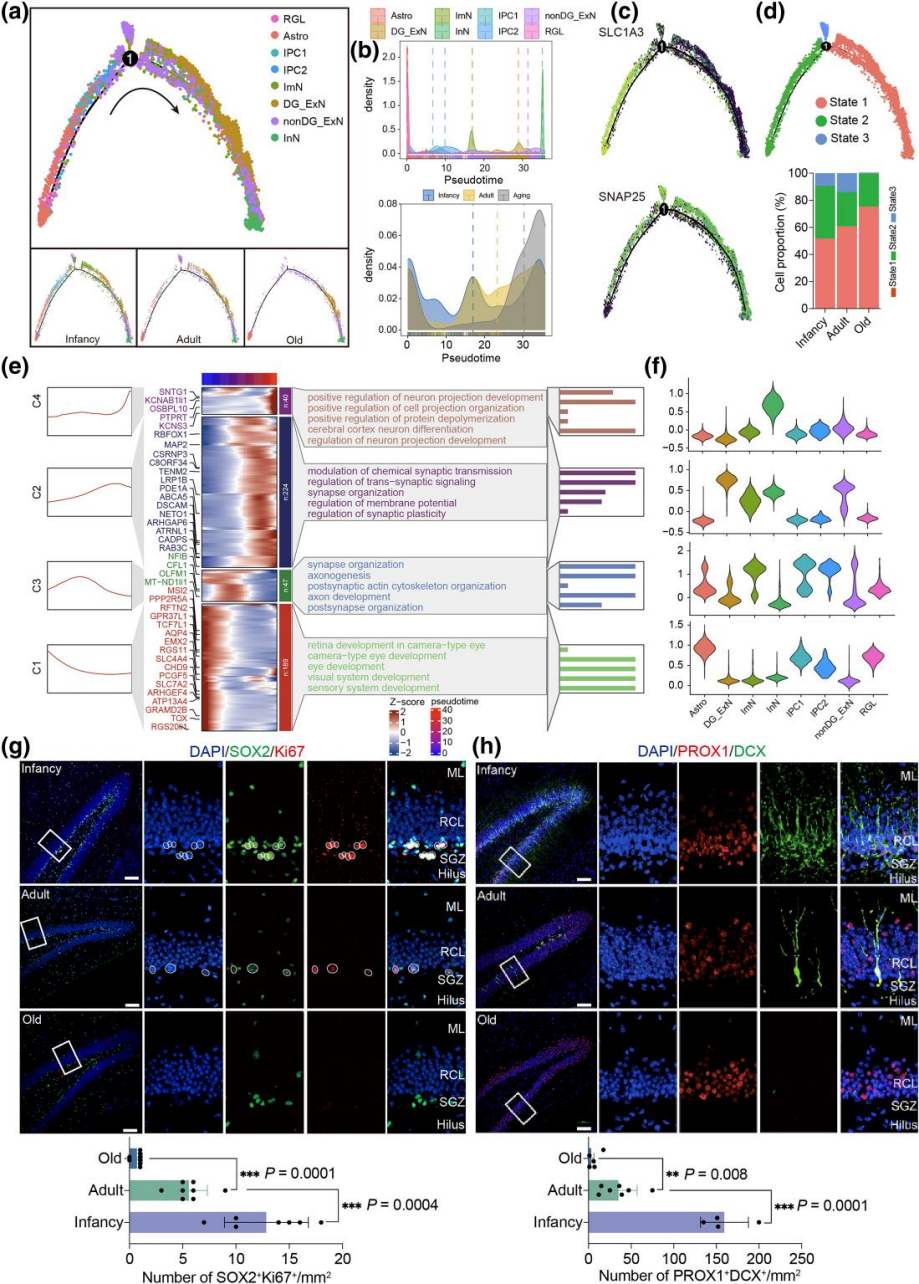
Aging-related cellular and molecular alterations along the trajectories of the neurogenesis. a) Pseudotime analysis of the neurogenic lineage cells in the TS hippocampus. The points are colored by cell types (top) and age (bottom). The arrows indicate the directions of differentiation trajectories. b) Density plot showing the distribution of neurogenic lineage cells and group along the trajectory. c) Pseudotime analysis showing the expression levels of indicated genes along the trajectory from RGLs to neurons of the TS hippocampus. d) Top, pseudotime analysis of neurogenic lineage cells at 3 states in the TS hippocampus. Cells are colored by the states. Bottom, bar plot showing the proportions of neurogenic lineage state in the hippocampus from infancy, adult, and old groups. e) The line and heatmap showing the expression profiles along the pseudotime of DEGs (*q* value < 1 × 10^−4^), which were divided into four clusters (C1 to C4) with the expression pattern and enriched GO terms of the corresponding cluster represented on the right. f) The violin diagram shows the expression levels of the C1 to C4 genes in different cell types. g) Representative microscopic fields and quantification of *SOX2*/*Ki67* double-positive cells in the hippocampal DG from infancy, adult, and old TS. Blue, DAPI. Scale bar: low magnification, 100 μm; high magnification, 10 μm. *n* = 6 to 8, one-way ANOVA, ***P < 0.001. White rectangular boxes represent the focused areas, and white dashed circles indicate the cell bodies of the cells of interest. Similar outcomes were obtained in three repeated independent experiments. h) Representative microscopic fields and quantification of *PROX1*/*DCX* double-positive cells in the DG of the hippocampus from infancy, adult, and aged TS. Blue, DAPI. Scale bar: low magnification, 100 μm; high magnification, 10 μm. *n* = 4 to 7, one-way ANOVA, **P < 0.01, ***P < 0.001. White rectangular boxes represent the focused areas. Similar outcomes were obtained in three repeated independent experiments. ML, molecular layer; GCL, granule cell layer; SGZ, subgranular zone.

Further analysis revealed age-related alteration in histone modification. 

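In Astro, CREBBP was at 126 ± 14.2 TMM-scaled CPM in infancy, 135 ± 41.3 in adult and 156 ± 42.6 in old libraries (SD, n = 5), with an old-adult log2 fold change of 0.27 (SE 0.26, edgeR adjusted p = 0.779). HDAC9 was at 177 ± 76.0 TMM-scaled CPM in infancy, 244 ± 54.9 in adult and 358 ± 193 in old libraries, with a log2 fold change of 0.55 (SE 0.37, edgeR adjusted p = 0.655). Neither difference exceeded the spread between libraries by this test, and both were above 0 under every alternative. CREBBP was higher in old libraries within lot 1 by 0.71 on the log2 scale, with -0.11 within lot 2. For HDAC9 the values were 0.21 and 0.95. RGLs were not a class that the naming rule could give, and were not tested.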

Notably, *CREBBP* and *HDAC9* were upregulated in RGLs and Astro (supplementary fig. S12c and supplementary table S12, Supplementary Material online). Immunofluorescence staining confirmed the upregulation of *CREBBP* and *HDAC9* in the SGZ of the TS hippocampal DG (supplementary fig. S12d, Supplementary Material online), indicating that altered histone modifications might impact gene expression, contributing to age-associated aberrant neurogenesis. To explore the transcriptional regulatory networks of age-associated DEGs in neuronal lineage cells, we identified key TFs, including *TCF7L2, TCF7L1, ATF2,* and *SOX2* in RGLs and ZMAT4 in ImN (supplementary figs. S1f and S12e, Supplementary Material online). Specifically, GO enrichment analysis of *TCF7L2* target genes revealed regulation of neurogenesis and neurotransmitter uptake (supplementary fig. S12f, Supplementary Material online). Specifically, upregulated genes targeted by *TCF7L2*, such as *NFE2L2*, *ZHX2*, *VGLL4*, *PLP1*, *ZFP36L2*, and *NR2E1*, were enriched for negative regulation of neurogenesis (supplementary fig. S12g, Supplementary Material online). Additional immunostaining of *SOX2* and the proliferating marker *Ki67* validated the presence of proliferating NSCs in the SGZ. However, the number of proliferative NSCs declined significantly with age in TS hippocampus (Fig. 4g). Similarly, the population of immature neurons (*PROX1*/*DCX* double-positive cells) also decreased with age (Fig. 4h). Despite this decline, proliferative NSCs were still present even in aged TS hippocampus. Overall, these findings illustrate age-associated declines in hippocampal neurogenesis, driven by reduced NSCs proliferation and impaired neuronal differentiation and function.

### Divergent Characteristics of RGLs Across Humans, Macaques, TS, and Rodents

Next, we addressed whether RGLs in TS displayed unique features compared with those of well-studied primates and rodents. We integrated our dataset with those from human, macaque, and mouse hippocampal tissues. Through data integration and canonical marker gene identification, we divided the populations into seven cell populations: Astro (*GFAP^+^*, *HES5^+^, AQP4^+^*); RGL1, RGL2, nIPC_p, NB, TS_RGLs, and Immu_RGLs (Fig. 5a–d and supplementary fig. S13a, Supplementary Material online). RGLs were distinguished by their close similarity to Astro (exhibiting expression of *SLC1A3*, *GFAP*, *HES5*, and *SOX2*), along with distinct expression of recently described NSCs markers *ETNPPL*, *MFGE8*, and *LPAR1* (supplementary fig. S13a, Supplementary Material online) (Hochgerner et al. 2018; Wang et al. 2022b). *ETNPPL* is validated as a primate-specific NSCs marker (Wang et al. 2022b). Notably, RGLs also expressed both *NOTCH2* and *PADI2*, which are commonly increased in juvenile and adult mice (supplementary fig. S13a, Supplementary Material online) (Hochgerner et al. 2018). The absence of expression of cell-cycle genes such as *CDK1* and *TOP2A* further confirmed that these cells were in quiescent state, unlike the actively dividing nIPC_p cells (supplementary fig. S13a, Supplementary Material online). NB shared expression of the Eomes marker with nIPC_p cells, *CALB1*, *CABL2*, *SOX4*, *SOX11*, *IGFBP11*, and *DCX*. A cell-type alignment revealed that human, macaque, and TS cells showed higher similarity in gene expression patterns, while mice showed significantly lower alignment scores with other species (supplementary fig. S13b, Supplementary Material online). GO analysis of these cell-type-specific marker genes demonstrated that regulation of neuron projection development, dendrite development, and axonogenesis was enriched for RGLs, IPC, and NB, while astrocyte differentiation for Astro, nuclear division for nIPC_p, regulation of synaptic membrane plasticity for NB (supplementary fig. S13c, Supplementary Material online). Differential analysis showed that early NSCs (RGL1 and RGL2) exhibited similar characteristics across species, whereas later-stage NSCs (nIPC) and NB displayed considerable interspecies variability, suggesting that differences in brain structure and function between species may arise from differences in later NSCs differentiation (supplementary fig. S13c, Supplementary Material online). Further differential analysis identified 27 genes were significantly upregulated in Astro of humans, macaques, and TS, functionally associated with regulation of high-voltage-gated calcium channel activity and synaptic transmission. Meanwhile, 11 genes that were significantly highly expressed in NB of humans, macaques, and TS were linked to synaptic vesicle cycle and synapse organization (supplementary fig. S13d and e, Supplementary Material online). Interestingly, we found that TS_RGLs expressed higher levels of *SOX5* and *SOX6* compared with other NSCs (supplementary fig. S13a, Supplementary Material online). These genes are crucial for the transition from a quiescent state to an activated mitotic state in the adult RGLs under physiological conditions (Li et al. 2022). DEG analysis revealed that TS_RGLs specifically highly expressed *ADAMTS19*, *MAP2*, *CDK6*, and *WIF1* (Fig. 5e and f). Immunofluorescence staining confirmed the presence of specific TS_RGLs in the SGZ of TS hippocampal DG, marked by *GLAST*^+^*SOX6*^+^*ADAMTS19*^+^ and *GLAST*^+^*SOX6*^+^*MAP2*^+^ co-expression (Fig. 5g). Although *GLAST*/*SOX6*/*MAP2* triple-positive cells were observed in the macaque hippocampus, their numbers were low and do not express *ADAMTS19* (Fig. 5g). In contrast, the *GLAST*/*SOX6* double-positive cells were detected in the mice hippocampus, but they do not express *MAP2* and exhibited only low expression of *ADAMTS19* with fewer cell numbers (Fig. 5g). In summary, we identified a distinct NSCs population in the TS hippocampus, characterized by a set of TS- and primate-specific markers, and confirmed the presence of TS-specific NSCs (TS_RGLs) in the SGZ of the TS hippocampal DG at both the RNA and protein levels.

**Fig. 5.**
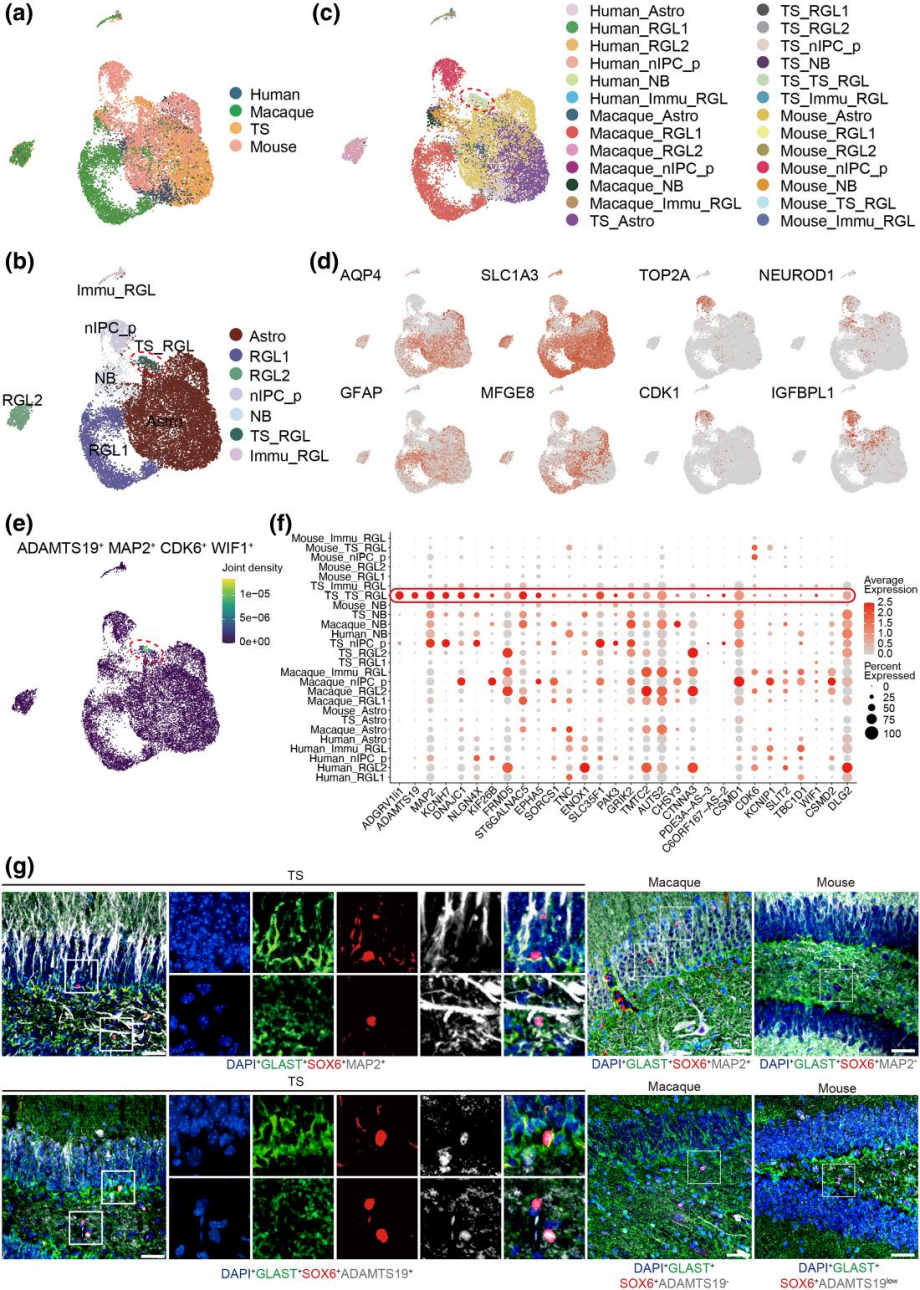
TS-specific NSCs were identified in the TS, macaques, and mice hippocampus. a) UMAP shows the integration of cells from humans, macaques, TS, and mice. b) UMAP shows the distribution of cell types in the integrated dataset (red dashed circles indicate the cell cluster of interest). c) UMAP shows the distribution of species-related cell types in the integrated datasets (red dashed circles indicate the cell cluster of interest). d) The expression of conserved genes in the integrated dataset among the seven distinct NSC subclusters. Cells are colored according to the gene expression levels (red, high; gray, low). e) UMAP shows the distribution of TS-specific NSCs (red dashed circles) in the integrated dataset. f) Bubble dot plots of the top TS-RGL-specific marker genes. The size of the dot indicates expression percentage, and the darkness of the color indicates average expression. g) Triple immunostaining of the TS_RGL markers (*GLAST*/*SOX6*/*MAP2*, and *GLAST*/*SOX6*/*ADAMTS19*) in hippocampal DG of TS (left), macaques (middle), and mice (right). Blue, DAPI. Scale bar: low magnification, 50 μm; high magnification, 10 μm. *n* = 3. White rectangular boxes represent the focused areas. Similar outcomes were obtained in three repeated independent experiments.

### Characteristics of InN and RC Population in TS Hippocampus

Impaired GABA-mediated neurotransmission has been implicated in many neurologic diseases, including epilepsy, intellectual disability, and psychiatric disorders (Hunt et al. 2013). To characterize the conservation and divergence of InN (GABAergic/InN) across species, we analyzed single-cell InN datasets from mice, pigs, TS, macaques, and humans. Spearman’s correlation analysis revealed a higher correlation between TS and pigs, macaques, and humans compared with mice (Fig. 6a). To obtain the unique marker gene for InN in TS and macaques, we performed a DEG analysis comparing mice with TS, macaques, and humans (Fig. 6b). The results showed that *NRXN3, GRIP1, GALNTL6, ZNF385D, ADARB2*, and *ERBB4* were consistently highly expressed in the inhibitory nerves of TS, pigs, macaques, and humans as compared to mice (Fig. 6b and c).

**Fig. 6.**
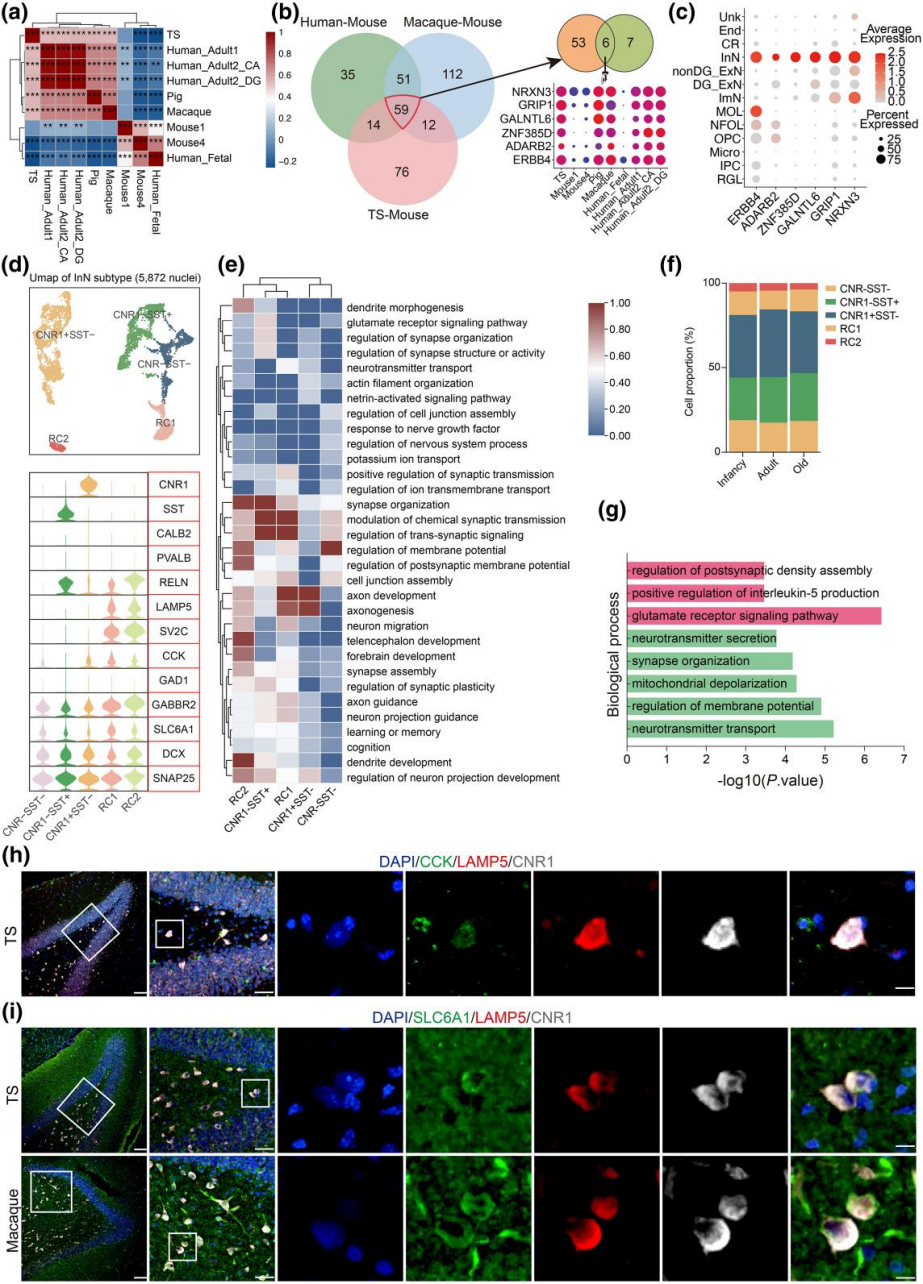
InN subpopulation analysis and identification of the RC population. a) Heatmap shows the correlation of InN across species (Spearman, *P < 0.05, **P < 0.01, ***P < 0.001, significance test for Spearman's rank correlation coefficient using *t*-distribution approximation). b) Left, Venn showing the DEGs between mouse and other species (two-sided Wilcoxon rank-sum test, adjusted *P*-value < 0.05, logFC > 0.25) about InN in hippocampus. Right-top, Venn showing the intersection of shared genes of TS/primate and TS microglia genes (two-sided Wilcoxon rank-sum test, adjusted *P*-value < 0.05, logFC > 0.25). Right-below, dot plot showing the expression of common genes of TS/primate-special and TS microglia-special (adjusted *P*-value < 0.05, logFC > 0.25). c) Dot plot showing the average expression of TS-specific genes for microglia in each cell type of TS hippocampus. d) Top, visualization of InN subclusters using UMAP. Below, the violin plot demonstrates the expression of the canonical marker genes of InN subclusters. RC, rosehip-like InN. e) Heatmap showing the enriched GO terms of cell-type-specific marker genes of different InN subclusters in the TS hippocampus, with their enriched functional annotations on the right. f) Bar plot showing the proportions of InN subclusters in the hippocampus from infancy, adult, and old groups. g) Enriched GO terms for RC2 aging-related genes from adult and old groups. h) Representative microscopic fields of *CCK*/*LAMP5*/*CNR1* triple-positive cells in the hippocampal DG from adult TS. i) Representative microscopic fields of *SLC6A1*/*LAMP5*/*CNR1* triple-positive cells in the DG of the hippocampus from adult TS (above) and macaques (below). Blue, DAPI. Scale bar: low magnification, 100 μm; high magnification, 50 μm, 10 μm. *n* = 3. White rectangular boxes represent the focused areas.

In TS, InN were subclassified as *CNR1*^+^*SST*^−^, *CNR*^−^*SST*^+^, *CNR1*^−^*SST*^−^, and *CCK*^+^*CNR1*^−^*SST*^−^*CALB2*^−^*PVALB*^−^ rosehip cells (RCs) (Boldog et al. 2018) (Fig. 6d). 

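The 6792 InN nuclei formed 16 sub-clusters. Each sub-cluster was taken as positive for CNR1, SST, CCK, CALB2 or PVALB when its CPM was above that of all InN together, a rule chosen after the data were seen. By this rule 5 sub-clusters with 1801 nuclei were CNR1-positive and SST-negative, 4 with 1738 nuclei were CNR1-negative and SST-positive, and 2 with 1121 nuclei were positive for CCK and negative for the other 4 genes, the pattern the paper gives for RCs. The other 5, with 2132 nuclei, were negative for CNR1 and SST. Sub-cluster 11, one of these, was led by oligodendrocyte genes (ST18, RNF220, IL33), and sub-cluster 14, SST-positive, by TTR and MT-ND1li1.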

A unique population of RCs, a specialized interneuron subtype previously described in human cortical layer 1 but absent in rodents, was identified in the TS hippocampus (Fig. 6d). These cells exhibited a distinct gene expression profile, with GO enrichment showing associations of *CNR*^−^*SST*^+^ InN with regulation of membrane potential and synaptic signaling, *CNR*^−^*SST*^+^ InN with axonogenesis and axon development (Fig. 6e). RC1-related genes were linked to neurogenesis and synapse signaling, while RC2-related genes were enriched in neurogenesis, hippocampus development, regulation of synaptic plasticity, and learning or memory (Fig. 6e). 

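The CNR1-positive SST-negative group made up 22.7% ± 9.02 (SD, n = 5) of InN nuclei in infancy, 23.4% ± 8.99 in adult (n = 4 libraries with at least 50 InN nuclei) and 22.1% ± 9.09 in old libraries (n = 5). The CNR1-negative SST-positive group made up 23.8% ± 4.69, 24.3% ± 3.36 and 21.2% ± 9.74. The remaining CNR1-negative SST-negative nuclei, taken as 1 group, made up 34.4% ± 10.5, 36.5% ± 12.7 and 40.0% ± 16.1, and were the largest group in 8 of 14 libraries, against 4 libraries for the CNR1-positive group and 2 for the SST-positive group. By deposit lot, the CNR1-positive group was the largest in 4 of 8 libraries of lot 1 (24.9% to 33.6% there) and in 0 of 6 of lot 2 (10.3% to 19.4%), where the remaining group was the largest in all 6. Without sub-cluster 11, an alternative chosen after the data were seen, the remaining group was the largest in 6 of 14 libraries, all of lot 2, and the CNR1-positive group in 5, all of lot 1. The ranking also follows how sub-clusters are joined, since the first and the last group join 5 sub-clusters each. No difference between stages in the CNR1-positive group had an exact permutation p under 0.05 (old against adult, exact p = 0.833).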

Comparative analysis unveiled a higher proportion of *CNR1*^+^*SST*^−^ cells in each age groups than other subtypes (Fig. 6f), suggesting an essential role for *CNR1*^+^*SST*^−^ InN in hippocampal development and synaptic plasticity in TS. Additionally, the decline of RC2 in aged TS may contribute to the reduced neuronal function and altered cognition (Fig. 6f). 

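The CCK-positive group with the RC pattern made up 19.1% ± 3.17 (SD, n = 5) of InN nuclei in infancy, 15.8% ± 3.43 (n = 4) in adult and 16.7% ± 3.53 (n = 5) in old libraries (old against adult, exact 2-sided permutation p = 0.722; old against infancy, exact p = 0.262). Its 2 sub-clusters, 1 and 10, held 11.1% ± 3.66 and 4.70% ± 0.556 of InN nuclei in adult libraries and 11.6% ± 2.20 and 5.09% ± 3.46 in old libraries (exact p = 0.802 and 0.889). Which of them corresponds to RC2 could not be settled from the markers named.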

GO analysis of genes downregulated in aged RC2 indicated enrichment in the neurotransmitter transport and regulation of membrane potential, while upregulated genes were enriched in the glutamate receptor signaling pathway, positive regulation of interleukin-5 production, and regulation of postsynaptic density assembly (Fig. 6g). However, RCs (*CCK^+^LAMP5^+^CNR1^−^*, *SLC6A1^+^LAMP5^+^CNR1^−^*) were not found in the TS and macaque hippocampus by immunofluorescence staining, possibly due to their low abundance or discrepancies between RNA and protein expression (Fig. 6h and i). In summary, we identified TS-RCs with transcriptional profiles similar to human RCs, suggesting their potential role in TS hippocampal aging.

### TS-specific Microglial Features and Age-Related Neuroinflammation in the TS Hippocampus

Micro malfunction is implicated in various neurodegenerative and neuropsychiatric disorders. We identified a distinct microglial population in the TS hippocampus and analyzed single-cell Micro datasets from five different species: mice, pigs, TS, macaques, and humans. Cross-species analysis showed strong alignment across species, with TS Micro exhibiting greater similarity to macaques, followed by pigs and humans, and lower similarity to mice (Fig. 7a and b). 

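In Micro of 15 libraries, CSF1R was at 440.0 ± 105 CPM (SD), PTPRC at 1116 ± 237 CPM, CX3CR1 at 383 ± 170.3 CPM, MEF2C at 3795 ± 1301 CPM and P2RY12, read for P3RY12, at 278 ± 97.7 CPM. Each was higher in Micro than in any other class in all 15 libraries. All of them except MEF2C were among the genes that named Micro clusters, so for these it is not an independent test. The next class was InN at 971 CPM for MEF2C and Endo at 14.0 CPM for CSF1R. UMIs of CSF1R were seen in 43.8% of Micro nuclei (median depth 1594 UMIs) and 1.86% of non-DG_ExN nuclei (median depth 7104 UMIs). UMIs of MEF2C were seen in 92.2% of Micro nuclei (median depth 1594 UMIs) and 7.07% of MOL nuclei (median depth 2500 UMIs).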

Conserved microglial markers, including *CSF1R, PTPRC, P3RY12, CX3CR1,* and *MEF2C*, are expressed across species, (Fig. 7c), with *MEF2C* identified as a key conserved TF in microglial evolution, consistent with previous studies (Wang et al. 2022a). Immunofluorescent staining confirmed *MEF2C* expression in *IBA1*-positive Micro in the hippocampus of TS, mice, and macaques (supplementary fig. S14a, Supplementary Material online). Single-cell genetic regulatory network inferring and clustering analyses revealed TS shared more common TFs with pigs, followed by macaques (Fig. 7d). Furthermore, DEG analysis identified TS-specific microglial markers, including *PLD5, CYTL1, BLNK, PIPOX, MEF2C*, and others (supplementary fig. S14b, Supplementary Material online), as well as primate-shared markers, such as *LRMDA, MAN1A1, CAMK1D,* and *GAB2* (supplementary fig. S14c, Supplementary Material online). 

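In TS Micro, PLD5 was at 2381 ± 902 CPM (SD, n = 15), CYTL1 at 1064 ± 516 CPM, BLNK at 985 ± 265 CPM and PIPOX at 777 ± 529.6 CPM. LRMDA was at 2106 ± 962 CPM, MAN1A1 at 2785 ± 802 CPM, CAMK1D at 1657 ± 651 CPM and GAB2 at 779.5 ± 306 CPM. All 8 genes were highest in Micro in each of the 15 libraries, and the ratio to the next class ran from 2.76 for GAB2 to 47.6 for BLNK. LRMDA was among the genes that named Micro clusters. A UMI of PLD5 was seen in 76.5% of Micro nuclei (median depth 1594 UMIs) and 0.902% of MOL nuclei (median depth 2500 UMIs). The deposit holds TS libraries only, so expression in other species was not compared.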

*IBA1* immunohistochemistry-based Sholl analysis revealed that the TS, macaques, and mice were positive for parenchymal *IBA1*^+^ cells (Fig. 7e), and TS Micro had longer dendrites, more branches, and larger radiation areas than mice, aligning more closely with macaques (Fig. 7e–h). These findings suggest that TS Micro exhibit a hybrid profile, with transcriptomic and morphological features closer to primates than to rodents.

**Fig. 7.**
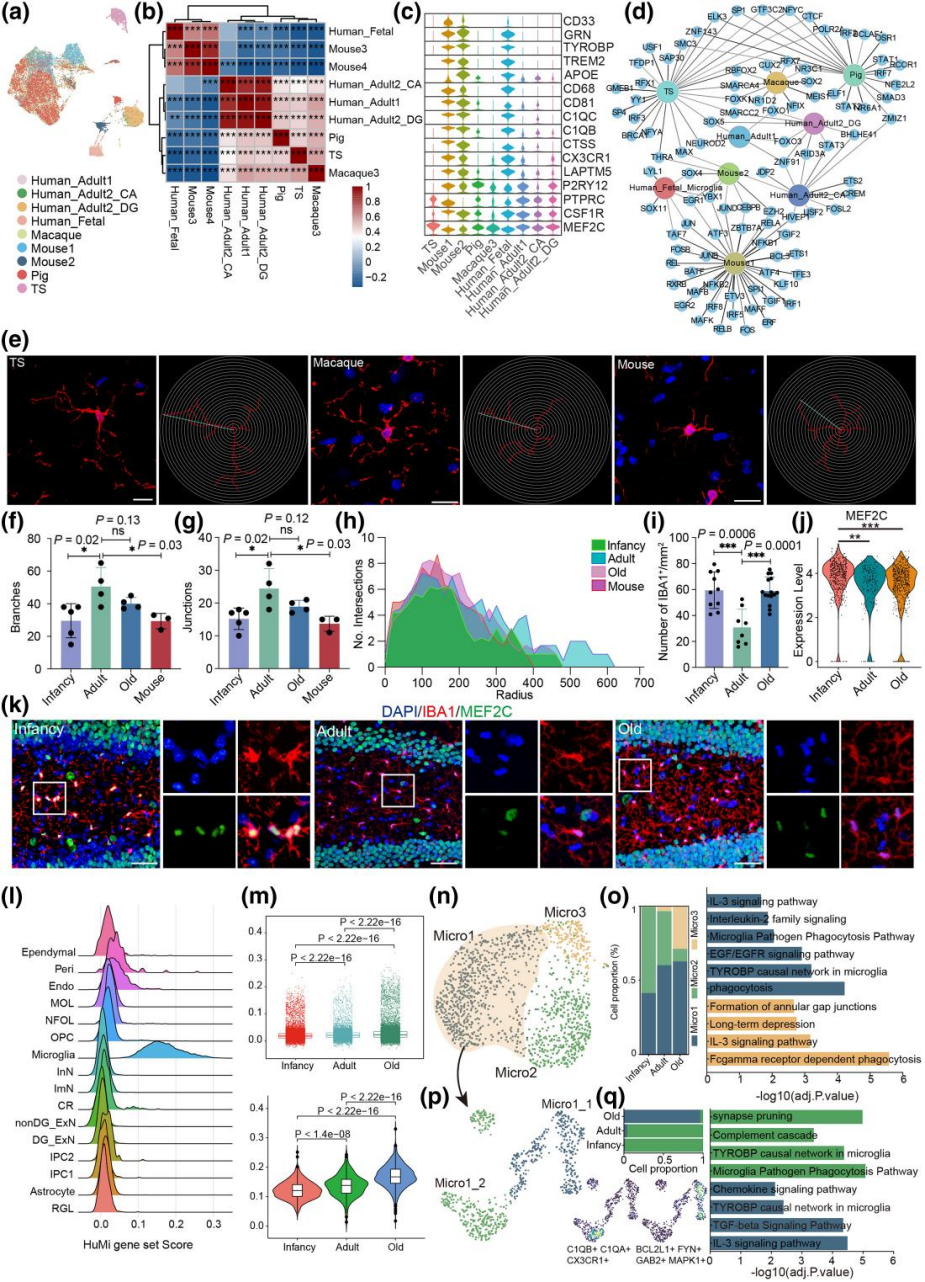
Transcriptional heterogeneity of cells derived from TS microglia. a) UMAP shows the distribution of cell types from humans, macaques, TS, pigs, and mice. b) Heatmap shows the correlation of microglia across species (Spearman, *P < 0.05, **P < 0.01, ***P < 0.001, significance test for Spearman's rank correlation coefficient using *t*-distribution approximation). c) The violin plot demonstrates the expression of the canonical marker genes of microglia across species. d) Network plot show species-specific transcriptional regulators of microglia. e)–h) Manual tracking and Sholl analysis-based quantification of cell morphology of hippocampal *IBA1*-positive microglia (red). Each symbol represents one individual; three to five cells analyzed per individual. Sholl analysis: step size = 20 μm. Blue, DAPI. Scale bar: 25 μm. Similar outcomes were obtained in three repeated independent experiments. One-way ANOVA, *P < 0.05, ns, not significant. i) Quantification of *IBA1*-positive cells in the hippocampal DG from infancy, adult, and old TS. One-way ANOVA, ***P < 0.001. j) Violin plots showing expression levels of *MEF2C* in microglia in the TS hippocampus from infancy, adult, and old groups (two-sided Wilcoxon rank-sum test, **P < 0.01, ***P < 0.001). k) Representative microscopic fields of *IBA1*/*MEF2C* double-positive cells in the hippocampal DG from infancy, adult, and old TS. Blue, DAPI. Scale bar: low magnification, 50 μm; high magnification, 10 μm. *n* = 3. l) Density plot showing gene set scores of HuMi_Aged microglia genes in different cell types in the TS hippocampus. m) Top, boxplot showing increasing gene set scores in TS hippocampus with age. Bottom, violin plots showing increasing HuMi_Aged gene set scores in microglia in the TS hippocampus from infancy, adult, and old groups (two-sided Wilcoxon rank-sum test). n) Visualization of microglia subclusters using UMAP. o) Left, bar plot showing the proportions of microglia subclusters in the hippocampus from infancy, adult, and old groups. Right, enriched GO terms in Micro1 and Micro3. p) Visualization of Micro1 subclusters using UMAP. q) Left-top, bar plot showing the proportions of Micro1 subclusters in the hippocampus from infancy, adult, and old groups. Left-bottom, UMAP showing the distribution of cluster-related DEGs in the Micro1. Right, enriched GO terms in Micro1_1 and Micro1_2.

Micro are key players in brain inflammation (Guo et al. 2024), and we next examined their molecular and functional alterations during aging in the TS hippocampus. The number of *IBA1*-positive Micro increased significantly in the aged (Fig. 7i). Sholl analysis showed corresponding increase in dendrite length, branching, and radiation areas in adult and aged TS hippocampus relative to infancy (Fig. 7f–h and supplementary fig. S14d and e, Supplementary Material online). Interestingly, *MEF2C* expression decreased with age at both RNA and protein levels (Fig. 7j and k and supplementary fig. S14f, Supplementary Material online), consistent with reports showing that *MEF2C* deficiency exacerbates microglial activation and behavioral deficits during immune challenges in mice during aging (Deczkowska et al. 2017). 

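MEF2C (TSDBGID.6173) in Micro was at 5376 ± 2562 TMM-scaled CPM in infancy, 3655 ± 1147 in adult and 3754 ± 970.0 in old libraries (SD, n = 5). Its log2 fold change was -0.56 (SE 0.36, edgeR adjusted p = 1.000) between adult and infancy, 0.04 (SE 0.36, edgeR adjusted p = 0.981) between old and adult and -0.51 (SE 0.36, edgeR adjusted p = 0.476) between old and infancy. Within lot 1 the old-infancy difference was -1.05 and within lot 2 0.60, in opposite directions. The old-adult value, near 0, changed sign with DESeq2's size factors and with several libraries left out.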

Then, we analyzed the HuMi_Aged gene set, which were significantly enriched in TS Micro and increased with age both at overall hippocampal levels and within Micro (Fig. 7l and m). Micro were further subclustered into three populations: Micro1, Micro2, and Micro3 (Fig. 7n), with HuMi_Aged gene set significantly enriched in Micro1 and Micro3, and Micro1 and Micro3 numbers significantly increasing in aged TS (Fig. 7o and supplementary fig. S15a and b, Supplementary Material online). 

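The 6347 Micro nuclei were divided at a resolution of 0.5 into 8 sub-clusters, which cannot be matched one to one with Micro1 to Micro3. The largest, sub-clusters 0, 1 and 2, held 35.9%, 32.1% and 16.7% of Micro nuclei, and none of the 3 differed between old and adult libraries (exact permutation p = 0.857, 0.968 and 0.857). Sub-cluster 1 was led by genes such as GRIK2, NLGN1 and CNTN5 rather than by Micro markers. Sub-cluster 4, led by GPNMB, GLDN and ARHGAP24, made up 2.23% ± 1.62 (SD, n = 5) of Micro nuclei in infancy, 1.59% ± 1.15 in adult and 6.29% ± 3.37 in old libraries. Its old-adult difference of 4.71 percentage points had an exact 2-sided permutation p = 0.00794, the smallest possible, but an adjusted p = 0.643 over 81 comparisons of sub-clusters. It was 3.98 within lot 1 and 6.37 within lot 2. The old-infancy difference was 4.06 (exact p = 0.0238, and 0.0556 without infancy library 3). Old library 5 had the largest share, 12.1% (121 of 998 nuclei, 95% Wilson interval 10.2% to 14.3%). For Micro as a whole, cluster 8 held 63.2% of nuclei in infancy and 64.4% in old libraries, while cluster 12 held 53.1% in adult libraries. The only alternative that changed the direction of a sub-cluster difference with a p under 0.05 was keeping doublets, under which OPC sub-cluster 3 differed between old and adult by 2.76 percentage points, against -0.0933.

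**Figure D3:**
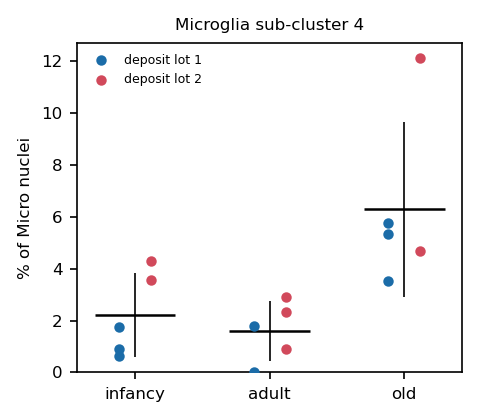
Share of sub-cluster 4 among Micro nuclei (%) of each library in infancy, adult and old TS. Each point is a library colored by deposit lot, the horizontal line is the mean and the vertical line the SD (n = 5). Old libraries average 6.29% and adult libraries 1.59%.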

The transcriptional regulatory network revealed a panel of key age-associated TFs of Micro, such as *ETV6, TCF7L2*, and *TAL1* (supplementary fig. S15c, Supplementary Material online). *TCF7L1/2, FOXO1/3, SOX2,* and *LEF1* (supplementary table S14, Supplementary Material online) were core TFs involved in the *WNT* signaling pathway. The gene set score analysis for the canonical *WNT* signaling pathway demonstrated an increase of the gene set score in aged samples (supplementary fig. S15d, Supplementary Material online). Through age-related DEGs analysis, a panel of genes related to microglial activation, such as *CD74, TLR4, NFKB1, P2RY6, IL2RA, IL18, TGFBR1, ITGAM,* and *IL6ST,* were upregulated in aged Micro compared with their younger counterparts (supplementary fig. S15e, Supplementary Material online). In particular, Micro2 represents a resting state of Micro expressing genes such as *P2RY12* and *SALL1*, while Micro1 and Micro3 populations were a group of active Micro, expressing proinflammatory markers such as *CD74, TLR4, TYROBP*, *IL6ST*, *TGFBR1*, *IL18*, and *NFKB1* at high levels (supplementary fig. S15e, Supplementary Material online). 

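Between old and adult Micro, 8 of the 9 genes had a log2 fold change above 0, with NFKB1 at -0.04 and CD74 at 0.00 (edgeR; median of the 9, 0.12). The largest was 0.63 (SE 0.28, edgeR adjusted p = 0.409) for IL6ST. None of the 9 was called over all genes and 0 passed when adjusted over the list alone, where the list was chosen on these libraries; 1 had an unadjusted p under 0.05. The median fell below 0 with the quality covariates (-0.02), without adult library 4 (-0.01) and without old library 5 (-0.01). Between old and infancy, 8 of 9 were above 0 (median 0.28), with -0.35 for CD74 and a largest value of 0.90 (SE 0.33, edgeR adjusted p = 0.191) for IL2RA. Again 0 passed over all genes or over the list alone. DESeq2 called none of the 9 either.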

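Over the 7 Micro sub-clusters with at least 1% of Micro nuclei, P2RY12 ran from 237 CPM in sub-cluster 1 to 295 CPM in sub-cluster 3, and SALL1 from 152 CPM in sub-cluster 4 to 258 CPM in sub-cluster 2. CD74 lay between 160.0 CPM in sub-cluster 3 and 225 CPM in sub-cluster 5. TLR4 was highest in sub-cluster 2 (649.7 CPM), as were IL6ST (437 CPM) and NFKB1 (196 CPM). TGFBR1 (445 CPM) and IL18 (192 CPM) were highest in sub-cluster 4, and TYROBP (122 CPM) in sub-cluster 0. Sub-cluster 7, with 21 nuclei, led by CXCL11 and CXCL10, had CD74 at 508 CPM and P2RY12 at 48.4 CPM. These values pool nuclei over libraries and carry no replicate error.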

GO enrichment analysis inked Micro1 to phagocytosis and inflammatory response (Fig. 7o). Active Micro exert beneficial effects via phagocytosis and detrimental effects by secreting cytotoxic cytokines. To detail the nature of active Micro, Micro1 was divided into two subclusters, Micro1_1 and Micro1_2 (Fig. 7p). 

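Among sub-clusters 0 to 6 of Micro, C1QA was highest in sub-cluster 6 (117 CPM) and sub-cluster 0 (102 CPM), and C1QB in the same 6 (151 CPM) and in 1 (142 CPM). CX3CR1 was highest in sub-cluster 3 (473 CPM). These CPM also pool nuclei over libraries. No sub-cluster was larger in infancy than in old libraries at an exact permutation p under 0.05. Sub-cluster 0 made up 40.0% ± 11.7 (SD, n = 5) of Micro nuclei in infancy and 34.3% ± 6.90 in old libraries (exact p = 0.357), with differences of -15.2 percentage points within lot 1 and 8.50 within lot 2.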

Micro1_2, predominantly found in young TS samples, expressed antiinflammatory genes such as *C1QB, C1QA,* and *CX3CR1* and was associated with synaptic pruning and phagocytosis of debris from apoptotic cells during the early postnatal stages (Fig. 7q and supplementary table S14, Supplementary Material online). In contrast, Micro1_1, enriched in aged TS samples, expressed proinflammatory markers *BCL2L1, FYN, GAB2*, and *MAPK1* and was linked to chemokine and *IL-3* signaling pathways, characteristic of aging-associated microglial activation (Fig. 7q and supplementary table S14, Supplementary Material online).

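Sub-cluster 4, the Micro sub-cluster with a larger share in old libraries, had BCL2L1 at 208 CPM, FYN at 184 CPM and GAB2 at 1213 CPM, each the highest of sub-clusters 0 to 6. C1QA (47.4 CPM) and C1QB (93.3 CPM) were the lowest of the 7 there. The sub-cluster held 303 nuclei, 121 of them from old library 5, with a median depth of 1893 UMIs. The CPM pool nuclei over libraries and carry no replicate error. Whether the sub-cluster is the paper's Micro1_1 could not be settled.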

In summary, TS Micro exhibit age-dependent changes in morphology, function, and transcriptional profiles. During early stages, active Micro contribute to hippocampal development through phagocytic activity, while in aging, they shift to a predominantly proinflammatory role, potentially contributing to neuroinflammation and hippocampal dysfunction in TS.

### Transcriptomic Diversity of Oligodendrocyte Lineages in Postnatal TS Hippocampus

OPCs are the most proliferative cells in the CNS, generate MOL throughout life, and potentially contribute to circuit formation and function (Allen and Lyons 2018). Single-cell analysis has revealed heterogeneity among oligodendrocytes in both mice and humans CNS (Jäkel et al. 2019). To explore this diversity, we integrated OPC and MOL single-cell datasets from TS, pigs, mice, macaques, and humans. Similar to InN, the transcriptomic profiles of TS OPC and MOL were closer to those of macaques and pigs (Fig. 8a), and 12 distinct hippocampal cell populations were conserved across species (Fig. 8b). TS OPCs were then subclustered into two populations (OPC1 and OPC2) with distinct gene expression profiles (Fig. 8c). 

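OPC nuclei formed 6 sub-clusters. Sub-clusters 0, 4 and 5 were led by genes themselves called between stages (ROBO1, SUGCT and TENM1 in sub-cluster 0), so their shares were not compared, by a rule chosen after the data were seen. The shares of sub-clusters 1, 2 and 3 in old libraries were 21.5%, 17.2% and 14.1%, against 20.0%, 18.1% and 14.2% in adult libraries (exact permutation p = 0.0714, 0.873 and 0.944). Without adult library 6, that of sub-cluster 1 had an exact p = 0.00794. In OPC as a class, old-adult log2 fold changes were 0.71 for DDB2, 0.32 for CNTN6, 0.31 for NINJ2, 0.22 for SNTG1 and -0.23 for TMEM98, and none was called. TTR had a log2 fold change of -5.49 (SE 1.67, edgeR adjusted p = 0.303), with 1384 ± 2982 TMM-scaled CPM in adult libraries (SD, n = 5). Without adult library 4, which held most of the adult counts, it was -0.80.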

Notably, OPC2 numbers increased with age (Fig. 8d), and DEG analysis revealed elevated expression of myelin regeneration related genes, including *CNTN6, IGF1R, NINJ2, TTR, TMEM98, DDB2*, and *SNTG1* (Fig. 8e). TS MOLs were subclustered into three populations (MOL1, MOL2, and MOL3), with MOL1 and MOL3 numbers increasing with age (Fig. 8f and g). 

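MOL nuclei (28964) formed 9 sub-clusters. In 7 of them (sub-clusters 0 to 6) 1 to 10 of the 10 leading genes were themselves called between stages, and sub-cluster 8 held 0.240% of MOL, so these 8 were not compared. Sub-cluster 7, led by TTR, ECRG4 and IGFBP7, made up 0.182% ± 0.359 (SD, n = 5) of MOL in infancy, 3.68% ± 3.21 in adult and 1.52% ± 2.89 in old libraries, with no difference at an exact permutation p under 0.05 (old against infancy, exact p = 0.389). MOL as a class made up 21.9% ± 22.4, 36.6% ± 27.0 and 34.5% ± 18.5 of nuclei in the 3 stages (old against infancy, exact p = 0.357). Its share was 14.0% in lot 1 and 50.4% in lot 2. Cluster 1 held the most MOL nuclei in infancy (31.3%) and adult libraries (35.6%) and cluster 0 in old libraries (34.5%).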

DEG analysis showed a significant upregulation of myelin-related genes such as *CNTN6, IGF1R, NINJ2, TTR, TMEM98, DDB2*, and *SNTG1* in MOL1 and MOL3 (Fig. 8h), suggesting age-associated functional adaptations. However, despite an increase in *PLP1*-positive puncta in aged TS hippocampus, disrupted myelin sheaths were more prevalent (Fig. 8i), indicating myelin-related dysfunction. 

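In MOL as a class, SNTG1 was at 91.2 ± 17.9 TMM-scaled CPM in infancy, 199.9 ± 74.6 in adult and 679.6 ± 387 in old libraries (SD, n = 5), with an old-infancy log2 fold change of 2.90 (SE 0.39, edgeR adjusted p = 0.000322). DDB2 had an old-infancy log2 fold change of 1.59 (SE 0.27, edgeR adjusted p = 0.00287) and IGF1R one of 1.23 (SE 0.31, edgeR adjusted p = 0.0294). IGF1R was not called with the quality covariates (1.12) and without old library 1 (1.02), 4 (1.22) or 5 (1.20) or infancy library 4 (1.04) or 5 (1.14). Between old and adult the log2 fold changes were 1.76 for SNTG1, 1.12 for DDB2, 1.09 for NINJ2, 0.62 for CNTN6 and 0.01 for TMEM98, none of them called (edgeR adjusted p = 0.137 for SNTG1). TTR was at 32.2 ± 33.8 TMM-scaled CPM in infancy and 39.4 ± 52.9 in old libraries, with 1371 ± 2949.7 in adult libraries. Its old-adult log2 fold change of -5.13 rested on adult library 4, and was -0.46 without it. It was called without adult library 6 (-5.58).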

To trace age-related molecular changes, we reconstructed the developmental trajectory from OPC to MOL using pseudotime analysis (Fig. 8j). Differential expression of representative marker genes highlighted the sequential transition along this trajectory (Fig. 8k). Clustering of stage-specific gene expression along the pseudotime revealed three distinct clusters (C1 to C3) with distinct functional profiles (Fig. 8l): C1 was enriched for genes involved in regulation of actin filament organization and proteoglycan metabolic process, C2 for synapse organization and neuron migration, and C3 for leukocyte migration involved in inflammatory response and leukocyte homeostasis (Fig. 8l). Interestingly, C3 was specifically expressed in MOL subtypes (MOL1 and MOL3), whose populations expanded at an advanced age (Fig. 8m and supplementary fig. S15f–k, Supplementary Material online). Furthermore, joint analysis of cluster-specific and age-related DEGs identified hub genes, including *CNTN6, IGF1R, NINJ2, DDB2, IL33*, and *RALYL*, as key regulators of oligodendrocyte proliferation and aging (Fig. 8n).

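Among these genes in MOL, RALYL had the largest change: it was at 964 ± 86.5 TMM-scaled CPM in infancy, 515 ± 122 in adult and 120.0 ± 47.9 in old libraries (SD, n = 5), with an old-infancy log2 fold change of -3.02 (SE 0.30, edgeR adjusted p = 2.70e-05), and it was lower in old than in infancy libraries. IL33 was at 947 ± 171 TMM-scaled CPM in infancy, 881 ± 356 in adult and 927 ± 237 in old libraries, an old-adult log2 fold change of 0.08 (SE 0.26, edgeR adjusted p = 0.909). Of 9 genes that the paper names for myelin in MOL and OPC (CNTN6, IGF1R, NINJ2, TTR, TMEM98, DDB2, SNTG1, IL33 and RALYL), 7 were above 0 in MOL between old and adult, 1 was called over all genes (RALYL, below 0), and 6 passed when adjusted over the list alone, which the study chose on these libraries. IL33 was highest in MOL in all 15 libraries, with UMIs in 69.8% of MOL nuclei (median depth 2500 UMIs) and 2.43% of OPC nuclei (median depth 2021 UMIs). RALYL was highest in CR, at 2389.8 CPM.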

**Fig. 8.**
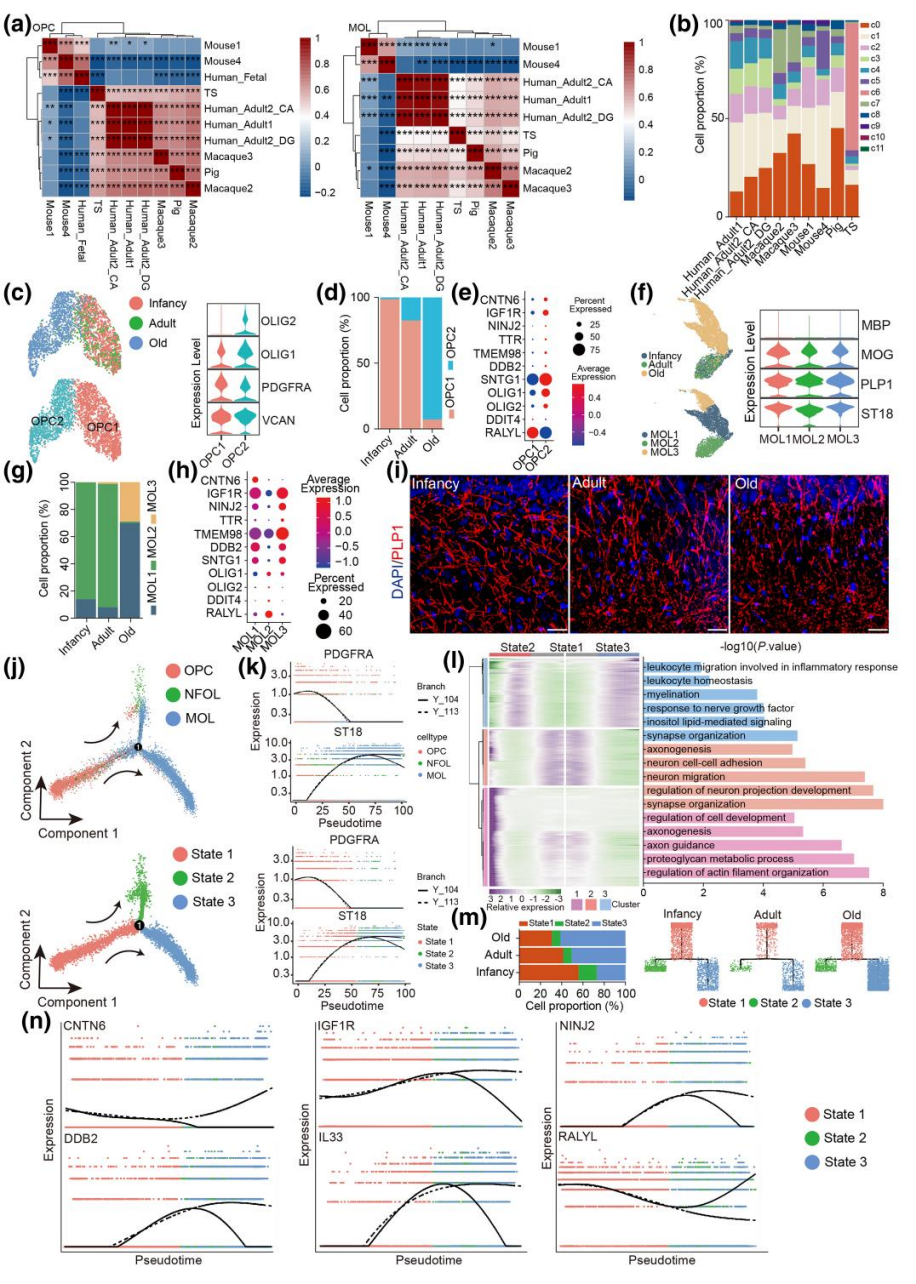
Identification of the OPC and MOL populations in TS hippocampus. a) Left, heatmap showing the correlation of OPC across species. Right, heatmap showing the correlation of MOL across species (Spearman, *P < 0.05, **P < 0.01, ***P < 0.001, significance test for Spearman's rank correlation coefficient using *t*-distribution approximation). b) The cell proportions for each cluster in different species. c) Left, visualization of OPC subclusters using UMAP. Right, violin plot showing the average expression of marker genes for the OPC subclusters. d) Bar plot showing the proportions of OPC subclusters in the hippocampus from infancy, adult, and old groups. e) Dot plot showing cluster-related DEGs. f) Left, visualization of MOL subclusters using UMAP. Right, violin plot showing the average expression of marker genes for the MOL subclusters. g) Bar plot showing the proportions of MOL subclusters in the hippocampus from infancy, adult, and old groups. h) Dot plot showing cluster-related DEGs. i) Representative microscopic fields of *PLP1*-positive cells (red) in the hippocampal CA3 from infancy, adult, and old TS. Blue, DAPI. Scale bar: 100 μm. Similar outcomes were obtained in three repeated independent experiments. j) Pseudotime analysis of OPC and MOL in the TS hippocampus. Cells are colored by the cell types (top) and the states (bottom). The arrows indicate the directions of differentiation trajectories. k) Pseudotime analysis showing the expression levels of indicated genes along the trajectory from OPC to MOL of the TS hippocampus. The points are colored by cell type (top) and cell state (bottom). l) Heatmap showing the expression profiles along the pseudotime of top DEGs (*q* value < 1 × 10^−4^) in MOL and OPC, which were then divided into three clusters (C1 to C3) with the expression pattern and enriched GO term of the corresponding cluster represented on the right. m) Left, bar plot showing the proportions of different states of MOL in the hippocampus from infancy, adult, and old groups. Right, the tree plots showing the state of OPC to MOL from infancy, adult, and old groups. n) Pseudotime analysis showing the expression levels of DEGs along the trajectory from OPC to MOL of the TS hippocampus. The points are colored by state.

In summary, TS oligodendrocyte lineages exhibit distinct transcriptomic diversity, with age-associated shifts in OPC and MOL populations contributing to myelin regeneration pathways but also to increased myelin dysfunction in aged TS hippocampus.

### Identification of Proliferating Endo Cells in the TS Hippocampus During Aging

Brain Endo cells, the major component of the neurovascular unit, are implicated in neuronal degeneration and neurodegenerative disorders (Hansen et al. 2025; Xia et al. 2025). In this study, we observed an increase in the Wnt gene set score in the aged samples (supplementary fig. S16a, Supplementary Material online), highlighting the role of Wnt signaling in endothelial activation and differentiation under brain inflammation (Liebner et al. 2018). Endo cells were subclustered into three populations (Endo1, Endo2, and Endo3) with distinct gene expression profiles. The number of Endo1 increased with age (supplementary fig. S16b and c, Supplementary Material online), and aged Endo1 cells showed elevated Wnt signaling activity (supplementary fig. S16d, Supplementary Material online). GO term analysis revealed that Endo1 was enriched for genes associated with proteasome, leukocyte activation, Wnt signaling pathway, endothelial development, and platelet aggregation (supplementary fig. S16e and f, Supplementary Material online). Notably, genes related to proteasomes (*PSMAs* and *PSMBs*) were elevated in the aged TS hippocampus. 

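Of the PSMA and PSMB genes, 9 passed the filter on low counts among 2529 genes tested in Endo, over 5 infancy, 4 adult and 5 old libraries with at least 10 Endo nuclei. Their median log2 fold change was -0.48 between adult and infancy, -0.11 between old and adult and -0.71 between old and infancy, with 1, 4 and 2 of 9 above 0. limma's camera with a preset correlation of 0.01 gave lower expression in each comparison (p = 0.0251, 0.383 and 0.00590; adjusted p = 0.0376, 0.383 and 0.0177). None of these held under fry (p = 0.294, 0.870 and 0.202) or with the correlation estimated from the data (p = 0.329, 0.699 and 0.235). The adult-infancy median went in opposite directions within the lots, at 0.19 in lot 1 and -0.96 in lot 2, and the old-infancy median was -0.12 and -1.34. Without adult library 6 the adult-infancy median was 0.01 and the old-adult median -0.61, the first not past the threshold of camera and the second past it. Without old library 1 or old library 3 the old-adult camera p was 0.0271 and 0.0296, again for lower expression in old libraries. The adult-infancy camera p was above 0.05 without infancy library 3, 4 or 5 or old library 1 or 3. The genes of the set that passed the filter ranged from 5 to 12 with these libraries left out.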

The ubiquitin-proteasome system, essential for essential for degrading unwanted or misfolded proteins (Schmidt et al. 2021), was impaired with age, leading to the accumulation of neurotoxic aggregates such as β-amyloid, tau, and α-synuclein, which are associated with neurodegenerative diseases such as AD, PD, Huntington's disease, and amyotrophic lateral sclerosis (supplementary fig. S16g, Supplementary Material online). Considering that age-related differential genes in MOL and Endo populations both regulate leukocyte activation, we performed cell communication analysis. As a result, we observed a significant increase in microglial signals derived from the MOL and Endo in the aged TS hippocampus, with significantly elevated *CD74* and *NOTCH* signaling (supplementary fig. S16h and i, Supplementary Material online). *CD74* and *NOTCH* signaling have been reported to exacerbate Micro-mediated neuroinflammation and contribute to neuropathological conditions (Vandenbark et al. 2019). In summary, these findings indicate identify proinflammatory endothelial cells and their molecular features during hippocampal aging in TS.

These changes suggest the formation of a deleterious microenvironment in the aged TS hippocampus, potentially exacerbating neuroinflammation and facilitating the progression of age-related neurodegenerative diseases.

## Discussion

The COVID-19 pandemic has significantly impacted research, limiting the availability of macaques for experimental studies. Although recent advancements in organoid and cloning techniques have offered promising alternatives for mimicking human biology, in vitro models fail to fully replicate the complexities of in vivo systems. This necessitates the research for new animal models to replace macaques. As a primate-like species, TS show high similarities with humans in physiology, anatomy, genetics, and metabolism (Hochgerner et al. 2018; Hao et al. 2022), making it a promising alternative for studying complex human diseases. In this study, we generated the first age-related single-nucleus transcriptomic atlas of the TS hippocampus. Based on their unique transcriptional signatures, we identified 15 distinct cell types, comprising the neurogenesis lineage, oligodendrocyte lineage, and niche cells. Cross-species comparisons revealed notable similarities and differences among TS, mice, macaques, and humans, further highlighting the potential of TS as an animal model. The present study not only provides a comprehensive single-nucleus transcriptomic landscape of TS hippocampus but also present a detailed comparison with other species for the first time. These insights enhance our standing of hippocampal biology and underscore the value of TS as a versatile and advanced model for scientific research.

This study compared hippocampal cell diversity and molecular features among TS, humans, macaques, and mice, revealing that TS are more transcriptomically similar to macaques and humans than to mice. Consistent with previous reports from mice (Hochgerner et al. 2018), macaques (Zhang et al. 2021; Franjic et al. 2022; Hao et al. 2022; Wang, Wang et al. 2022b) and humans (Franjic et al. 2022), we identified three major hippocampal cell lineages in TS: neurogenic lineage cells (RGLs, ImN, ExN, cInN, and CR), oligodendrocyte lineage cells (OPC, NFOL, and MOL), and niche cells (Micro, Astro, Endo, Peri, and Epend). Analysis of single-cell transcriptomes showed most classical marker genes for cell types were conserved among species, though with differing expression abundance. 

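SLC1A3 was at 2838 ± 601 CPM (SD, n = 15) in TS Astro and at 2962 CPM in IPC1, followed by IPC2 at 791 CPM. UMIs of SLC1A3 were seen in 96.3% of Astro nuclei (median depth 1850 UMIs) and 11.1% of DG_ExN nuclei (median depth 4452 UMIs). Astro was the highest class in 9 of 15 libraries. SLC1A3 was among the genes that named Astro and IPC1 clusters.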

*SLC1A3 (GLAST)*, encoding a glutamate transporter, was highly expressed in Astro and RGLs of these four species, suggesting a conserved role in glutamatergic synaptic transmission. Similarly, *GFAP* and *AQP4* were highly enriched in Astro and RGLs, though expressed at lower levels than *SLC1A3*. 

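In TS Astro, GFAP was at 286 ± 153 CPM (SD, n = 15) and AQP4 at 364 ± 133 CPM. AQP4 was highest in Astro in all 15 libraries and GFAP in 12, with IPC1 next for both (175 CPM for GFAP and 207 CPM for AQP4). Both were among the genes that named Astro clusters, so this is not an independent test. UMIs of GFAP were seen in 30.2% of Astro nuclei (median depth 1850 UMIs) and 5.59% of non-DG_ExN nuclei (median depth 7104 UMIs), and UMIs of AQP4 in 46.3% of Astro nuclei (median depth 1850 UMIs) and 5.86% of InN nuclei (median depth 5357 UMIs).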

Glutamate, the main excitatory neurotransmitter in the mammalian CNS, is removed from the synaptic cleft by sodium-dependent glutamate transporters (Jackson et al. 2001). Adult Astro play a critical role in glutamatergic synaptic input and maturation of adult-born hippocampal neurons and local dendritic spines (Sultan et al. 2015). These results suggest that *SLC1A3* is central to the cross-species conservation of synaptic transmission regulated by Astro. Although *GAD1* and *GAD2* are recognized as InN marker genes, they are hardly expressed in TS, whereas *ADARB2* (*ADAR3*) and *GRIP1* exhibited higher expression levels in TS InN. 

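GAD1 was counted as 311 UMIs in 298 nuclei, at 5.53 ± 2.65 CPM (SD, n = 15) in InN, with UMIs in 3.22% of InN nuclei (median depth 5357 UMIs) and 0.0290% of DG_ExN nuclei (median depth 4452 UMIs). GAD2 is listed in the files, with 0 UMIs in all barcodes. ADARB2 was at 5093 ± 849 CPM in InN and GRIP1 at 4216 ± 377 CPM, each highest in InN in all 15 libraries. Both were among the genes that named InN clusters, so this is not an independent test. UMIs of GRIP1 were seen in 98.9% of InN nuclei (median depth 5357 UMIs) and 13.5% of MOL nuclei (median depth 2500 UMIs), and UMIs of ADARB2 in 53.5% of InN nuclei (median depth 5357 UMIs) and 4.25% of Astro nuclei (median depth 1850 UMIs).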

*ADAR3,* a catalytically inactive member of the Adenosine Deaminase Acting on RNA (*ADAR*) protein family, is exclusively expressed in the brain. While the reasons for the catalytic incapability of *ADAR3* have not been defined, its biological function in learning and memory may suggest a central role TS InN in hippocampal memory formation (Wang et al. 2019a). Similarly, glutamate receptor interacting protein 1 (*GRIP1*), an *AMPAR*-binding protein regulating the trafficking and synaptic targeting of *AMPARs*, is essential for long-term potentiation, learning, and memory (Tan et al. 2020). These findings suggest that TS InN may play a pivotal role in hippocampal memory processes. *DCX*, a widely adopted marker of NB and immature neurons (Tobin et al. 2019), is highly expressed in InN across species, suggesting that *DCX* is not only a specific marker for NB or immature granule neurons or that InN may share functional role with ImN. 

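In TS, DCX was highest in InN, at 204 CPM, followed by IPC2 at 152 CPM and ImN at 136 ± 73.4 CPM (SD, n = 13 libraries). Its UMIs were seen in 26.7% of ImN nuclei (median depth 2349 UMIs) and 2.36% of MOL nuclei (median depth 2500 UMIs). ImN was the highest class in 2 of the 13 libraries.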

We also observed high expression of *MEF2C* across species, supporting its role as conserved TFs in microglial evolution, consistent with previous studies (Wang et al. 2022a). Furthermore, microglial *TYROBP*, a network hub and driver of sporadic late-onset AD (Zhang et al. 2013), was highly expressed in TS Micro. 

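TYROBP was at 151 ± 80.6 CPM (SD, n = 15) in TS Micro, the highest class in all 15 libraries, followed by Endo at 25.5 CPM. A UMI was seen in 16.2% of Micro nuclei (median depth 1594 UMIs) and 3.71% of DG_ExN nuclei (median depth 4452 UMIs).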

As a cytoplasmic adaptor for *TREM2* and other receptors, *TYROBP* is essential for microglial activation. However, *TREM2* expression was absent in TS hippocampus, suggesting that *TYROBP* signaling in TS Micro may function independently of *TREM2* and potentially play a foundational role in establishing the disease-associated Micro phenotype. 

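The gene list of the TS files has no entry named TREM2, so no count of TREM2 is available and its expression could not be measured from these files.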

Morphological analysis revealed that TS Micro exhibited longer dendrites, more branches, and larger radiation areas than mice, whereas the microglial morphology in mice more closely resembled that of young TS, highlighting species-specific developmental differences. Unexpectedly, we identified primate-specific rosehip cells in the TS hippocampus, which play a role in regulating synaptic plasticity, long-term potentiation, and neurogenesis in the TS. The reduction of rosehip cells in the TS hippocampus and the downregulation of the ability to regulate membrane potential and neurotransmitter transmission suggested that it plays a role in hippocampal senescence in TS.

Neurological diseases such as AD, ADHD, ALD, ANO, anxiety, ASD, BIP, epilepsy, learning and memory disorders, MDD, narcolepsy, SCZ, OCD, TOS, and brain aging have been extensively studied in the human brain, and significant proportions of genes have been proposed to be closely related to these diseases (Lu et al. 2004; Olah et al. 2018; Yang et al. 2022). This study systematically examined the enrichment of disease-associated risk genes across cell types from four species (humans, TS, macaques, and mice) to establish connections between neurological diseases and specific cell populations. AD and the HuMi_aged gene set were consistently enriched in Micro across all species, highlighting the central role of Micro in neuroinflammation and neurodegeneration. TS Micro, in particular, exhibited higher enrichment scores for Learning disorders and MS compared with other species, reinforcing their utility as a model for studying Micro-related neuroinflammatory processes. ADHD risk genes were significantly enriched in TS MOL, suggesting a potential link between myelin-related dysfunction and ADHD. ALD risk genes were enriched in ExN, ImN, and InN in TS, underscoring the role of neurotransmitter imbalances and synaptic dysregulation in addiction. TS hippocampus demonstrates remarkable potential for modeling diseases such as AD, ADHD, ALD, aging, learning disorders, MS, and Wnt signaling-related conditions, offering unique insights into species-specific and conserved mechanisms at the cellular and molecular levels. These results establish TS as a promising model for studying a broad range of neurological and psychiatric disorders.

Differences in intercellular communication contribute to diverse neuronal circuits which may underlie behavioral and emotional differences across species (Heller et al. 2020). We found that various signals are conserved across species, with differences in intensity and number. Particularly, *EGF, PTN, FGF*, *VEGF*, and *IGF* signaling pathways are conserved across species, serving a main function among RGLs, neurons, and oligodendrocytes across humans, macaques, and TS. Adult neurogenesis in the DG arises from quiescent RGLs and is supported by niche factors like *EGF* (Zhou et al. 2018). In the subventricular zone (SVZ), *EGFR* signaling promotes NPC proliferation and migration, and enhanced *EGFR* signaling in vivo expands NPC pool while reducing NSCs number and self-renewal (Aguirre et al. 2010). In the DG, *EGF* signaling helps maintain NSCs quiescence, preventing developmental exhaustion and sustaining continuous neurogenesis throughout adulthood (Zhou et al. 2018). *IGF* signaling is a key regulator of aging, metabolism, reproduction, and growth, and their evolution is conserved across various species (Menting et al. 2013; Weigelt et al. 2020; Szwed et al. 2021). *PTN* influences neuronal differentiation and the maintenance of neuronal plasticity, especially within hippocampal circuits (Ballesteros-Pla et al. 2023). *FGF* is critical for neurodevelopment, including the regulation of RGLs proliferation, neuronal differentiation, and synaptic plasticity, which additionally supports oligodendrocyte lineage progression (Mason 2007). Beyond its role in angiogenesis, *VEGF* promotes neurogenesis and provides neuroprotection by supporting RGLs survival and enhancing oligodendrocyte function (Mackenzie and Ruhrberg 2012). These conserved signaling pathways emphasize their fundamental roles in neural development, plasticity, and repair. Their shared involvement across humans, macaques, and TS highlights their evolutionary importance in maintaining the cellular functions of RGLs, neurons, and oligodendrocytes. Besides, we also identified several species-specific signaling pathways. Specifically, human-specific pathways include *PARs* (Steinhoff et al. 2005)*, GALECTIN* (Wang et al. 2023)*, IL16,* and *CHEMERIN* (Laffranchi et al. 2024). These genes are predominantly involved in neuroendocrine immune regulation, inflammation, and tissue remodeling. In macaques, we identified *AVP* (Pagani et al. 2015) and *CCK* (Dinan and Cryan 2012), which are associated with closely associated with neural regulation, social behavior, and stress responses, indicating potential roles in primate-specific social behavior and stress regulation. Pathways, such as *CXCL, MIF, ENHO, VIP, NPY,* and *ACTIVIN,* reflect inflammatory responses and vascular regulation, which are highly relevant in rodent models but differ in other species. TS-specific signaling pathways, including *NTS* (Christou et al. 2020), *CCL6* (Mantovani et al. 2004)*, IL6* (Hunter and Jones 2015)*, RESISTIN* (Steppan et al. 2001), and *SOMATOSTAIN* (Patel 1999), point to unique aspects of inflammatory regulation, metabolic signaling, and neural communication in TS. The identification of these TS-specific signaling pathways underscores their unique roles in the regulation of inflammation, metabolism, and neuroendocrine interactions. Further exploration of these pathways could provide deeper insights into TS physiology and uncover potential targets for therapeutic intervention. Our findings highlight that TS hippocampus is evolutionarily closer to macaques and humans than to rodents, while it also exhibits unique transcriptomic and cellular features. These results provide a deeper understanding of cross-species hippocampal biology and position TS as a promising model for studying complex human diseases.

The adult mammalian brain contains two primary reservoirs of regenerative NSCs (known as “neurogenic niches”): SVZ of the lateral ventricles and the DG of the hippocampus (Navarro Negredo et al. 2020). In vivo labeling and microscopy revealed a decline in neurogenesis in the SVZ and hippocampal neurogenic niches during aging and AD (Cope and Gould 2019; Tobin et al. 2019; Navarro Negredo et al. 2020; Yu et al. 2024). This decline likely involves a number of cellular processes, including increased NSCs dormancy, decreased NSCs self-renewal, decline in neuronal fate commitment, and NSCs aging or death (Dong et al. 2017; Navarro Negredo et al. 2020; Yan et al. 2023). In this study, we observed a decreasing trend in the number of RGLs with age, along with a decline in their ability to differentiate into new neurons. More importantly, significant remodeling of the transcriptomes of various cell types was identified, indicating dysregulation at multiple stages of the developmental trajectories of neurogenic lineage cells in the aged non-human primate hippocampus. These disruptions were observed at both the early stages of neurogenesis and the later stages involving synaptic transmission. Specifically, the transcriptional regulatory network analysis revealed that *TCF7L1* and *TCF7L2* are central TFs during the aging of NSCs and Astro in the TS hippocampus. The genes targeted by *TCF7L1* and *TCF7L2* are associated with the negative regulation of neurogenesis. Using snRNA-seq and cross-species analysis, we identified various NSCs that are hallmarks of adult hippocampal neurogenesis. The presence of quiescent RGLs and the actively proliferating IPCs provides strong support for the robustness of TS hippocampal neurogenesis. Notably, a unique NSCs population (TS_RGLs) was identified in the TS hippocampus, characterized by markers including *SOXD* (*SOX5* and *SOX6*), *ADAMTS19*, *MAP2*, *CDK6*, *WIF1*, and *SLIT2*, which was further confirmed by immunofluorescent staining. The expression of *SOXD* was enriched in activated RGLs and is a key mediator in the transition of adult RGLs from quiescence to an activated mitotic state under physiological conditions (Li et al. 2022). Meanwhile, *SLIT2,* an extracellular matrix protein, regulates the axonal migration during CNS development (Sherchan et al. 2020).

Moreover, neurogenic niches are specialized microenvironments comprising a variety of different cell types, including cells from the NSCs lineage, endothelial cells, and Micro. An elevated proinflammatory response was observed in the aged Micro, MOL, and Endo, which may trigger the formation of an aging microenvironment in the TS hippocampus. MOL and Endo exacerbate Micro-mediated neuroinflammation via *CD74* and *NOTCH* signaling pathways. In addition, we observed elevated oligodendrocyte proliferation in aged TS hippocampus. The myelin pieces were gradually released from aging myelin sheaths and subsequently cleared by Micro. Myelin fragmentation increases with age and leads to the formation of insoluble, lipofuscin-like lysosomal inclusions in Micro (Safaiyan et al. 2016; Guan et al. 2022). Additionally, senescent Micro show impaired phagocytic function and altered lipid metabolism, which causes the accumulation of lipid metabolites and eventually leads to myelin sheath degeneration (Ahn et al. 2022). Therefore, we provide strong evidence for disrupted hippocampal neurogenesis along with abnormal neuroinflammation modulation in TS during aging.

Altogether, we have generated, to the best of our knowledge, the first comprehensive cellular atlas of the TS hippocampus across the lifespan, from infancy to old age, representing an important species for neuroscience and evolutionary studies. We systematically examined the gene expression profiles and molecular characteristics of each cell type and performed cross-species comparisons at the single-cell level. Our analyses offer rich resources for understanding phenotypic changes associated with aging and the underlying mechanisms of hippocampal aging, potentially paving the way for the development of novel diagnostic and therapeutic approaches for age-related neurodegenerative diseases. One of the limitations of our study is the potential bias introduced by differences in the definition of age across species. Although we made efforts to control for physiological age and sex effects, the comparative equivalence of age between species remains a challenge. For example, the correlation between the age of mice and humans is debated, and this disparity in physiological age could influence the interpretation of cross-species comparisons. Additionally, while we matched for sex in our analysis, different species may have varying gene expression responses to sex, which means that sex-related differences may still exist even in sex-matched samples. These factors could introduce confounding effects in our results and necessitate further research to fully understand the role of age and sex in the transcriptional profiles of hippocampal cells across species. To address these limitations, future studies would benefit from more comprehensive multiomics approaches and experimental validation to explore and mitigate these confounding variables. Moreover, although we used orthologous gene mapping to integrate datasets and minimize species-specific bias, we recognize that discrepancies between datasets in terms of experimental conditions and protocols may influence the comparability of the results. To mitigate these limitations, further rigorous statistical methods should be innovated to adjust for potential differences in data processing across species. More reliable analysis methods are essential for checking the robustness of results and to ensure that the observed cross-species comparisons were not driven by technical artifacts.

## Materials and Methods

### Ethical Statement and TS Sources

Infant (2 to 3 months old, *n* = 5, two males and three females), adult (2 to 3 years old, *n* = 5, two males and three females), and old (5 to 6 years old, *n* = 7, four males and three females) TS were provided from the Animal Center of Kunming Medical University (no. SYXK(Dian) K2020-0004)) and housed in individual cages under a 12-h light/dark cycle, with food and water available throughout the study. We selected TS at different postnatal stages to capture key developmental and aging characteristics based on the published study by Lu et al. (2018). All experimental procedures were approved by the Experimental Animal Ethics Committee of Kunming Medical University (no. KMMU2020001) and were conducted in compliance with *Guide for the Care and Use of Laboratory Animals* published by the National Institutes of Health.

### Sample Collection and Nucleus Extraction

The hippocampus was carefully dissected from the TS with strict compliance to the ethical guidelines. The dissected tissues were washed with cold phosphate-buffered saline (PBS; Invitrogen, Carlsbad, CA, USA), quickly frozen, and then stored in liquid nitrogen before use. Prior to the library construction process, the tissues were first thawed, cut into small pieces, and then transferred to a 1.5-mL tube containing 1× homogenization buffer containing 30 mmol/L CaCl_2_, 18 mmol/L Mg(Ac)_2_, 60 mmol/L Tris–HCl (pH 7.8), 320 mmol/L sucrose, 0.1% nonidet P-40, and 0.1 mmol/L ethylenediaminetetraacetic acid (Invitrogen). The tissue pieces were then transferred to a 2-mL Dounce homogenizer and stroked on ice with loose pestles and then with tight pestles 15 times. The nucleus extraction was filtered with a 40-mm strainer and spanned down at a speed of 500 × *g* for 10 min at 4 °C to carefully discard the supernatant. The pellets were resuspended in PBS containing 0.1% bovine serum albumin (Invitrogen) and 20 U/mL RNase inhibitor for 10 × Genomics library construction (10 × Genomics, Pleasanton, CA, USA).

### Sequencing Libraries Construction

SnRNA-seq was performed using the 10 × Genomics Chromium platform with Chromium Controller Readiness Test to ensure optimal performance. Samples were processed with the 10 × Genomics Chromium Single Cell Kit v.3. The single-cell suspensions were prepared at a concentration of 1,000 cells per μL in 0.04% PBS–bovine serum albumin to maintain cell viability and minimize aggregation. The Chromium RT mix was added to each sample, and the single-cell capture was performed following 10 × Genomics' guidelines. Key parameters, such as the version of the kit, cell viability, initial cell stock concentration, and total cell stock volume, were carefully monitored to achieve a target capture of 5,000 to 10,000 cells per sample. The processes included cell barcoding and reverse transcription, followed by cDNA synthesis (12 to 14 PCR cycles, depending on the quality and yield of the cDNA) and library preparation. Quality control was rigorously performed according to the manufacturer's instructions to ensure high-quality libraries. Libraries were sequenced on the Illumina HiSeq 4000 platform (Hao et al. 2022) to generate sufficient read depth for comprehensive transcriptomic analysis.

### Preprocessing and Quality Control of snRNA-Seq Data

Raw sequencing data were processed using Cell Ranger software (v.7.0.1, 10 × Genomics) to align reads to the *T. belangeri* TS_3.0 genome (available at http://www.treeshrewdb.org/download.html). Cell-by-gene count matrices were generated following sequence alignment with Cell Ranger software (https://support.10xgenomics.com/), and stringent quality control measures were applied to ensure data reliability. We only retained cells with 200 to 6,000 detected genes and the percentage of the detected mitochondrial genes <2% of total gene expression to minimize artifacts from low-quality or stressed cells. To identify and remove potential doublets, we employed DoubletFinder (v.2.0.3), setting the expected doublet rate at 0.075. Genes expressed in fewer than three nuclei were excluded. Ribosomal RNA content was restricted to <5%, and cells with erythroid gene expression (*HBA1, HBA2, HBB, HBD, HBE1, HBG1, HBG2, HBM, HBQ1, HBZ*) >0.2% were also removed to minimize contamination from erythroid RNA. After sample integration and clustering, clusters lacking specific cell-type marker genes (expressing markers of more than one cell type) with relatively low gene content or disproportionately high mitochondrial gene expression were discarded.

### Identification of Cell Clusters

After filtering, unsupervised clustering was performed using Seurat v4 (https://satijalab.org/seurat/) (Butler et al. 2018). Datasets from different sequencing libraries underwent normalization (using “NormalizeData()” function with parameters “normalization.method = “LogNormalize, “scale.factor = 10000”) and identification of highly variable genes (HVGs) (using “FindVariableFeatures()” function with the options “selection.method = “vst, “nfeatures = 2000”). Then, we applied the “FindIntegrationAnchors” and “IntegrateData” functions to integrate all sequencing libraries with the top 20 significant principal components (PCs) (dim = 1:50). The top 2,000 HVGs of each dataset were used for downstream PC analysis (PCA). The top 30 significant PCs were selected for clustering and visualization using UMAP. We removed batch effects and preserved the biological variation present in our dataset by conducting a canonical correction analysis among individual samples with the functions “FindIntegrationAnchors” and “IntegrateData.” Clustering analysis was performed with the functions “FindNeighbors” and “FindClusters.”

### Identification of DEGs Across Cell Type

To identify genes differentially expressed in each group per cell type, *P*-values were calculated and false discovery rate (FDR)-corrected using MAST (Schirmer et al. 2019). All nuclei from infancy, adult, and aging samples for corresponding cell types were used. MAST was used to perform zero-inflated regression analysis by fitting a linear mixed model. To exclude gene expression changes stemming from confounders, such as sex, fractions of ribosomal and mitochondrial transcripts, the following model was fit with MAST:

zlm(∼condition + nCount_RNA + percent.mt + percent.rb + Sex, sca, method = glmer, ebayes = T), where percent.rb is the ribosomal RNA fraction and percent.mt is the mitochondrial RNA fraction.

To identify genes differentially expressed due to the age effect, likelihood ratio test was performed by comparing the model with and without the diagnosis factor. Genes with at least 50% increase or decrease in expression in a group vs other group and an FDR-corrected *P* < 0.05 were selected as differentially expressed.

### GO Term Enrichment Analysis

The “enrichGO()” function of cluster Profiler R package (Yu et al. 2012) was used for enrichment analysis, and the Benjamini-and-Hochberg (BH) method was employed for multiple test correction (OrgDb = org.Hs.eg.db, pAdjustMethod = “BH,” pvalueCutoff = 0.05). A GO term with an adjusted *P*-value of <0.05 was considered significantly enriched. Notably, we used the “org.Hs.eg.db” package because of the homogeneity between TS and humans and the lack of comprehensive TS resources.

### Gene Set Enrichment Analysis

GSEA was applied to identify a priori defined gene sets that showed statistically significant differences between two given clusters. We used the expression file as input and implied gene sets of KEGG pathways and Gene Ontology, which were collected in the Molecular Signatures Database (Zhong et al. 2018).

### Construction of Cellular Communication Network

Intercellular communication analysis was conducted using the CellChat (v.0.0.1) R package with default parameters. TS hippocampus datasets for infant, adult, and old were analyzed separately. Intercellular communication analysis was performed based on cell types. The cell–cell communication network was visualized using the “netVisual_aggregate” function, centrality score was computed and visualized using the “netAnalysis_signalingRole_network” function, and relative contribution of each ligand-receptor pair was visualized using the “netAnalysis_contribution” function.

### Transcriptional Noise Analysis

Transcriptional noise was estimated as described previously (Angelidis et al. 2019; Zhang et al. 2021). In brief, equal numbers of cells of each cell type were used among the young, adult, and old groups. All genes were ordered according to their expression levels, and those with the top 10% and bottom 10% expression levels were excluded. Transcriptional noise at the cell level was then calculated as the Euclidean distances between cells with the mean value of the corresponding cell type.

### Gene Set Score Analysis

Gene sets related to aging-related diseases were obtained from the DisGeNET database (https://www.disgenet.org/home/). Gene sets for AD and PD were generated by filtering with “disease Name” (“Alzheimer's disease” and “Parkinson disease,” respectively). The gene set of Learning Disorders consists of genes related to “Learning Disorders,” “Learning Disturbance,” and “Learning Disabilities.” Genes related to human brain aging, SASP, and HuMi_Aged were acquired from literature (Lu et al. 2004; Olah et al. 2018; Zhang et al. 2021). Gene set scores were acquired by analyzing the transcriptome of each input cell against the aforementioned gene sets using the Seurat function “AddModuleScore.” Changes in the scores between young, adult, and old samples were analyzed using the ggpubr R package via the Wilcoxon test.

### Cross-Species Comparison

We performed a cross-species comparison by integrating previously reported snRNA-seq datasets of mice (Hochgerner et al. 2018), macaques (Wang et al. 2022b), and humans (Wang et al. 2022b) hippocampus with TS hippocampus snRNA-seq dataset generated in this study. Prior to performing species integration analysis, we conducted individual quality control, dimensionality reduction, and cell annotation for the snRNA-seq data of each species. To ensure high-quality snRNA-seq data across species, we applied a consistent quality control pipeline with species-specific adjustments. Reads were aligned to the respective reference genomes (GRCh38 for humans, Macaca_fascicularis_6.0 for macaques, and mm10 for mice) using Cell Ranger to generate cell-by-gene count matrices, and DoubletFinder with doublet rate set at 0.075 was used to identify doublets for each sample individually. For all species, we excluded genes expressed in fewer than three nuclei, restricted ribosomal RNA content to <5%, and removed cells with erythroid gene expression exceeding 0.25% to minimize contamination. Additionally, we retained cells based on species-specific thresholds: for human and mouse datasets, cells with 200 to 6,000 detected genes were kept, while for macaques, the range was 200 to 8,000. Mitochondrial gene expression thresholds were also species-specific: <5% of total expression for humans and macaques and <10% for mice, to account for differences in mitochondrial activity and stress responses. Then, for cross-species integration, orthologous gene sets were determined using human genes as the reference and converted to other species using HomoloGene and biomaRt (Wang et al. 2022b). We focused exclusively on one-to-one orthologous genes to ensure accuracy in cross-species comparisons and excluded genes lacking orthologous matches in one or more species. After identifying the orthologous genes across different species, the integrated analysis was performed using the Seurat v3 pipeline (Stuart et al. 2019). Batch effects and technical variability were addressed using the “Harmony” package to ensure robust integration. In detail, we used “SelectIntegrationFeatures()” (nfeatures = 3,000) function to select the top 3,000 HVGs as integration features, followed by “FindIntegrationAnchors()” (anchor.features = 2,000, dims = 1:50) to identify anchor genes across species. Finally, the datasets were integrated using the “IntegrateData()” (dims = 1:50) function. After integration, the data were normalized, scaled, and centered by using the “ScaleData()” function, followed by dimensionality reduction by the “RunPCA()” function (npcs = 30). Unsupervised clustering was performed to identify cellular subpopulations. Cell identities were annotated based on the expression of canonical cell-type markers validated across species, ensuring consistency in cell-type definitions. Conserved cell types were identified based on shared markers between TS and humans and further validated by reference-based annotation in macaques and mice. Cluster-specific DEGs from TS were mapped back to human orthologs to determine conserved biological processes, pathways, and interspecies similarities.

When performing overall correlation analysis, expression-weighted cell-type enrichment (ECWE) analysis, ToomanyCells analysis, scDRS analysis, and CellChat analysis, we used age- and sex-matched snRNA-seq data from four species: humans, macaques, TS, and mice. This approach minimized confounding effects related to age and sex differences, while enhancing the comparability of cross-species results and improving statistical power. In cross-species analysis of individual cell types, we utilized snRNA-seq data from human, macaque, mouse, and pig samples. Since we primarily focused on the transcriptomic profiles and functional similarities and differences of a specific cell type across species, the effects of age and sex were disregarded.

### EWCE Analysis

EWCE (Skene and Grant 2016; Zhu et al. 2021) was employed for the analysis of disease gene enrichment using default parameters. This analysis was conducted separately for each species dataset. This analysis was performed separately for each species dataset. To mitigate the bias effect, we initially employ the “vst()” function to conduct a variance-stabilizing transformation on the unique molecular identifier count matrix. Subsequently, we utilize the “fix_bad_mgi_symbols()” function to rectify gene nomenclature. The “drop_uninformative_genes()” function is then applied to eliminate noninformative genes, thereby reducing computational time and minimizing noise in subsequent analyses. Following this, we implement the “generate.celltype.data()” function to compute the specificity matrix for each dataset. We perform 100 bootstrap resamplings with replacement on all detected genes within each species dataset as a background reference, and *P*-values are adjusted using the BH method. A significance threshold of 0.05 is established.

### Single-Cell Disease Relevance Score

The single-cell disease relevance score (scDRS) method was employed to assess the polygenic disease enrichment of individual cells within scRNA-seq data (Niu et al. 2024). Initially, to establish statistical significance, scDRS generates 1,000 sets of cell-specific raw control scores through Monte Carlo sampling of matched control gene sets that are aligned in terms of gene set size, mean expression, and expression variance with respect to the candidate disease genes. Subsequently, scDRS normalizes both the raw disease scores and the raw control scores for each cell—resulting in normalized disease scores and normalized control scores—and computes cell-level *P*-values based on the empirical distribution derived from pooled normalized control scores across all control gene sets and all cells.

### Cell Composition Analysis

To quantify the impact of aging on cell differentiation dynamics, we employed two distinct analytical methods for intergroup cell composition difference analysis. These included a cell composition analysis utilizing the Cacoa package (Batiuk et al. 2022) and a differential cell density analysis conducted with the miloR package (Dann et al. 2022). The “estimateCellLoadings()” function from the Cacoa package (v.0.4.0) was utilized for analyzing cellular components. Specifically, logarithmic ratio transformation was applied to the fractions of different cell types, followed by typical discriminant analysis using the candisc software package to derive weighted comparisons between the two sample groups. The separation coefficient was assessed through random subsampling of cells, and its robustness along with statistical significance was thoroughly evaluated. Then, we perform 1,000 resamplings, during which 1,000 cells are randomly selected from each group to assess the robustness of the test. The BH procedure is employed for multiple comparison correction. The Cacoa package's estimateCellDensity function is utilized to conduct a differential cell density analysis. To assess the differences in cell density between sample groups, we first employ the ks R package to compute the kernel density for each sample within the joint embedding space. Subsequently, we normalize the resulting density matrix across samples using quantile normalization techniques. To quantify the differences in cell density between sample groups, we perform a *t*-test on samples located within each grid box. To mitigate background noise, we filtered out boxes containing at least one cell, and the z-scores were represented as a heatmap. The sample labels were randomly shuffled 200 times to assess the robustness of the test. For single-cell differential abundance analysis, we utilized the Milo function to create a miloR object, followed by employing the buildGraph function to construct a K-nearest neighbor graph in UMAP space. Subsequently, the makeNhoods function was applied to define cellular neighborhoods, while the countCells function quantified the number of cells within each neighborhood across all samples. The testNhood function was employed to evaluate neighborhood differential abundance with a spatial FDR significance threshold set at 0.05. Visualization of differential abundance neighborhoods was achieved using the plotNhoodGraphDA function.

### Trajectory Analysis

For cell developmental trajectory assessment, the data for cells belonging to the corresponding cell population were used to create a separate Seurat object using the “SubsetData” function. The most variable genes for these clusters alone were identified using the FindVariableGenes function and the following parameters: x.low.cutoff = 0.003, x.high.cutoff = 3, and y.cutoff = 1. The Seurat object was imported into a CDS (CellDataSet) object using the Monocle function *importCDS* (Trapnell et al. 2014).

### Single-Cell Regulatory Network Inference and Clustering

To carry out TF network inference, data were subsampled by randomly selecting cells from each cell type. Analysis was performed as described using the single-cell regulatory network inference and clustering (SCENIC) R package (v.1.1.0, which corresponds to RcisTarget 1.2.0 and AUCell 1.4.1). The activity of the regulatory networks was evaluated on the full dataset in the scoring step with AUCell. Regulons annotated as “extended” include target genes harboring motifs that have been linked to the respective TF by lower confidence annotations (Aibar et al. 2017).

### Immunofluorescence Staining

Hippocampal tissues from TS, mice, and macaques at different life stages were dissected and fixed with 4% paraformaldehyde for up to 24 h and cryoprotected in 30% sucrose at 4 °C for 72 h. The tissue samples were frozen in optimal cutting temperature compound (Tissue-Tek) at −80 °C and sectioned at 15 µm on a cryostat microtome (Leica CM1950). Sections were rinsed with PBS and incubated for 30 min in 0.3% Triton X-100 (Sigma-Aldrich) and then for 2 h in 5% donkey serum (Vector Laboratories). Subsequently, sections were incubated overnight at 4 °C with the primary antibodies and for 2 h at room temperature with the secondary antibodies. Detailed antibody information is provided in supplementary table S15, Supplementary Material online. Sections were mounted with DAPI (Abcam) and covered with coverslips. Images were obtained using an LSM880 Zeiss microscope and a two-photon confocal microscope (NIS-Elements AX).

### Microglia Tracing and Sholl Analysis

For each microglia, the figure was imported into Fiji (ImageJ, v.2.3.0) and converted into 8-bit images. The z-project feature in Fiji was used to flatten the z-stacks and create the maximum 2D projection image. A skeleton image was generated for each RGC in 2D with the Simple Neurite Tracer plugin, which provides a semiautomated system of tracing over each dendrite in the z-stack. 2D Sholl analysis was performed with the Sholl plugin, which overlays concentric rings 20 microns apart and quantifies the number of skeleton intersections with each ring. The output data were used to generate 2D Sholl profiles, from which the branches, junction, and radiation areas were calculated.

### Mfuzz Analysis

Through the cluster analysis of expression patterns, the gene expression trend of infant, adult, and old TS hippocampus samples was presented.

### Quantification and Statistical Analysis

All data obtained from TS at each age gradient were collected from one sample with at least three independent experiments. Error bars represent SD. Samples from each group were tested for normality and homogeneity before statistical analysis. Statistical analyses were performed using one-way ANOVA with corresponding post hoc tests for multiple group comparison using SPSS Statistics 26.0 (IBM, Chicago, IL, USA). Graphical visualization was performed using GraphPad Prism software (v.9.1.1). The sample size and *P*-values are given in the figure legends. *P*-values were designated as follows: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001.

## Supplementary Material

msaf020_Supplementary_Data

## Data Availability

The raw sequence data reported in this paper have been deposited in the Gene Expression Ominibus of National Center for Biotechnology Information under accession number GSE229035 and are accessible at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229035.

## References

[msaf020-B1] Aguirre A, Rubio ME, Gallo V. Notch and EGFR pathway interaction regulates neural stem cell number and self-renewal. Nature. 2010:467(7313):323–327. 10.1038/nature09347.20844536 PMC2941915

[msaf020-B2] Ahn K, Lee SJ, Mook-Jung I. White matter-associated microglia: new players in brain aging and neurodegenerative diseases. Ageing Res Rev. 2022:75:101574. 10.1016/j.arr.2022.101574.35093614

[msaf020-B3] Aibar S, González-Blas CB, Moerman T, Huynh-Thu VA, Imrichova H, Hulselmans G, Rambow F, Marine JC, Geurts P, Aerts J, et al SCENIC: single-cell regulatory network inference and clustering. Nat Methods. 2017:14(11):1083–1086. 10.1038/nmeth.4463.28991892 PMC5937676

[msaf020-B4] Allen NJ, Lyons DA. Glia as architects of central nervous system formation and function. Science. 2018:362(6411):181–185. 10.1126/science.aat0473.30309945 PMC6292669

[msaf020-B5] Angelidis I, Simon LM, Fernandez IE, Strunz M, Mayr CH, Greiffo FR, Tsitsiridis G, Ansari M, Graf E, Strom TM, et al An atlas of the aging lung mapped by single cell transcriptomics and deep tissue proteomics. Nat Commun. 2019:10(1):963. 10.1038/s41467-019-08831-9.30814501 PMC6393476

[msaf020-B6] Athapaththu AMGK, Molagoda IMN, Jayasooriya R, Choi YH, Jeon YJ, Park JH, Lee BJ, Kim GY. Gamma-aminobutyric acid (GABA) promotes growth in zebrafish larvae by inducing IGF-1 expression via GABA(A) and GABA(B) receptors. Int J Mol Sci. 2021:22(20):11254. 10.3390/ijms222011254.34681914 PMC8537617

[msaf020-B7] Ballesteros-Pla C, Sánchez-Alonso MG, Pizarro-Delgado J, Zuccaro A, Sevillano J, Ramos-Álvarez MP. Pleiotrophin and metabolic disorders: insights into its role in metabolism. Front Endocrinol (Lausanne). 2023:14:1225150. 10.3389/fendo.2023.1225150.37484951 PMC10360176

[msaf020-B8] Batiuk MY, Tyler T, Dragicevic K, Mei S, Rydbirk R, Petukhov V, Deviatiiarov R, Sedmak D, Frank E, Feher V, et al Upper cortical layer-driven network impairment in schizophrenia. Sci Adv. 2022:8(41):eabn8367. 10.1126/sciadv.abn8367.PMC955578836223459

[msaf020-B9] Boldog E, Bakken TE, Hodge RD, Novotny M, Aevermann BD, Baka J, Bordé S, Close JL, Diez-Fuertes F, Ding SL, et al Transcriptomic and morphophysiological evidence for a specialized human cortical GABAergic cell type. Nat Neurosci. 2018:21(9):1185–1195. 10.1038/s41593-018-0205-2.30150662 PMC6130849

[msaf020-B10] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol. 2018:36(5):411–420. 10.1038/nbt.4096.29608179 PMC6700744

[msaf020-B11] Christou N, Blondy S, David V, Verdier M, Lalloué F, Jauberteau MO, Mathonnet M, Perraud A. Neurotensin pathway in digestive cancers and clinical applications: an overview. Cell Death Dis. 2020:11(12):1027. 10.1038/s41419-020-03245-833268796 PMC7710720

[msaf020-B12] Colgan SP, Taylor CT. Hypoxia: an alarm signal during intestinal inflammation. Nat Rev Gastroenterol Hepatol. 2010:7(5):281287. doi:10.1038/nrgastro.2010.39.20368740 PMC4077542

[msaf020-B13] Cope EC, Gould E. Adult neurogenesis, glia, and the extracellular matrix. Cell Stem Cell. 2019:24(5):690–705. 10.1016/j.stem.2019.03.023.31051133 PMC7961263

[msaf020-B14] Dai JK, Wang SX, Shan D, Niu HC, Lei H. A diffusion tensor imaging atlas of white matter in tree shrew. Brain Struct Funct. 2017:222(4):1733–1751. 10.1007/s00429-016-1304-z.27624528

[msaf020-B15] Dann E, Henderson NC, Teikichmann SA, Morgan MD, Marioni JC. Differential abundance testing on single-cell data using k-nearest neighbor graphs. Nat Biotechnol. 2022:40(2):245–253. 10.1038/s41587-021-01033-z.34594043 PMC7617075

[msaf020-B16] Deczkowska A, Matcovitch-Natan O, Tsitsou-Kampeli A, Ben-Hamo S, Dvir-Szternfeld R, Spinrad A, Singer O, David E, Winter DR, Smith LK, et al Mef2C restrains microglial inflammatory response and is lost in brain ageing in an IFN-I-dependent manner. Nat Commun. 2017:8(1):717. 10.1038/s41467-017-00769-0.28959042 PMC5620041

[msaf020-B17] Dinan TG, Cryan JF. Regulation of the stress response by the gut microbiota: implications for psychoneuroendocrinology. Psychoneuroendocrinology. 2012:37(9):1369–1378. 10.1016/j.psyneuen.2012.03.007.22483040

[msaf020-B18] Dong CM, Wang XL, Wang GM, Zhang WJ, Zhu L, Gao S, Yang DJ, Qin Y, Liang QJ, Chen YL, et al A stress-induced cellular aging model with postnatal neural stem cells. Cell Death Dis. 2017:8(9):e3041. 10.1038/cddis.2017.445.28880269 PMC5636989

[msaf020-B19] Fan Y, Huang ZY, Cao CC, Chen CS, Chen YX, Fan DD, He J, Hou HL, Hu L, Hu XT, et al Genome of the Chinese tree shrew. Nat Commun. 2013:4(1):1426. 10.1038/ncomms2416.23385571

[msaf020-B20] Fan Y, Ye MS, Zhang JY, Xu L, Yu DD, Gu TL, Yao YL, Chen JQ, Lv LB, Zheng P, et al Chromosomal level assembly and population sequencing of the Chinese tree shrew genome. Zool Res. 2019:40(6):506–521. 10.24272/j.issn.2095-8137.2019.063.31418539 PMC6822927

[msaf020-B21] Faye C, McGowan JC, Denny CA, David DJ. Neurobiological mechanisms of stress resilience and implications for the aged population. Curr Neuropharmacol. 2018:16(3):234–270. 10.2174/1570159X15666170818095105.28820053 PMC5843978

[msaf020-B22] Fernandes VM, Chen Z, Rossi AM, Zipfel J, Desplan C. Glia relay differentiation cues to coordinate neuronal development in *Drosophila*. Science. 2017:357(6354):886–891. 10.1126/science.aan3174.28860380 PMC5835562

[msaf020-B23] Franjic D, Skarica M, Ma S, Arellano JI, Tebbenkamp ATN, Choi J, Xu C, Li Q, Morozov YM, Andrijevic D, et al Transcriptomic taxonomy and neurogenic trajectories of adult human, macaque, and pig hippocampal and entorhinal cells. Neuron. 2022:110(3):452–469.e14. 10.1016/j.neuron.2021.10.036.34798047 PMC8813897

[msaf020-B24] García-Jiménez MJ, Torres-Rico M, de Paz JL, Nieto PM. The interaction between chondroitin sulfate and dermatan sulfate tetrasaccharides and pleiotrophin. Int J Mol Sci. 2022:23(6):3026. 10.3390/ijms23063026.35328448 PMC8955691

[msaf020-B25] Gómez-Gaviro MV, Scott CE, Sesay AK, Matheu A, Booth S, Galichet C, Lovell-Badge R. Betacellulin promotes cell proliferation in the neural stem cell niche and stimulates neurogenesis. Proc Natl Acad Sci U S A. 2012:109(4):1317–1322. 10.1073/pnas.1016199109.22232668 PMC3268286

[msaf020-B26] Guan Y-H, Zhang L-J, Wang S-Y, Deng Y-D, Zhou H-S, Chen D-Q, Zhang L-C. The role of microglia in Alzheimer’s disease and progress of treatment. Ibrain. 2022:8(1):37–47. 10.1002/ibra.12023.37786418 PMC10529349

[msaf020-B27] Guo H, Miao L, Zhou F. Type-I-interferon-responsive microglia: participates in cerebral development and disease. MedComm (2020). 2024:5(7):e629. 10.1002/mco2.629.38974712 PMC11225717

[msaf020-B28] Hansen CE, Vacondio D, van der Molen L, Jüttner AA, Fung WK, Karsten M, van Het Hof B, Fontijn RD, Kooij G, Witte ME, et al Endothelial-Ercc1 DNA repair deficiency provokes blood-brain barrier dysfunction. Cell Death Dis. 2025:16(1):1. 10.1038/s41419-024-07306-0.39753531 PMC11698980

[msaf020-B29] Hao ZZ, Wei JR, Xiao D, Liu R, Xu N, Tang L, Huang M, Shen Y, Xing C, Huang W, et al Single-cell transcriptomics of adult macaque hippocampus reveals neural precursor cell populations. Nat Neurosci. 2022:25(6):805–817. 10.1038/s41593-022-01073-x.35637371

[msaf020-B30] Heller AS, Shi TC, Ezie CEC, Reneau TR, Baez LM, Gibbons CJ, Hartley CA. Association between real-world experiential diversity and positive affect relates to hippocampal-striatal functional connectivity. Nat Neurosci. 2020:23(7):800–804. 10.1038/s41593-020-0636-4.32424287 PMC9169417

[msaf020-B31] Hochgerner H, Zeisel A, Lönnerberg P, Linnarsson S. Conserved properties of dentate gyrus neurogenesis across postnatal development revealed by single-cell RNA sequencing. Nat Neurosci. 2018:21(2):290–299. 10.1038/s41593-017-0056-2.29335606

[msaf020-B32] Horowitz AM, Fan X, Bieri G, Smith LK, Sanchez-Diaz CI, Schroer AB, Gontier G, Casaletto KB, Kramer JH, Williams KE, et al Blood factors transfer beneficial effects of exercise on neurogenesis and cognition to the aged brain. Science. 2020:369(6500):167–173. 10.1126/science.aaw2622.32646997 PMC7879650

[msaf020-B33] Huang Q, Nie B, Ma C, Wang J, Zhang T, Duan S, Wu S, Liang S, Li P, Liu H, et al Stereotaxic (18)F-FDG PET and MRI templates with three-dimensional digital atlas for statistical parametric mapping analysis of tree shrew brain. J Neurosci Methods. 2018:293:105–116. 10.1016/j.jneumeth.2017.09.006.28917660

[msaf020-B34] Hunt RF, Girskis KM, Rubenstein JL, Alvarez-Buylla A, Baraban SC. GABA progenitors grafted into the adult epileptic brain control seizures and abnormal behavior. Nat Neurosci. 2013:16(6):692–697. 10.1038/nn.3392.23644485 PMC3665733

[msaf020-B35] Hunter CA, Jones SA. IL-6 as a keystone cytokine in health and disease. Nat Immunol. 2015:16(5):448–457. 10.1038/ni.3153.25898198

[msaf020-B36] Ivanovska M, Abdi Z, Murdjeva M, Macedo D, Maes A, Maes M. CCL-11 or eotaxin-1: an immune marker for ageing and accelerated ageing in neuro-psychiatric disorders. Pharmaceuticals (Basel). 2020:13(9):230. 10.3390/ph13090230.32887304 PMC7558796

[msaf020-B37] Jackson M, Song W, Liu MY, Jin L, Dykes-Hoberg M, Lin CI, Bowers WJ, Federoff HJ, Sternweis PC, Rothstein JD. Modulation of the neuronal glutamate transporter EAAT4 by two interacting proteins. Nature. 2001:410(6824):89–93. 10.1038/35065091.11242047

[msaf020-B38] Jäkel S, Agirre E, Mendanha Falcão A, van Bruggen D, Lee KW, Knuesel I, Malhotra D, Ffrench-Constant C, Williams A, Castelo-Branco G. Altered human oligodendrocyte heterogeneity in multiple sclerosis. Nature. 2019:566(7745):543–547. 10.1038/s41586-019-0903-2.30747918 PMC6544546

[msaf020-B39] Laffranchi M, Schioppa T, Sozio F, Piserà A, Tiberio L, Salvi V, Bosisio D, Musso T, Sozzani S, Del Prete A. Chemerin in immunity. J Leukoc Biol. 2024:qiae181. 10.1093/jleuko/qiae181.39228313

[msaf020-B40] Li L, Medina-Menéndez C, García-Corzo L, Córdoba-Beldad CM, Quiroga AC, Calleja Barca E, Zinchuk V, Muñoz-López S, Rodríguez-Martín P, Ciorraga M, et al Soxd genes are required for adult neural stem cell activation. Cell Rep. 2022:38(5):110313. 10.1016/j.celrep.2022.110313.35108528 PMC11783645

[msaf020-B41] Liebner S, Dijkhuizen RM, Reiss Y, Plate KH, Agalliu D, Constantin G. Functional morphology of the blood-brain barrier in health and disease. Acta Neuropathol. 2018:135(3):311–336. 10.1007/s00401-018-1815-1.29411111 PMC6781630

[msaf020-B42] Lincoln S, Allen M, Cox CL, Walker LP, Malphrus K, Qiu Y, Nguyen T, Rowley C, Kouri N, Crook J, et al LRRTM3 interacts with APP and BACE1 and has variants associating with late-onset Alzheimer’s disease (LOAD). PLoS One. 2013:8(6):e64164. 10.1371/journal.pone.0064164.23750206 PMC3672107

[msaf020-B43] Lu C, Sun X, Li N, Wang W, Kuang D, Tong P, Han Y, Dai J. CircRNAs in the tree shrew (*Tupaia belangeri*) brain during postnatal development and aging. Aging (Albany NY). 2018:10(4):833–852. 10.18632/aging.101437.29723158 PMC5940110

[msaf020-B44] Lu T, Pan Y, Kao SY, Li C, Kohane I, Chan J, Yankner BA. Gene regulation and DNA damage in the ageing human brain. Nature. 2004:429(6994):883–891. 10.1038/nature02661.15190254

[msaf020-B45] Mackenzie F, Ruhrberg C. Diverse roles for VEGF-A in the nervous system. Development. 2012:139(8):1371–1380. 10.1242/dev.072348.22434866

[msaf020-B46] Malanchi I, Santamaria-Martínez A, Susanto E, Peng H, Lehr HA, Delaloye JF, Huelsken J. Interactions between cancer stem cells and their niche govern metastatic colonization. Nature. 2011:481(7379):85–89. 10.1038/nature10694.22158103

[msaf020-B47] Mantovani A, Sica A, Sozzani S, Allavena P, Vecchi A, Locati M. The chemokine system in diverse forms of macrophage activation and polarization. Trends Immunol. 2004:25(12):677–686. 10.1016/j.it.2004.09.015.15530839

[msaf020-B48] Mason I . Initiation to end point: the multiple roles of fibroblast growth factors in neural development. Nat Rev Neurosci. 2007:8(8):583–596. 10.1038/nrn2189.17637802

[msaf020-B49] Meng Z, Li FL, Fang C, Yeoman B, Qiu Y, Wang Y, Cai X, Lin KC, Yang D, Luo M, et al The Hippo pathway mediates semaphorin signaling. Sci Adv. 2022:8(21):eabl9806. 10.1126/sciadv.abl9806.PMC913245035613278

[msaf020-B50] Menting JG, Whittaker J, Margetts MB, Whittaker LJ, Kong GK, Smith BJ, Watson CJ, Záková L, Kletvíková E, Jiráček J, et al How insulin engages its primary binding site on the insulin receptor. Nature. 2013:493(7431):241–245. 10.1038/nature11781.23302862 PMC3793637

[msaf020-B51] Miyashita A, Arai H, Asada T, Imagawa M, Matsubara E, Shoji M, Higuchi S, Urakami K, Kakita A, Takahashi H, et al Genetic association of CTNNA3 with late-onset Alzheimer’s disease in females. Hum Mol Genet. 2007:16(23):2854–2869. 10.1093/hmg/ddm244.17761686

[msaf020-B52] Navarro Negredo P, Yeo RW, Brunet A. Aging and rejuvenation of neural stem cells and their niches. Cell Stem Cell. 2020:27(2):202–223. 10.1016/j.stem.2020.07.002.32726579 PMC7415725

[msaf020-B53] Niu RZ, Xu HY, Tian H, Zhang D, He CY, Li XL, Li YY, He J. Single-cell transcriptome unveils unique transcriptomic signatures of human organ-specific endothelial cells. Basic Res Cardiol. 2024:119(6):973–999. 10.1007/s00395-024-01087-5.39508863

[msaf020-B54] Olah M, Patrick E, Villani AC, Xu J, White CC, Ryan KJ, Piehowski P, Kapasi A, Nejad P, Cimpean M, et al A transcriptomic atlas of aged human microglia. Nat Commun. 2018:9(1):539. 10.1038/s41467-018-02926-5.29416036 PMC5803269

[msaf020-B55] Pagani JH, Zhao M, Cui Z, Avram SK, Caruana DA, Dudek SM, Young WS. Role of the vasopressin 1b receptor in rodent aggressive behavior and synaptic plasticity in hippocampal area CA2. Mol Psychiatry. 2015:20(4):490–499. 10.1038/mp.2014.47.24863146 PMC4562468

[msaf020-B56] Patel YC . Somatostatin and its receptor family. Front Neuroendocrinol. 1999:20(3):157–198. 10.1006/frne.1999.0183.10433861

[msaf020-B57] Rummel C . Inflammatory transcription factors as activation markers and functional readouts in immune-to-brain communication. Brain Behav Immun. 2016:54:1–14. 10.1016/j.bbi.2015.09.003.26348582

[msaf020-B58] Safaiyan S, Kannaiyan N, Snaidero N, Brioschi S, Biber K, Yona S, Edinger AL, Jung S, Rossner MJ, Simons M. Age-related myelin degradation burdens the clearance function of microglia during aging. Nat Neurosci. 2016:19(8):995–998. 10.1038/nn.4325.27294511 PMC7116794

[msaf020-B59] Schirmer L, Velmeshev D, Holmqvist S, Kaufmann M, Werneburg S, Jung D, Vistnes S, Stockley JH, Young A, Steindel M, et al Neuronal vulnerability and multilineage diversity in multiple sclerosis. Nature. 2019:573(7772):75–82. 10.1038/s41586-019-1404-z.31316211 PMC6731122

[msaf020-B60] Schmidt MF, Gan ZY, Komander D, Dewson G. Ubiquitin signalling in neurodegeneration: mechanisms and therapeutic opportunities. Cell Death Differ. 2021:28(2):570–590. 10.1038/s41418-020-00706-7.33414510 PMC7862249

[msaf020-B61] Schwartz GW, Zhou Y, Petrovic J, Fasolino M, Xu L, Shaffer SM, Pear WS, Vahedi G, Faryabi RB. TooManyCells identifies and visualizes relationships of single-cell clades. Nat Methods. 2020:17(4):405–413. 10.1038/s41592-020-0748-5.32123397 PMC7439807

[msaf020-B62] Sherchan P, Travis ZD, Tang J, Zhang JH. The potential of Slit2 as a therapeutic target for central nervous system disorders. Expert Opin Ther Targets. 2020:24(8):805–818. 10.1080/14728222.2020.1766445.32378435 PMC7529836

[msaf020-B63] Sideras P, Apostolou E, Stavropoulos A, Sountoulidis A, Gavriil A, Apostolidou A, Andreakos E. Activin, neutrophils, and inflammation: just coincidence? Semin Immunopathol. 2013:35(4):481–499. 10.1007/s00281-013-0365-9.23385857 PMC7101603

[msaf020-B64] Skene NG, Grant SG. Identification of vulnerable cell types in major brain disorders using single cell transcriptomes and expression weighted cell type enrichment. Front Neurosci. 2016:10:16. 10.3389/fnins.2016.00016.26858593 PMC4730103

[msaf020-B65] Sorrells SF, Paredes MF, Cebrian-Silla A, Sandoval K, Qi D, Kelley KW, James D, Mayer S, Chang J, Auguste KI, et al Human hippocampal neurogenesis drops sharply in children to undetectable levels in adults. Nature. 2018:555(7696):377–381. 10.1038/nature25975.29513649 PMC6179355

[msaf020-B66] Steinhoff M, Buddenkotte J, Shpacovitch V, Rattenholl A, Moormann C, Vergnolle N, Luger TA, Hollenberg MD. Proteinase-activated receptors: transducers of proteinase-mediated signaling in inflammation and immune response. Endocr Rev. 2005:26(1):1–43. 10.1210/er.2003-0025.15689571

[msaf020-B67] Steppan CM, Bailey ST, Bhat S, Brown EJ, Banerjee RR, Wright CM, Patel HR, Ahima RS, Lazar MA. The hormone resistin links obesity to diabetes. Nature. 2001:409(6818):307–312. 10.1038/35053000.11201732

[msaf020-B68] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, 3rd, Hao Y, Stoeckius M, Smibert P, Satija R. Comprehensive integration of single-cell data. Cell. 2019:177(7):1888–1902.e21. 10.1016/j.cell.2019.05.031.31178118 PMC6687398

[msaf020-B69] Sultan S, Li L, Moss J, Petrelli F, Cassé F, Gebara E, Lopatar J, Pfrieger FW, Bezzi P, Bischofberger J, et al Synaptic integration of adult-born hippocampal neurons is locally controlled by astrocytes. Neuron. 2015:88(5):957–972. 10.1016/j.neuron.2015.10.037.26606999

[msaf020-B70] Szwed A, Kim E, Jacinto E. Regulation and metabolic functions of mTORC1 and mTORC2. Physiol Rev. 2021:101(3):1371–1426. 10.1152/physrev.00026.2020.33599151 PMC8424549

[msaf020-B71] Tan HL, Chiu SL, Zhu Q, Huganir RL. GRIP1 regulates synaptic plasticity and learning and memory. Proc Natl Acad Sci U S A. 2020:117(40):25085–25091. 10.1073/pnas.2014827117.32948689 PMC7547244

[msaf020-B72] Tobin MK, Musaraca K, Disouky A, Shetti A, Bheri A, Honer WG, Kim N, Dawe RJ, Bennett DA, Arfanakis K, et al Human hippocampal neurogenesis persists in aged adults and Alzheimer’s disease patients. Cell Stem Cell. 2019:24(6):974–982.e973. 10.1016/j.stem.2019.05.003.31130513 PMC6608595

[msaf020-B73] Trapnell C, Cacchiarelli D, Grimsby J, Pokharel P, Li S, Morse M, Lennon NJ, Livak KJ, Mikkelsen TS, Rinn JL. The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat Biotechnol. 2014:32(4):381–386. 10.1038/nbt.2859.24658644 PMC4122333

[msaf020-B74] Um JW, Pramanik G, Ko JS, Song MY, Lee D, Kim H, Park KS, Südhof TC, Tabuchi K, Ko J. Calsyntenins function as synaptogenic adhesion molecules in concert with neurexins. Cell Rep. 2014:6(6):1096–1109. 10.1016/j.celrep.2014.02.010.24613359 PMC4101519

[msaf020-B75] Vandenbark AA, Meza-Romero R, Benedek G, Offner H. A novel neurotherapeutic for multiple sclerosis, ischemic injury, methamphetamine addiction, and traumatic brain injury. J Neuroinflammation. 2019:16(1):14. 10.1186/s12974-018-1393-0.30683115 PMC6346590

[msaf020-B76] van der Klaauw AA, Croizier S, Mendes de Oliveira E, Stadler LKJ, Park S, Kong Y, Banton MC, Tandon P, Hendricks AE, Keogh JM, et al Human semaphorin 3 variants link melanocortin circuit development and energy balance. Cell. 2019:176(4):729–742.e718. 10.1016/j.cell.2018.12.009.30661757 PMC6370916

[msaf020-B77] Wang F, Ding P, Liang X, Ding X, Brandt CB, Sjöstedt E, Zhu J, Bolund S, Zhang L, de Rooij L, et al Endothelial cell heterogeneity and microglia regulons revealed by a pig cell landscape at single-cell level. Nat Commun. 2022a:13(1):3620. 10.1038/s41467-022-31388-z.35750885 PMC9232580

[msaf020-B78] Wang W, Wang M, Yang M, Zeng B, Qiu W, Ma Q, Jing X, Zhang Q, Wang B, Yin C, et al Transcriptome dynamics of hippocampal neurogenesis in macaques across the lifespan and aged humans. Cell Res. 2022b:32(8):729–743. 10.1038/s41422-022-00678-y.35750757 PMC9343414

[msaf020-B79] Wang Y, Chung DH, Monteleone LR, Li J, Chiang Y, Toney MD, Beal PA. RNA binding candidates for human ADAR3 from substrates of a gain of function mutant expressed in neuronal cells. Nucleic Acids Res. 2019a:47(20):10801–10814. 10.1093/nar/gkz815.31552420 PMC6846710

[msaf020-B80] Wang Y, Sun Y, Li H, Xu J. Galectin-8 alters immune microenvironment and promotes tumor progression. Am J Cancer Res. 2023:13:2517–2529.37424827 PMC10326578

[msaf020-B81] Wang YY, Niu RZ, Wang JD, Jin Y, Wang TH, Liu F. Establishment of brain ischemia model in tree shrew. Brain Res. 2019b:1718:194–200. 10.1016/j.brainres.2019.05.011.31077648

[msaf020-B82] Weigelt CM, Sehgal R, Tain LS, Cheng J, Eßer J, Pahl A, Dieterich C, Grönke S, Partridge L. An insulin-sensitive circular RNA that regulates lifespan in *Drosophila*. Mol Cell. 2020:79(2):268–279.e265. 10.1016/j.molcel.2020.06.011.32592682 PMC7318944

[msaf020-B83] Xia T, Yu J, Du M, Chen X, Wang C, Li R. Vascular endothelial cell injury: causes, molecular mechanisms, and treatments. MedComm (2020). 2025:6(2):e70057. 10.1002/mco2.70057.39931738 PMC11809559

[msaf020-B84] Xiao Q-X, Chen J-J, Fang C-L, Su Z-Y, Wang T-H. Neurotrophins-3 plays a vital role in anti-apoptosis associated with NGF and BDNF regulation in neonatal rats with hypoxic-ischemic brain injury. Ibrain. 2020:6(2):12–17. 10.1002/j.2769-2795.2020.tb00047.x.

[msaf020-B85] Yan S-S, Campos de Souza S, Xie Z-D, Bao Y-X. Research progress in clinical trials of stem cell therapy for stroke and neurodegenerative diseases. Ibrain. 2023:9(2):214–230. 10.1002/ibra.12095.37786546 PMC10529019

[msaf020-B86] Yang AC, Vest RT, Kern F, Lee DP, Agam M, Maat CA, Losada PM, Chen MB, Schaum N, Khoury N, et al A human brain vascular atlas reveals diverse mediators of Alzheimer’s risk. Nature. 2022:603(7903):885–892. 10.1038/s41586-021-04369-3.35165441 PMC9635042

[msaf020-B87] Yu G, Wang LG, Han Y, He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. Omics. 2012:16(5):284–287. 10.1089/omi.2011.0118.22455463 PMC3339379

[msaf020-B88] Yu Y, Yu S, Battaglia G, Tian X. Amyloid-ß in Alzheimer’s disease: structure, toxicity, distribution, treatment, and prospects. Ibrain. 2024:10:266–289. 10.1002/ibra.12155.39346788 PMC11427815

[msaf020-B89] Zhang B, Gaiteri C, Bodea LG, Wang Z, McElwee J, Podtelezhnikov AA, Zhang C, Xie T, Tran L, Dobrin R, et al Integrated systems approach identifies genetic nodes and networks in late-onset Alzheimer’s disease. Cell. 2013:153(3):707–720. 10.1016/j.cell.2013.03.030.23622250 PMC3677161

[msaf020-B90] Zhang H, Li J, Ren J, Sun S, Ma S, Zhang W, Yu Y, Cai Y, Yan K, Li W, et al Single-nucleus transcriptomic landscape of primate hippocampal aging. Protein Cell. 2021:12(9):695–716. 10.1007/s13238-021-00852-9.34052996 PMC8403220

[msaf020-B91] Zhao W, Morinaga J, Ukawa S, Endo M, Yamada H, Kawamura T, Wakai K, Tsushita K, Ando M, Suzuki K, et al Plasma angiopoietin-like protein 2 levels and mortality risk among younger-old Japanese people: a population-based case-cohort study. J Gerontol A Biol Sci Med Sci. 2022:77(6):1150–1158. 10.1093/gerona/glac017.35037044

[msaf020-B92] Zhong S, Ding W, Sun L, Lu Y, Dong H, Fan X, Liu Z, Chen R, Zhang S, Ma Q, et al Decoding the development of the human hippocampus. Nature. 2020:577(7791):531–536. 10.1038/s41586-019-1917-5.31942070

[msaf020-B93] Zhong S, Zhang S, Fan X, Wu Q, Yan L, Dong J, Zhang H, Li L, Sun L, Pan N, et al A single-cell RNA-seq survey of the developmental landscape of the human prefrontal cortex. Nature. 2018:555(7697):524–528. 10.1038/nature25980.29539641

[msaf020-B94] Zhou Y, Bond AM, Shade JE, Zhu Y, Davis CO, Wang X, Su Y, Yoon KJ, Phan AT, Chen WJ, et al Autocrine Mfge8 signaling prevents developmental exhaustion of the adult neural stem cell pool. Cell Stem Cell. 2018:23(3):444–452.e4. 10.1016/j.stem.2018.08.005.30174295 PMC6128767

[msaf020-B95] Zhu J, Chen F, Luo L, Wu W, Dai J, Zhong J, Lin X, Chai C, Ding P, Liang L, et al Single-cell atlas of domestic pig cerebral cortex and hypothalamus. Sci Bull (Beijing). 2021:66(14):1448–1461. 10.1016/j.scib.2021.04.002.36654371

[msaf020-B96] Ziegler AN, Levison SW, Wood TL. Insulin and IGF receptor signalling in neural-stem-cell homeostasis. Nat Rev Endocrinol. 2015:11(3):161–170. 10.1038/nrendo.2014.208.25445849 PMC5513669

# Supplementary material for: Cross-Species Insights from Single-Nucleus Sequencing Highlight Aging-Related Hippocampal Features in Tree Shrew
**Source:** Mol Biol Evol. 2025 Feb 28;42(2):msaf020. doi: 10.1093/molbev/msaf020
**Supplement:** msaf020_Supplementary_Data

**Supplementary Materials for**

**Cross-species insights from single-nucleus sequencing highlight aging-related hippocampal features in tree shrew**

*Xiong et al.*

**This PDF file includes:**

Fig. S1 to S16

Captions of Tables S1 to S15

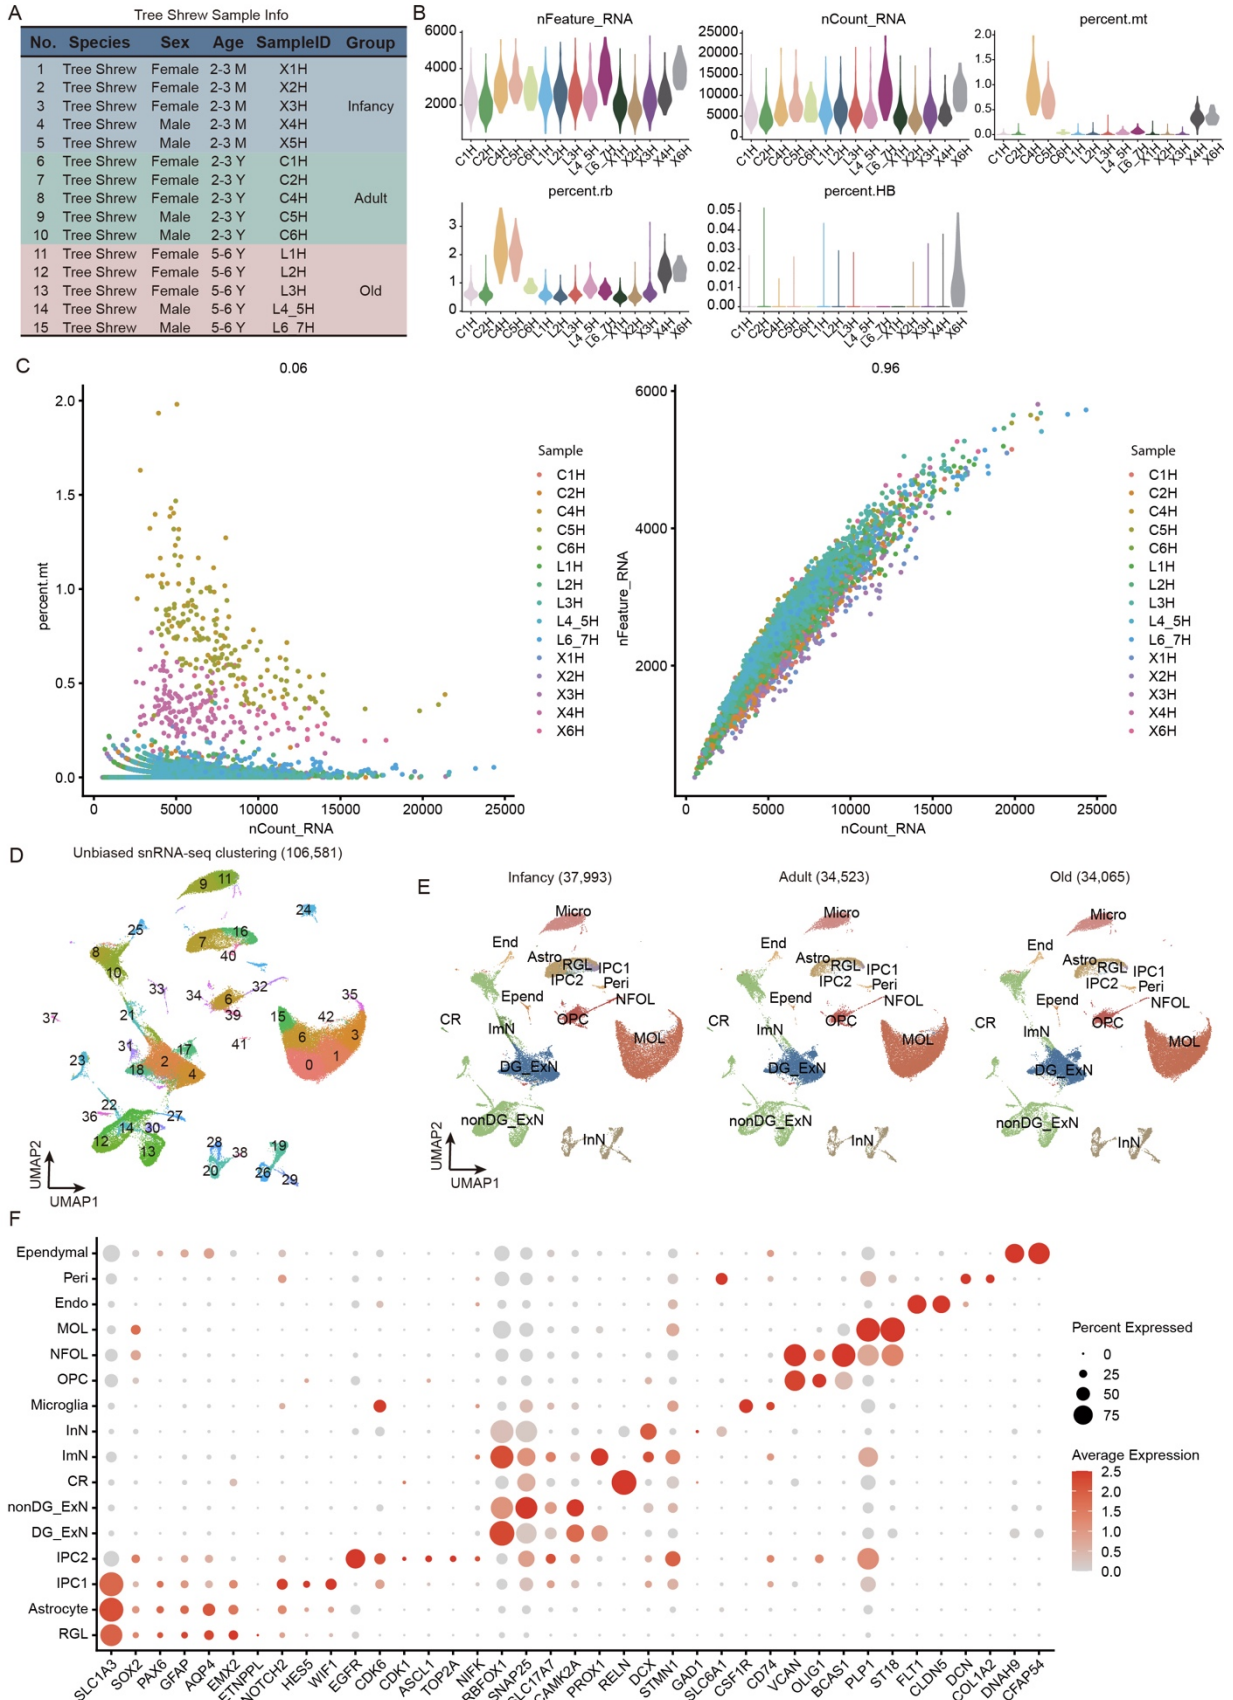

**Supplementary Fig. 1 Transcriptomic cell type taxonomy of TS hippocampus.** (A) Detailed information of individual TS included in this study. (B) Violin plots show 15 snRNA-seq data quality of nFeature\_RNA, nCount\_RNA, percent.mt, percent.rb, and percent.HB. (C) Left: Scatter plot showing the relationship between the total UMI counts (nCount\_RNA) and the proportion of mitochondrial genes (percent.mt) for each cell across different samples. Each dot represents a single cell, colored by sample. A low proportion of mitochondrial genes (< 5–10%) indicates good quality cells, while higher values may suggest stressed or dying cells. Right: Scatter plot showing the correlation between the total UMI counts (nCount\_RNA) and the number of detected genes (nFeature\_RNA) for each cell across different samples. Each dot represents a single cell, colored by sample. The high correlation ( $R = 0.96$ ) suggests consistent detection of features across cells, which indicates data quality. (D) UMAP plot showing distribution of cell cluster in the TS hippocampus. (E) UMAP plot showing distribution of cell types in the TS hippocampus. Labels in UMAP: RGL, radial glia-like cells; IPC, intermediate progenitor cells; Astro, Astrocytes; CR, Cajal–Retzius cells; DG, dentate gyrus; ExN, excitatory neurons; InN, inhibitory neurons; Astro, astrocytes; Micro, microglia; MOL, mature oligodendrocytes; OPC, oligodendrocyte progenitor cells; Endo, endothelial cells; Peri, pericytes. (F) Bubble dot plots of the top cluster specific marker genes. The size of the dot indicates expression percentage and the darkness of the color indicates average expression.

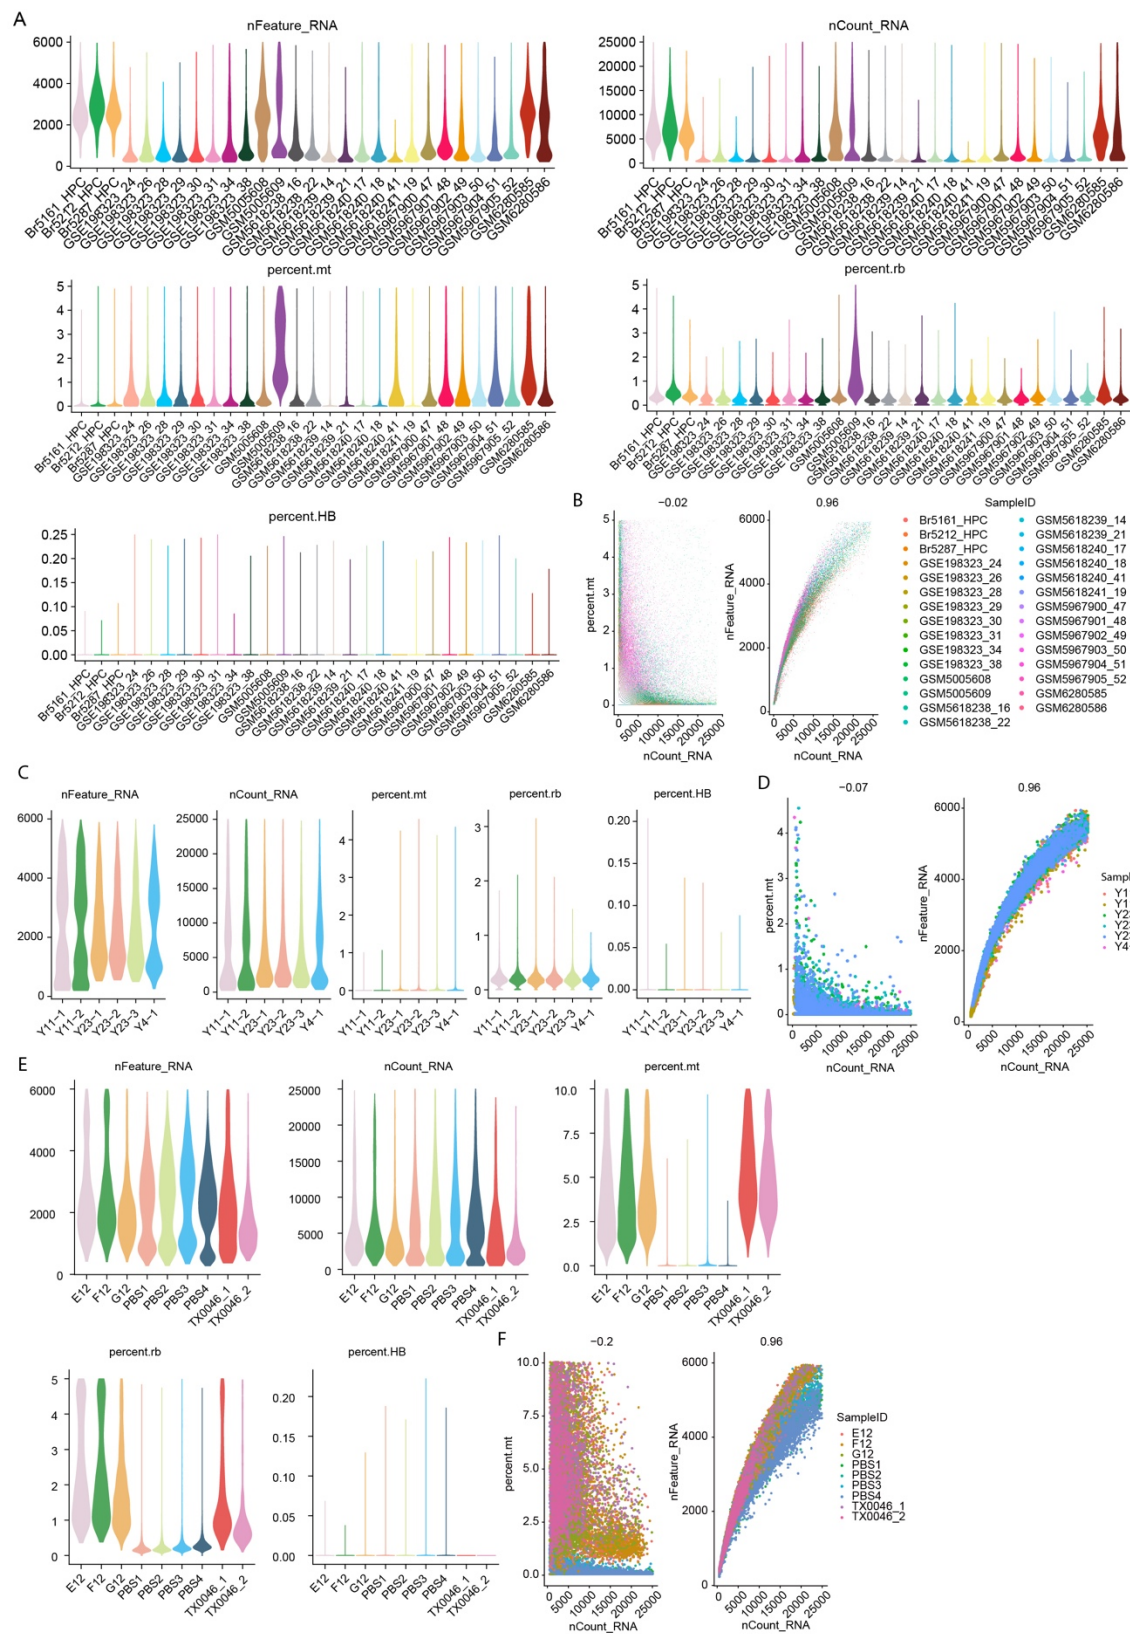

**Supplementary Fig. 2 Quality control (QC) metrics of snRNA-seq data across different samples from human, macaque and mouse. (A) Violin plots showing QC metrics across human**

snRNA-seq samples. Each violin represents one sample, showing the distribution of nFeature\_RNA, nCount\_RNA, percent.mt, percent.rb and percent.HB to assess data quality. nFeature\_RNA: Number of detected genes per cell. nCount\_RNA: Total number of UMIs per cell. percent.mt: Percentage of mitochondrial gene counts per cell. percent.rb: Percentage of ribosomal gene counts per cell. percent.HB: Percentage of hemoglobin gene counts per cell. (B) Scatter plots of mitochondrial gene percentage (percent.mt) versus total UMI counts (nCount\_RNA) (left), and the correlation between total UMI counts (nCount\_RNA) and the number of detected genes (nFeature\_RNA) (right). The R values (-0.02 and 0.96) indicate weak correlation between mitochondrial gene percentage and UMI counts, and strong correlation between UMI counts and gene detection, respectively. (C) Violin plots of QC metrics (nFeature\_RNA, nCount\_RNA, percent.mt, percent.rb, and percent.HB) grouped by macaque sample. (D) Scatter plots for sample groups Y1–Y4 showing percent.mt versus nCount\_RNA (left) and nFeature\_RNA versus nCount\_RNA (right), with corresponding R values of -0.07 and 0.96. (E) Violin plots of QC metrics for mouse snRNA-seq sample. The plots display distributions of nFeature\_RNA, nCount\_RNA, percent.mt, percent.rb, and percent.HB for each group. (F) Scatter plots for mouse sample showing percent.mt versus nCount\_RNA (left) and nFeature\_RNA versus nCount\_RNA (right), with corresponding R values of -0.2 and 0.96.

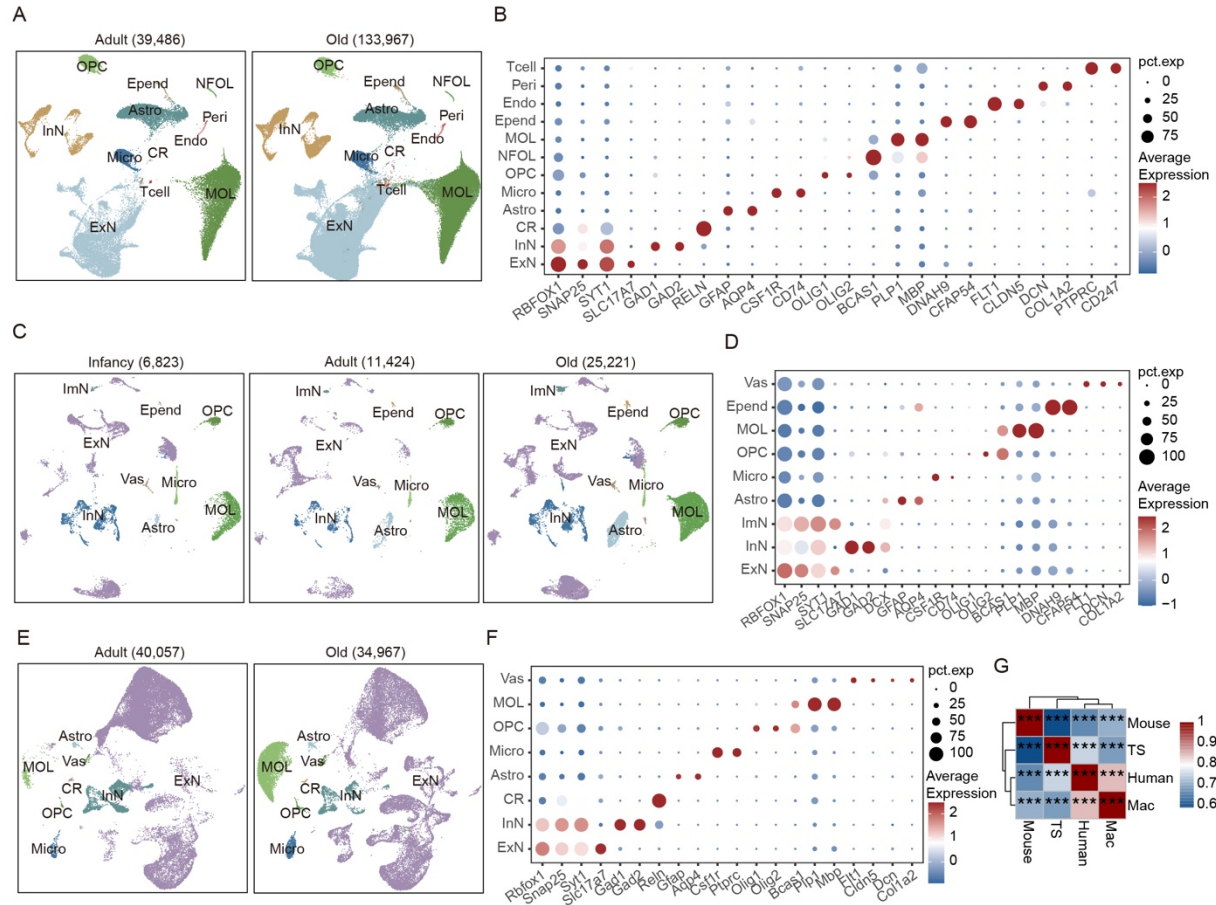

**Supplementary Fig. 3 Cross-species comparison of cell types across human, monkey, and mouse hippocampal snRNA-seq data.** (A) UMAP visualization of hippocampal cell clusters in adult (left,  $n = 39,486$ ) and old (right,  $n = 133,967$ ) human samples. Major cell types are labeled, including excitatory neurons (ExN), inhibitory neurons (InN), oligodendrocyte precursor cells (OPC), astrocytes (Astro), microglia (Micro), oligodendrocytes (MOL), vascular cells (Vas), endothelial cells (Endo), and other clusters. (B) Dot plot showing marker gene expression across identified cell types in human hippocampus. The size of each dot represents the percentage of cells expressing the gene (pct.exp), and the color indicates the average expression level. (C) UMAP visualization of hippocampal cell clusters in infancy (left,  $n = 6,823$ ), adult (middle,  $n = 11,424$ ), and old (right,  $n = 25,221$ ) macaque samples. (D) Dot plot showing marker gene expression across monkey hippocampal cell types, with dot size indicating the percentage of cells expressing the gene and color representing the average expression level. (E) UMAP visualization of hippocampal cell clusters in adult (left,  $n = 40,057$ ) and old (right,  $n = 34,967$ ) samples. (F) Dot plot showing marker gene expression across mouse hippocampal cell types, with dot size representing the proportion of expressing cells and color indicating average expression levels. (G) Heatmap showing pairwise correlations of cell-type-specific gene expression profiles across species (mouse, TS, human, and macaque). Higher correlations (red) indicate conserved expression patterns, while lower correlations (blue) highlight species-specific differences. Statistical significance is indicated with asterisks (spearman;  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ , significance test for Spearman's rank correlation coefficient using t-distribution approximation).

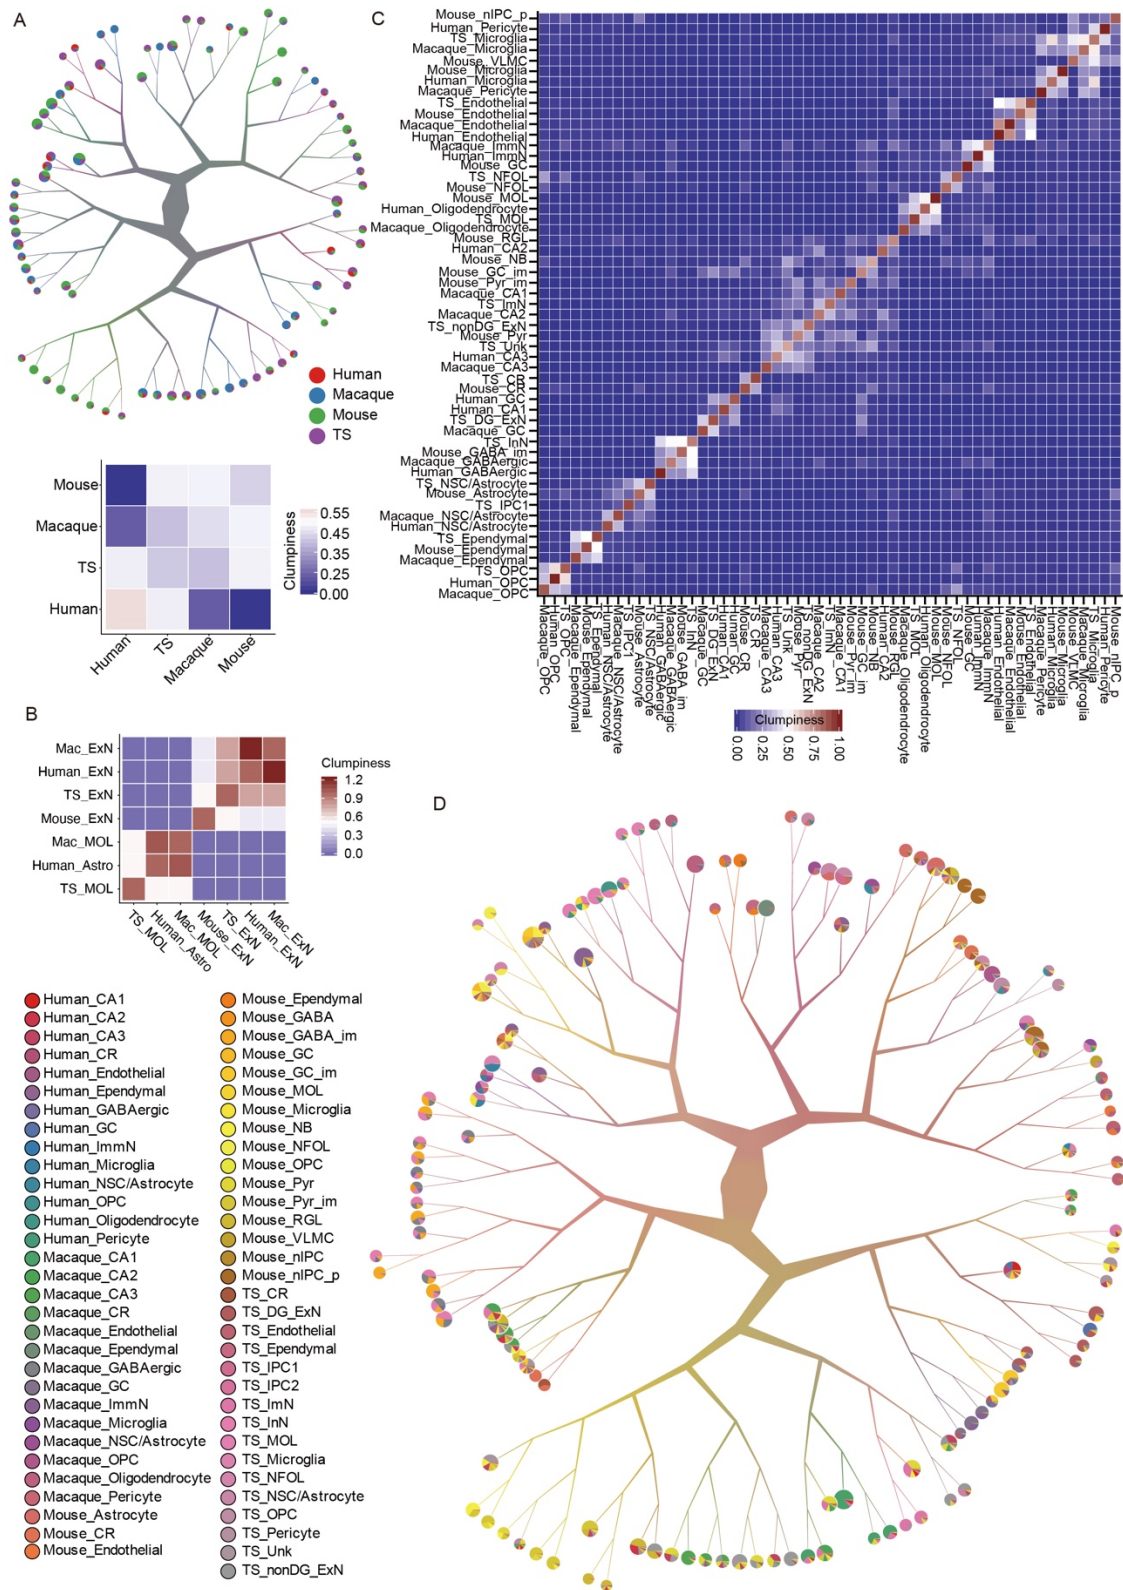

**Supplementary Fig. 4 Cross-species single-cell transcriptomic comparison of hippocampal cell types using TooManyCells analysis.** (A) Phylogenetic tree of cell types across four species (Human, Macaque, Mouse, and TS). Each node represents a distinct cell type, colored by species:

red for human, green for macaque, blue for mouse, and purple for TS. The overall clustering reflects evolutionary and functional relationships between the identified hippocampal cell types. The heatmap (bottom) shows the degree of clumpiness for each species, where higher values indicate greater cell clustering or co-localization within specific branches. (B) Heatmap highlighting the clumpiness scores for specific cell types under more stringent filtering criteria. Rows and columns correspond to selected major cell types across species, including ExN, MOL, Astro. Higher clumpiness values (red) indicate stronger species-specific clustering. (C) Heatmap showing pairwise clumpiness scores between all cell types across species. Cell types along the x-axis and y-axis are grouped by species (Human, Macaque, Mouse, and TS). Higher clumpiness scores (red) indicate strong co-localization or conserved clustering patterns, whereas lower scores (blue) suggest weaker relationships. (D) Detailed phylogenetic tree of hippocampal cell types, showing finer branching and clustering relationships across species. Nodes are colored by species as in panel A, with specific cell types labeled in the legend. The tree structure highlights conserved and divergent relationships between species, reflecting evolutionary and functional distinctions in hippocampal cell type composition.

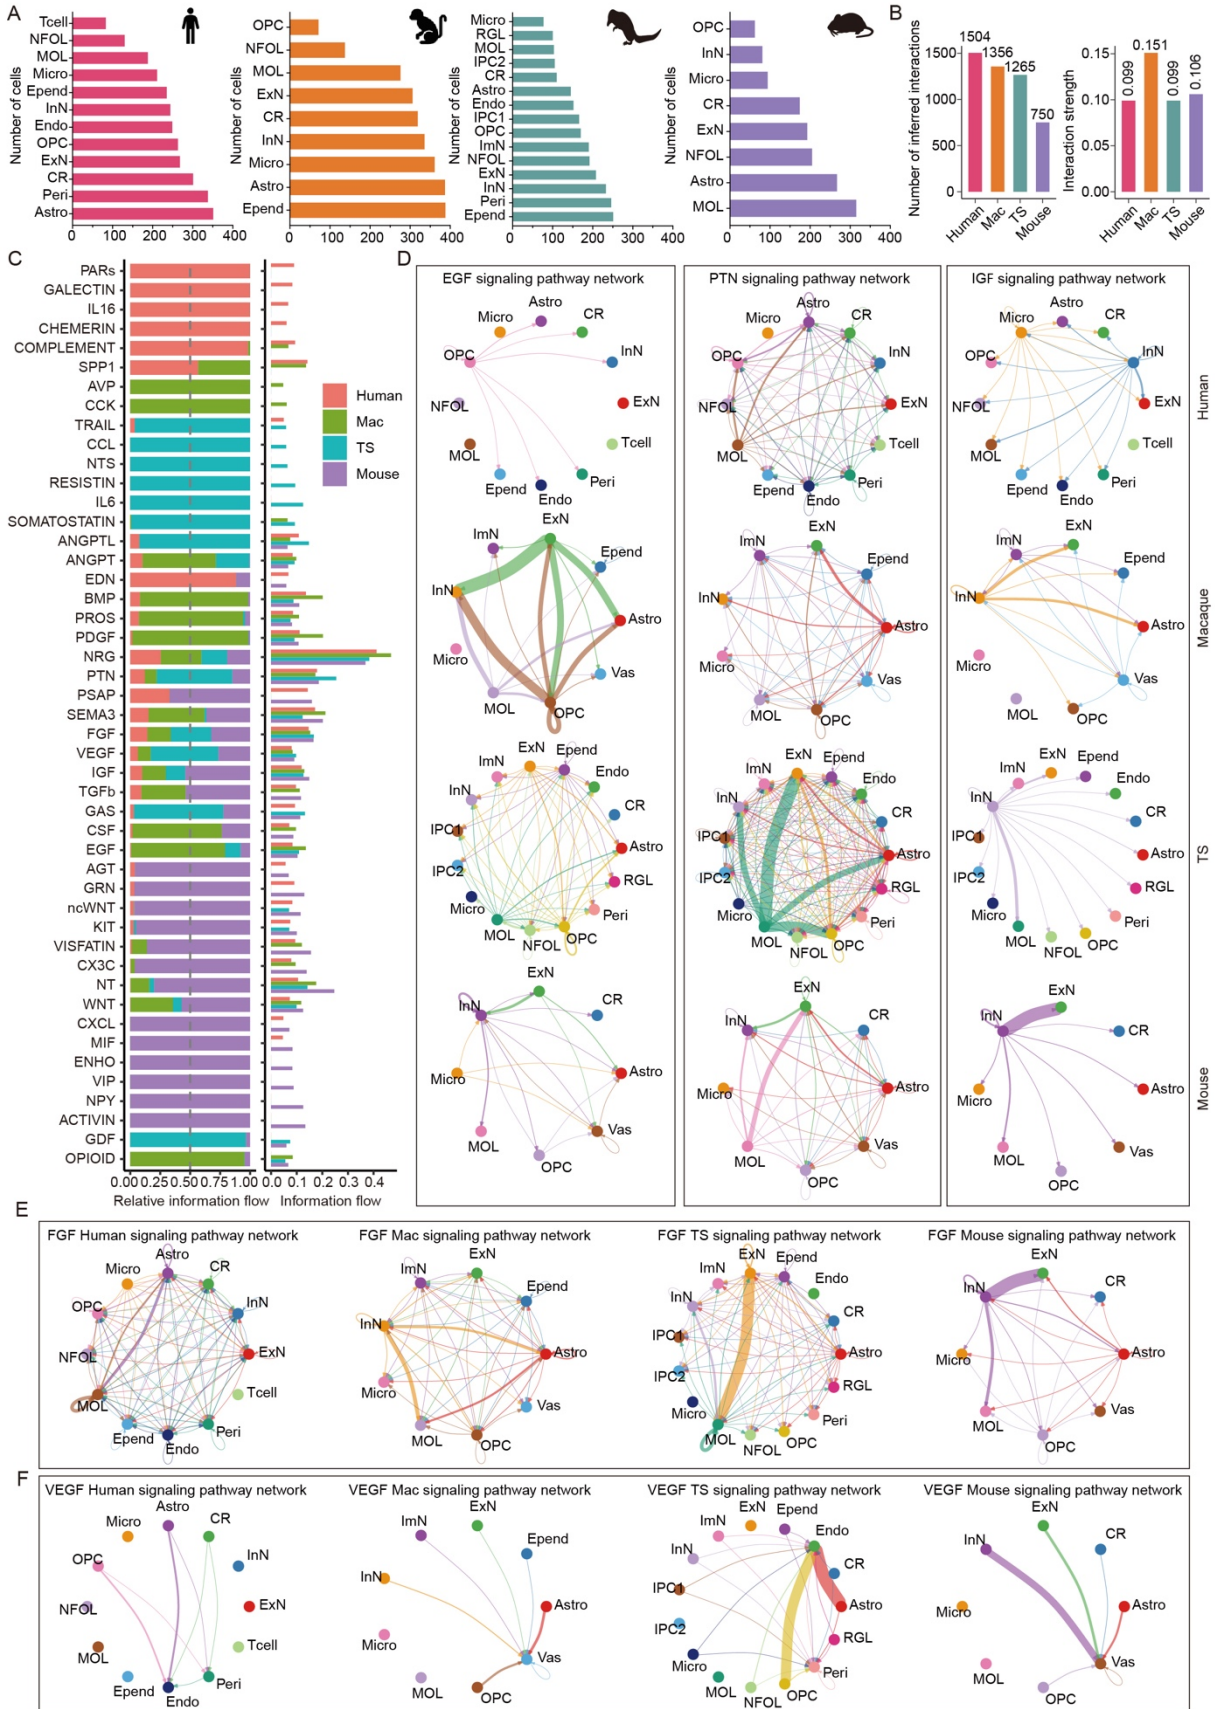

**Supplementary Fig.5 Comparison of cell communication and signaling pathway across species.** (A) Bar plots showing the number of species-related cell-cell interactions between the indicated cell type with other cell types in hippocampus. (B) Cross-species comparison of inferred cell-cell interactions and interaction strengths. Left: Bar plot showing the number of inferred cell-cell interactions across species. Human (1504) exhibits the highest number of interactions, followed by macaque (1356), TS (1265), and mouse (750), indicating species-specific differences in cell-cell communication complexity. Right: Bar plot showing the average interaction strength for each species. Macaque shows the highest interaction strength (0.151), while human (0.099), tree shrew (0.099), and mouse (0.106) display lower interaction strengths. (C) Bar plots showing the strength of species-related cell-cell interactions in hippocampus. (D) Comparison of cell-cell communication of *EGF*, *PTN* and *IGF* signaling pathway in human, macaque, TS and mouse. (E) Comparison of cell-cell communication of *FGF* signaling pathway in human, macaque, TS and mouse. (F) Comparison of cell-cell communication of *VEGF* signaling pathway in human, macaque, TS and mouse.

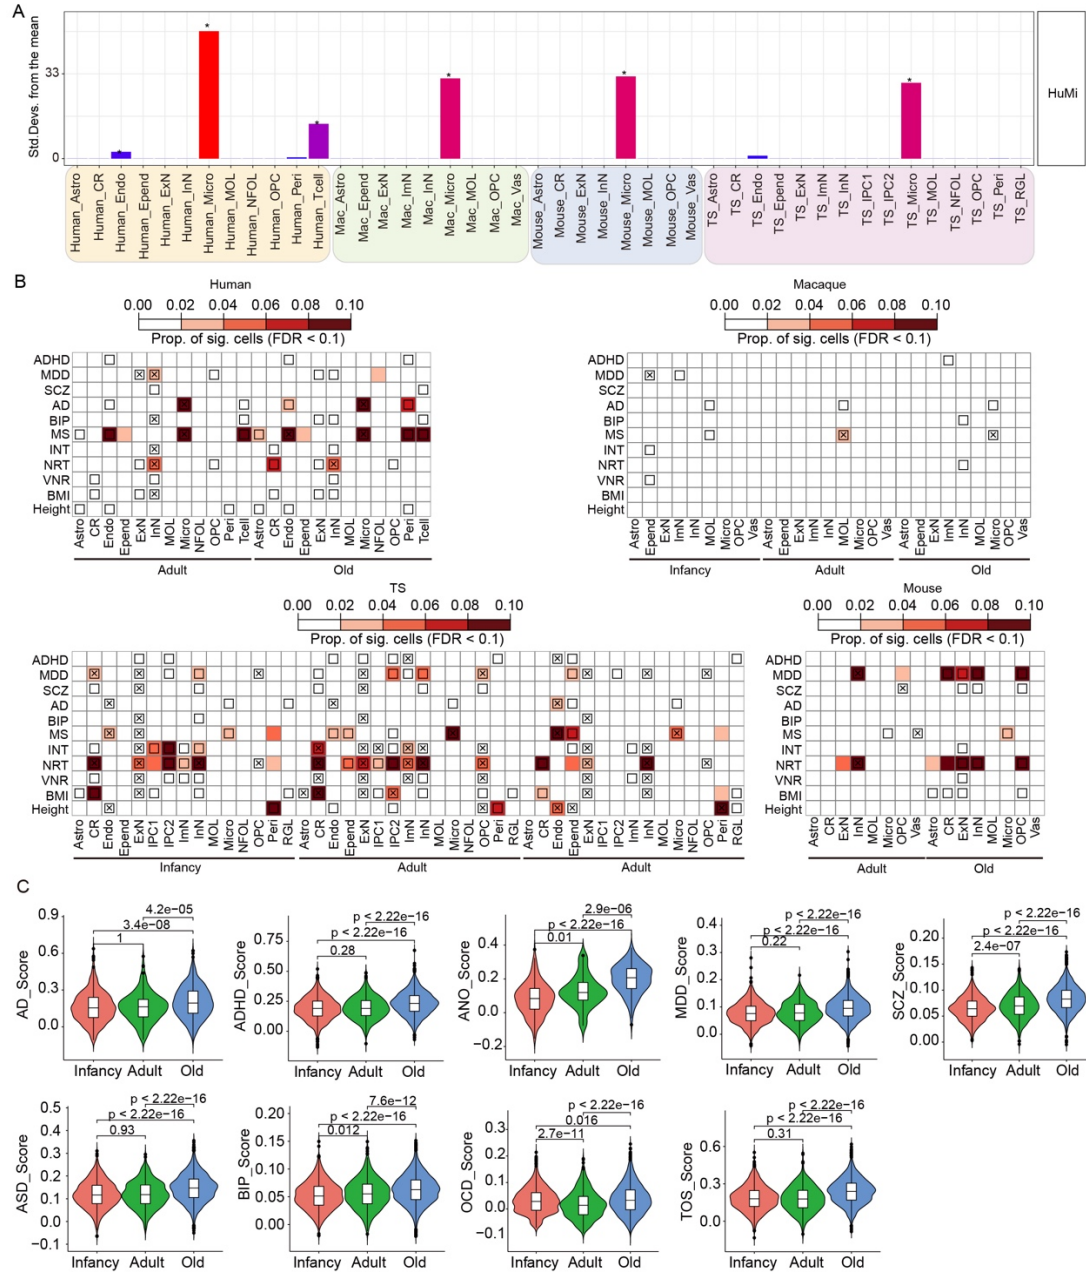

**Supplementary Fig.6 Cross-species and age-specific cell-type associations with neuropsychiatric and neurological disorders using EWCE and scDRS analysis.** (A) Bar plot showing the standard deviation (SD) from the median for significant gene enrichment across specific cell types in different species (Human, Macaque, Mouse, and TS). (B) Heatmaps display the proportion of significant cells (FDR < 0.1) associated with various neuropsychiatric and neurological disorders across species and age groups. Disorders analyzed include AD (Alzheimer's disease), SCZ (schizophrenia), MDD (major depressive disorder), ASD (autism spectrum disorder), BIP (bipolar disorder), ADHD. Squares denote significant tissues-disease associations across all pairs of cell and diseases/ traits. Cross symbols denote significant heterogeneity in association with disease across individual cells within a given cell type. Red shading indicates higher proportions of significant cells, with darker shades reflecting stronger associations. (C)

Violin plots comparing disorder-associated scores (e.g., AD, ADHD, ANO, MDD, SCZ, ASD, BIP, OCD, and TOS) across infancy, adult, and old age groups. The statistical significance of differences between age groups is indicated with *P*-values (two-sided Wilcoxon rank-sum test). Disorders such as MDD, SCZ, and ASD show significant increases in relevance scores with aging, particularly in the adult and old groups.

fold change across ages. Colors represent the log<sub>2</sub> fold change (log<sub>2</sub>FC) in cell abundance, with positive changes in red and negative changes in blue. Top left: Adult vs Infancy; Top right: Old vs Infancy; Bottom left: Old vs Adult. (B) Z-score maps the cell from different group. Z-scores represent normalized changes in cell abundance across developmental stages. Red indicates increased, while blue indicates decreased. Specific regions of the UMAP show strong developmental differences. (C) Normalized expression distance for specific cell types. Boxplots showing the normalized expression distance for major cell types across different comparisons.

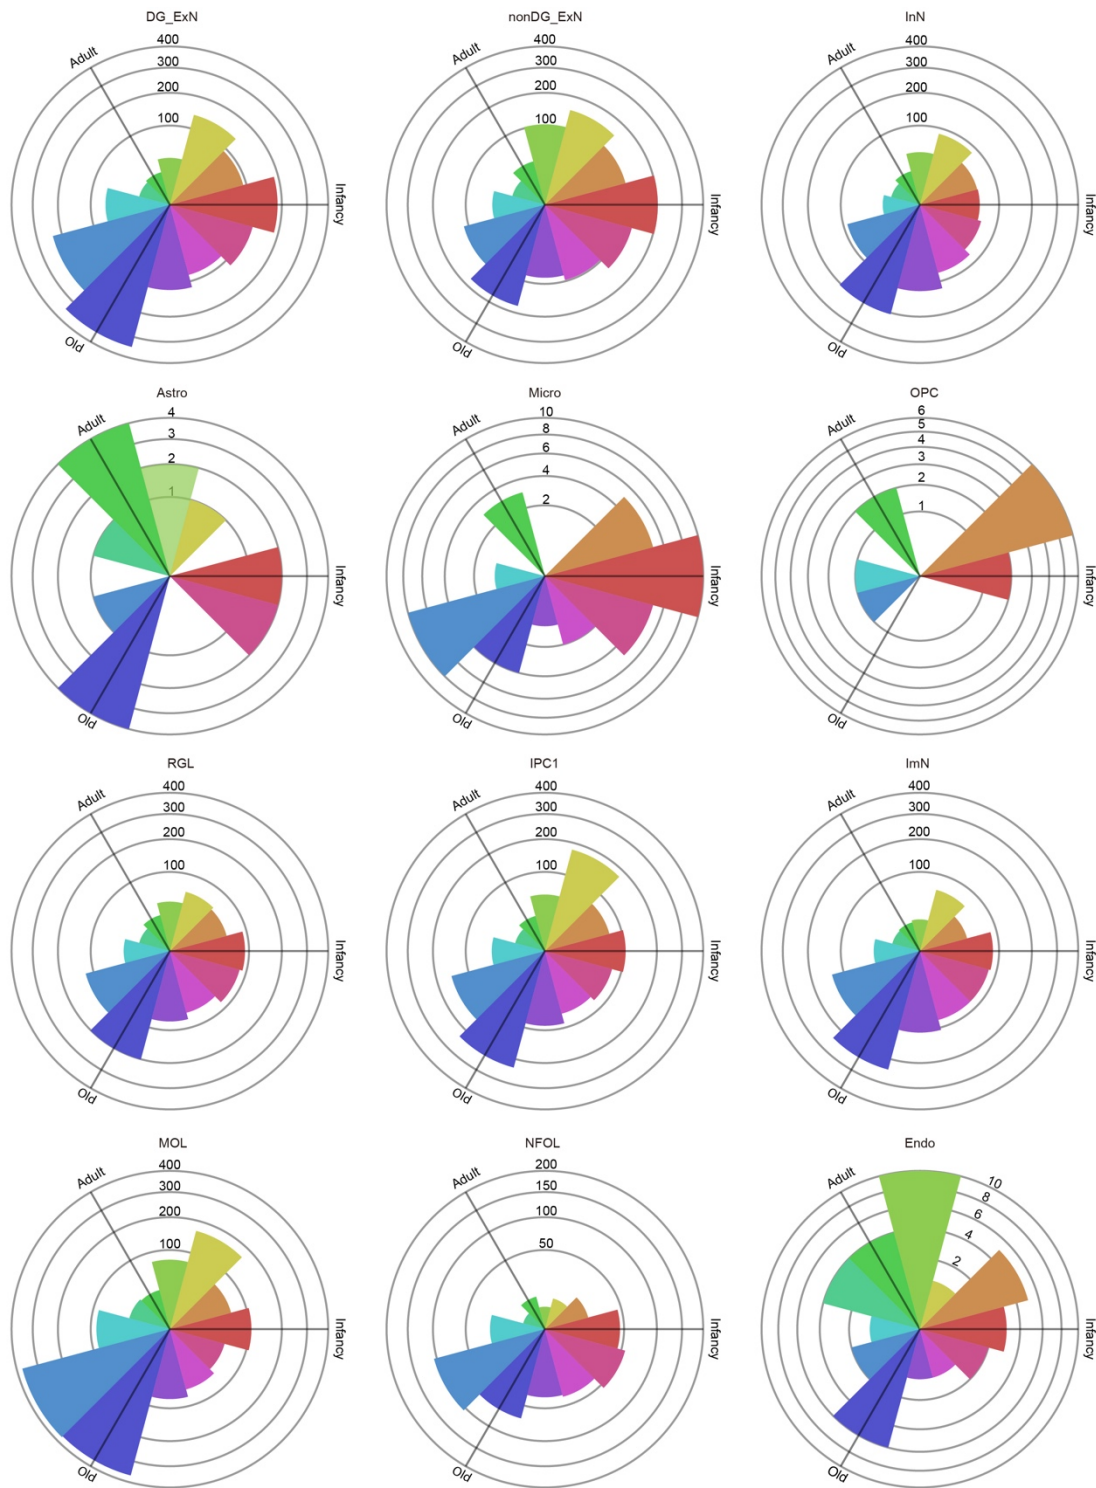

**Supplementary Fig.8** Triwise analysis of DEGs (MAST, FDR-adjusted  $P$ -value  $< 0.05$ ,  $|\log_2FC| > 0.25$ ) across three age groups (Infancy, Adult, and Old). Each radar plot represents the distribution of DEGs for a specific cell type (labeled on each plot) across three age groups: Infancy, Adult, and Old. The direction and size of each bar indicate the magnitude and number of DEGs, highlighting changes in gene expression between developmental and aging stages.

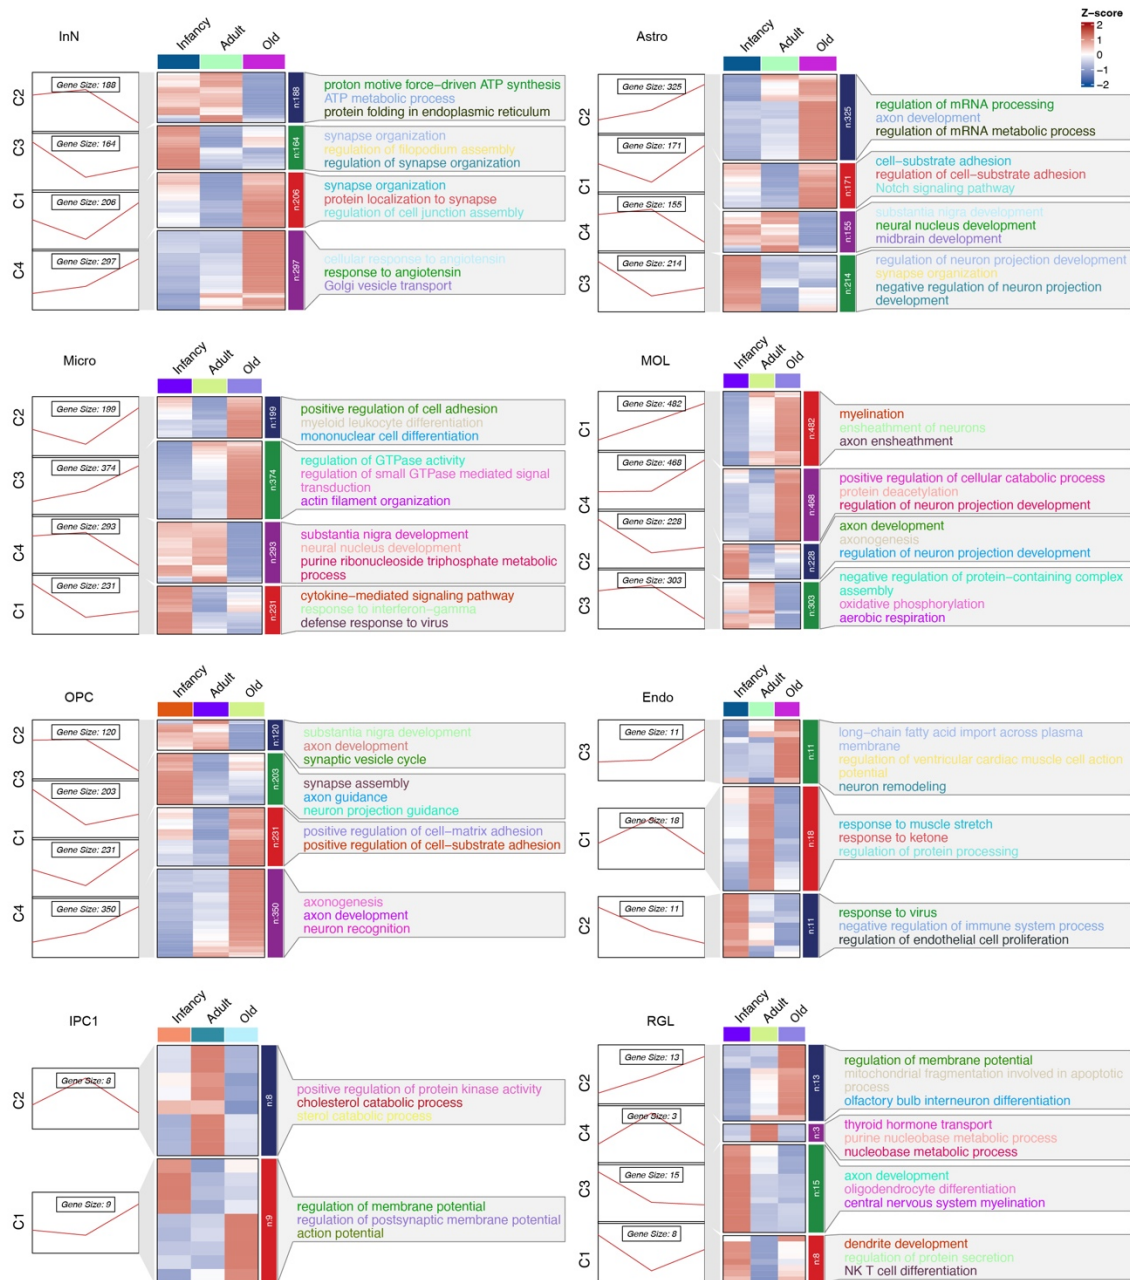

**Supplementary Fig.9. Enrichment analysis of age-dependent gene clusters in various cell types across Infancy, Adult, and Old age groups.** This figure presents age-associated transcriptional changes across diverse hippocampal cell types. Each panel corresponds to a specific cell type, with heatmaps and gene ontology (GO) enrichment terms. Gene clusters (C1, C2, C3, C4) represent distinct expression patterns and functional enrichment. Heatmaps display Z-scores of gene expression for age-dependent clusters across infancy, adult, and old stages. Red indicates upregulation, blue indicates downregulation. GO Enrichment Terms: Biological processes (BPs) enriched within each gene cluster are displayed next to the heatmaps.

different cell types are included. (D) Network plot showing DEGs (adjusted  $P$ .value < 0.05,  $|\log FC| > 0.25$ ) associated with aging-related diseases in different cell types in the TS hippocampus. (E) Violin plots showing the expression levels of IGF1R and DDIT4 in TS hippocampus from infancy, adult and old groups (\*\* $P < 0.001$ ).

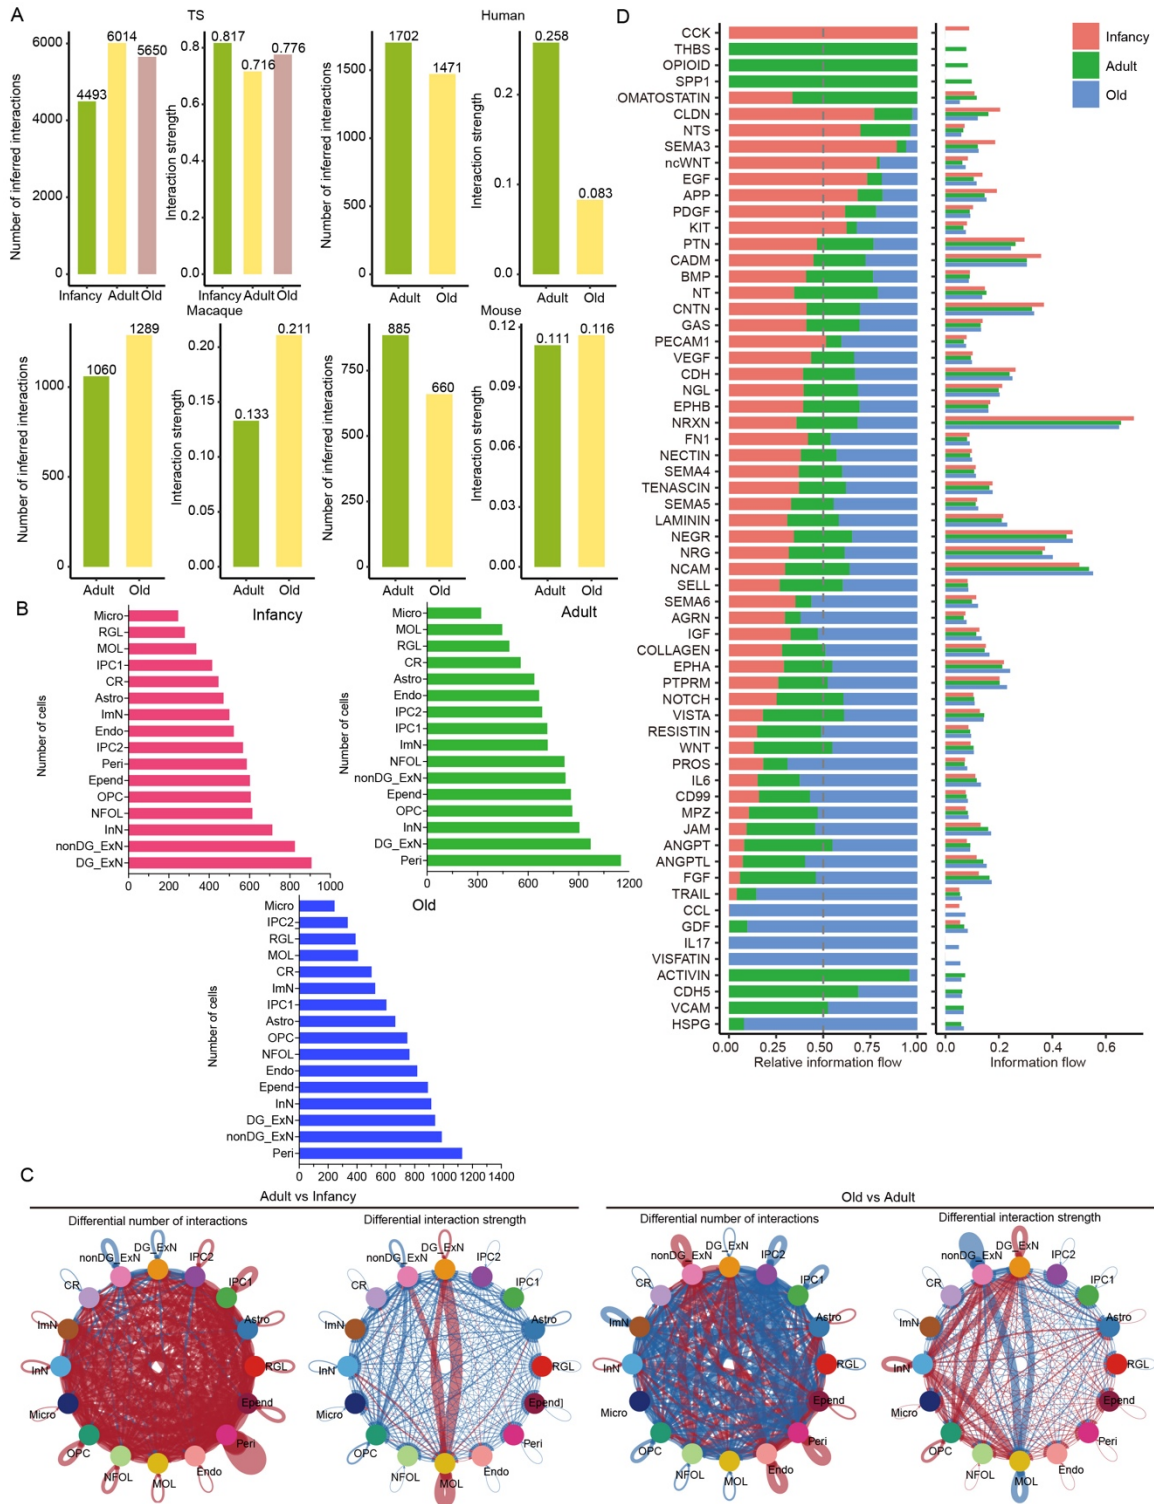

**Supplementary Fig.11 Cellular and molecular aging characteristics of the the TS hippocampus.** (A) Comparison among groups of inferred cell-cell interactions and interaction strengths from different species. Left: Bar plot showing the number of inferred cell-cell interactions across species. Right: Bar plot showing the average interaction strength for each species. (B) Bar plots showing the number of age-related cell-cell interactions between the

indicated cell type with other cell types in TS hippocampus. (C) Network plot showing the numbers of changed cell-cell interactions between indicated cell types in TS hippocampus. Edge color from blue to red indicates the number from low to high. (D) Bar plots of the ranking of signaling pathway by overall information flow differences in the interaction networks among infancy, adult and old TS hippocampus.

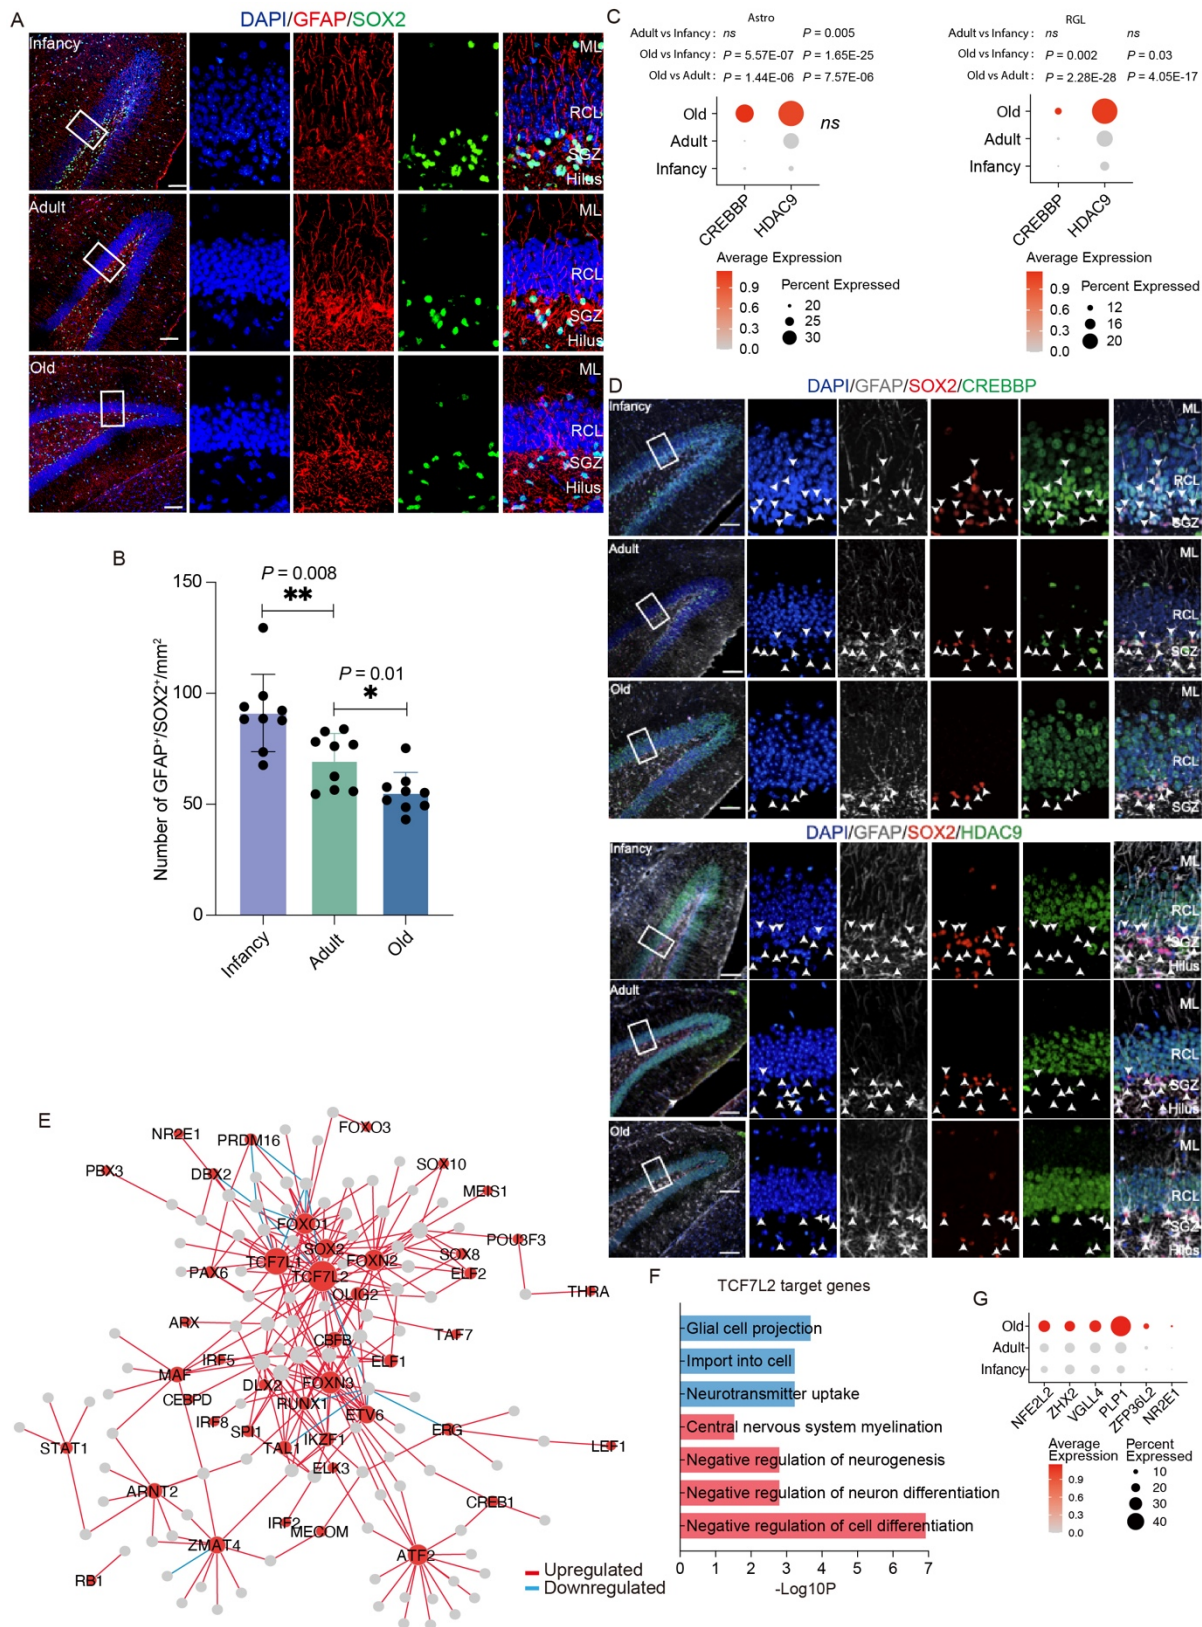

**Supplementary Fig.12 Aging-related cellular and molecular alterations of the TS NSCs. (A)** Representative microscopic fields of *GFAP* (red) /*SOX2* (green) double-positive cells in the DG

of the hippocampus from infancy, adult and aged TS. Blue, DAPI. Scale bar: low magnification, 100  $\mu\text{m}$ ; high magnification, 10  $\mu\text{m}$ .  $n = 9$  per group, one-way ANOVA,  $*P < 0.05$ ,  $**P < 0.01$ . White rectangular boxes represent the focused areas. (B) Quantification of *GFAP*/*SOX2* double-positive cells in the DG of the hippocampus from infancy, adult and old TS. (C) Dot plots showing expression levels of *CREBBP* and *HDAC9* in NSC (RGL) and astrocyte in the TS hippocampus from infancy, adult, and old groups. (D) Representative microscopic fields of *GFAP* (white) / *SOX2* (red) / *CREBBP* (green) triple-positive cells and *GFAP* (white) / *SOX2* (red) / *HDAC9* (green) triple-positive cells in the DG of the hippocampus from infancy, adult and old TS. Blue, DAPI. Scale bar: low magnification, 100  $\mu\text{m}$ ; high magnification, 10  $\mu\text{m}$ .  $n = 4$  per group. White rectangular boxes represent the focused areas and white arrowhead indicates the cells of interest. (E) Network plot showing transcriptional regulators of NSC/astrocyte aging-related DEG. (F) Bar plot showing GO terms of target genes of *TCF7L2*. Orange, upregulation; blue, downregulation. (G) Dot plot showing the expression changes of aging-related DEGs associated with negative regulation of neurogenesis in NSC/astrocyte of the TS hippocampus from infancy, adult and old groups.

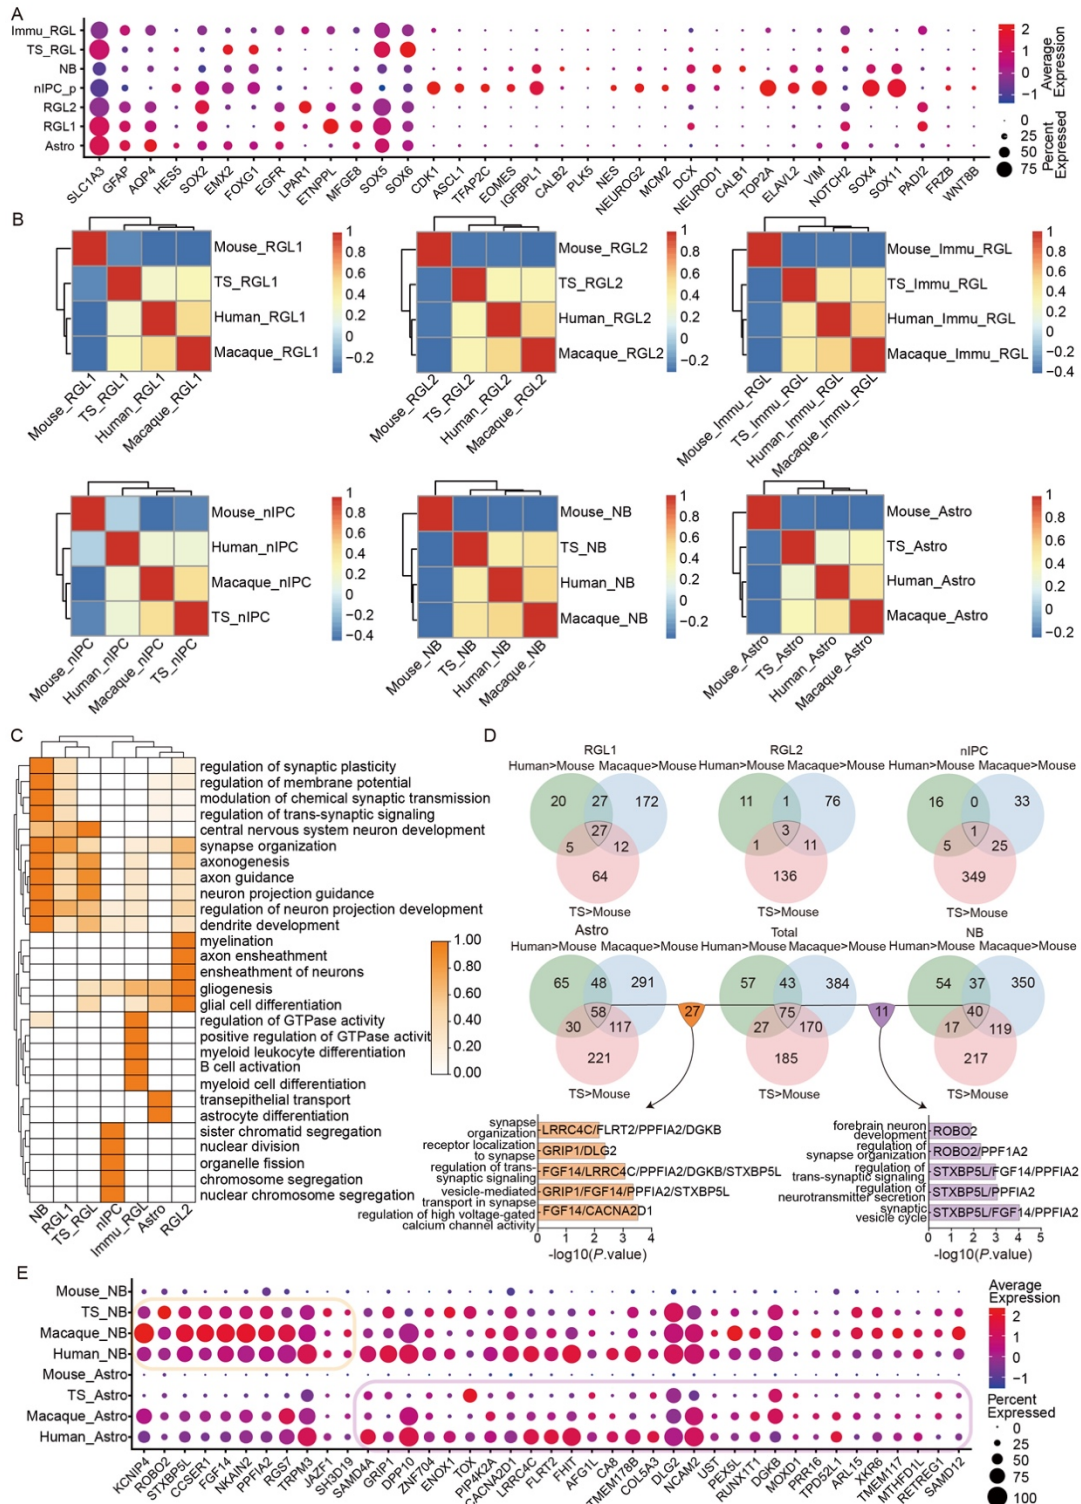

**Supplementary Fig.13 The astrocyte and NSC was identified in the hippocampus from human, macaque, TS and mouse.** (A) Bubble dot plots of the canonical marker genes of astrocyte, RGL and NB. The size of the dot indicates expression percentage and the darkness of the color indicates average expression. (B) Cell type similarity among human, macaques, TS and mice. The color of each cell represents the alignment score between cells. The larger value (red in the

heatmap) indicates a better alignment. Colorbar indicates the alignment score. (C) Heatmap of enriched GO terms in NSC and astrocyte subclusters. (D) Venn showing the DEGs between mouse and other species (adjusted  $P$ -value  $< 0.05$ ,  $|\log FC| > 0.25$ ) in different cell types in hippocampus. (E) Bubble dot plots of the TS and primate special marker genes of astrocyte and NB. The size of the dot indicates expression percentage and the darkness of the color indicates average expression.

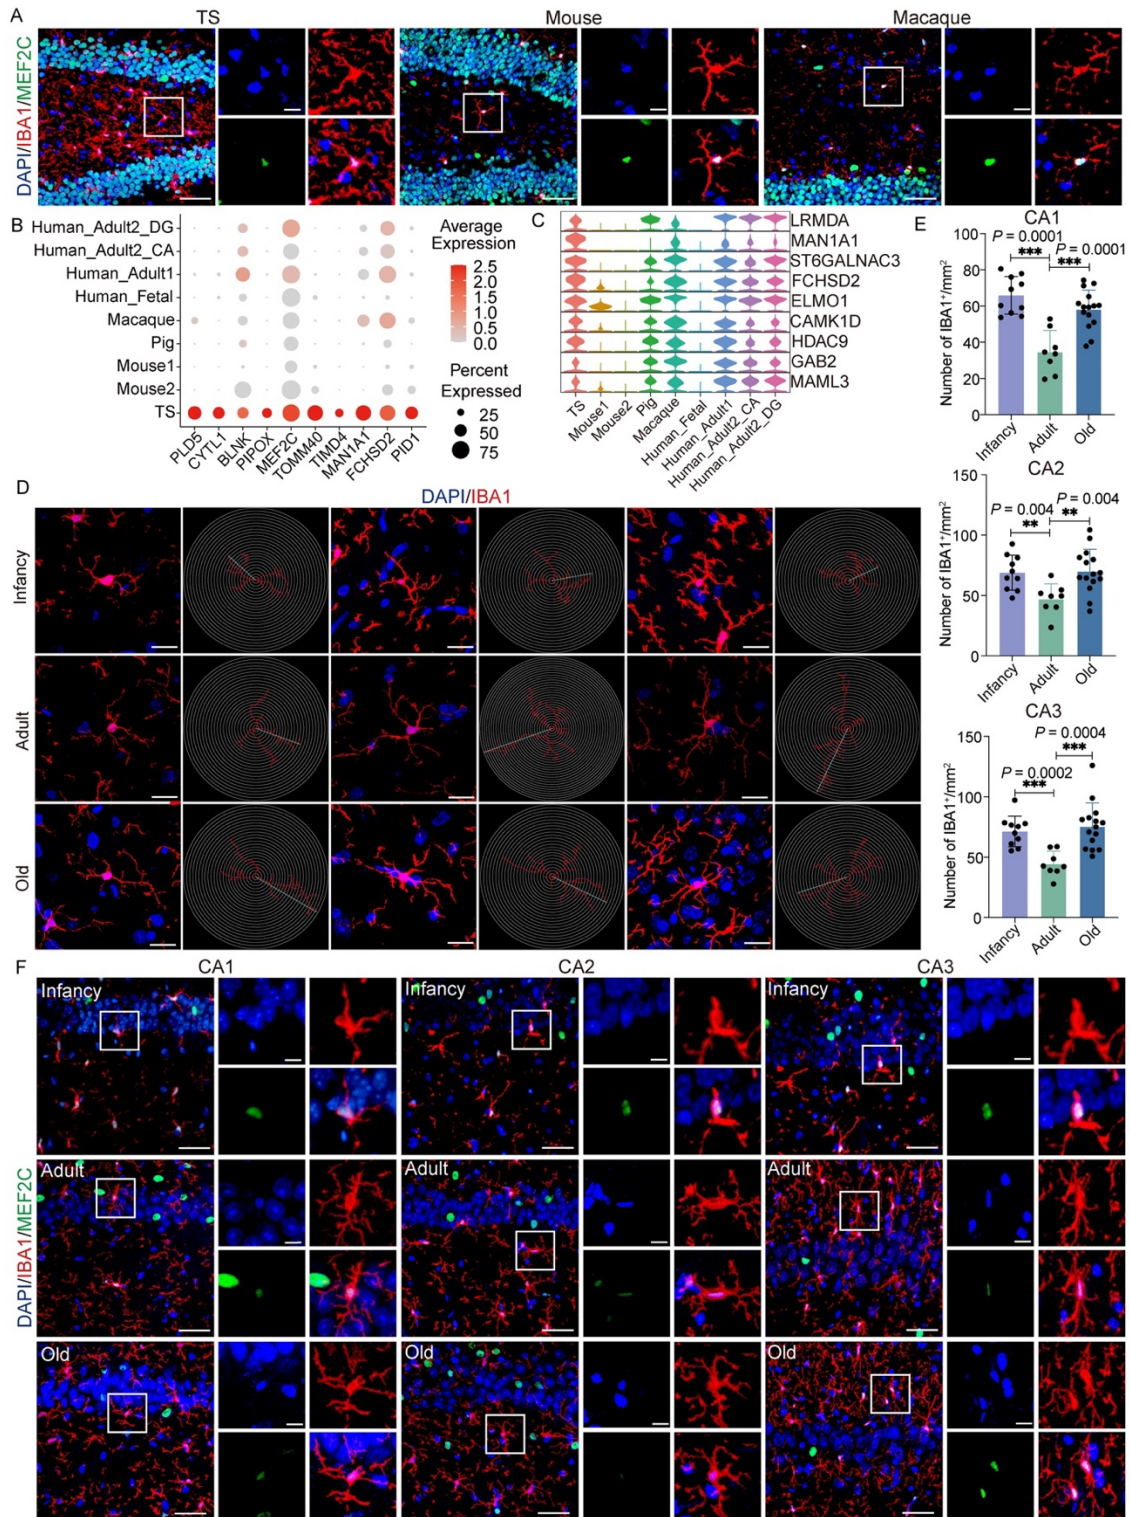

**Supplementary Fig.14 Transcriptional and morphological heterogeneity in TS microglia.** (A) Representative microscopic fields of *IBA1* (red) / *MEF2C* (green) double-positive cells in the DG of the hippocampus from TS, mouse and macaque. Blue, DAPI. Scale bar: low magnification, 50

$\mu\text{m}$ ; high magnification,  $10\ \mu\text{m}$ .  $n = 5$  per group. (B) Dot plot showing the average expression of TS-special genes of microglia. (C) Violin plot showing the average expression of TS/primate-special genes of microglia. (D) Manual tracking of hippocampus *IBA1*-positive (red) microglia. Sholl analysis: step size =  $20\ \mu\text{m}$ . Blue, DAPI. Scale bar:  $100\ \mu\text{m}$ . (E) Quantification of *IBA1*-positive cells in the CA1, CA2 and CA3 of the hippocampus from infancy, adult and old TS.  $n = 8-10$  per group, one-way ANOVA,  $**P < 0.01$ ,  $***P < 0.001$ . (F) Representative microscopic fields of *IBA1* (red) / *MEF2C* (green) double-positive cells in the CA regions of the hippocampus from infancy, adult and old TS. Blue, DAPI. Scale bar: low magnification,  $50\ \mu\text{m}$ ; high magnification,  $10\ \mu\text{m}$ . White rectangular boxes represent the focused areas and white arrowhead indicates the cells of interest.

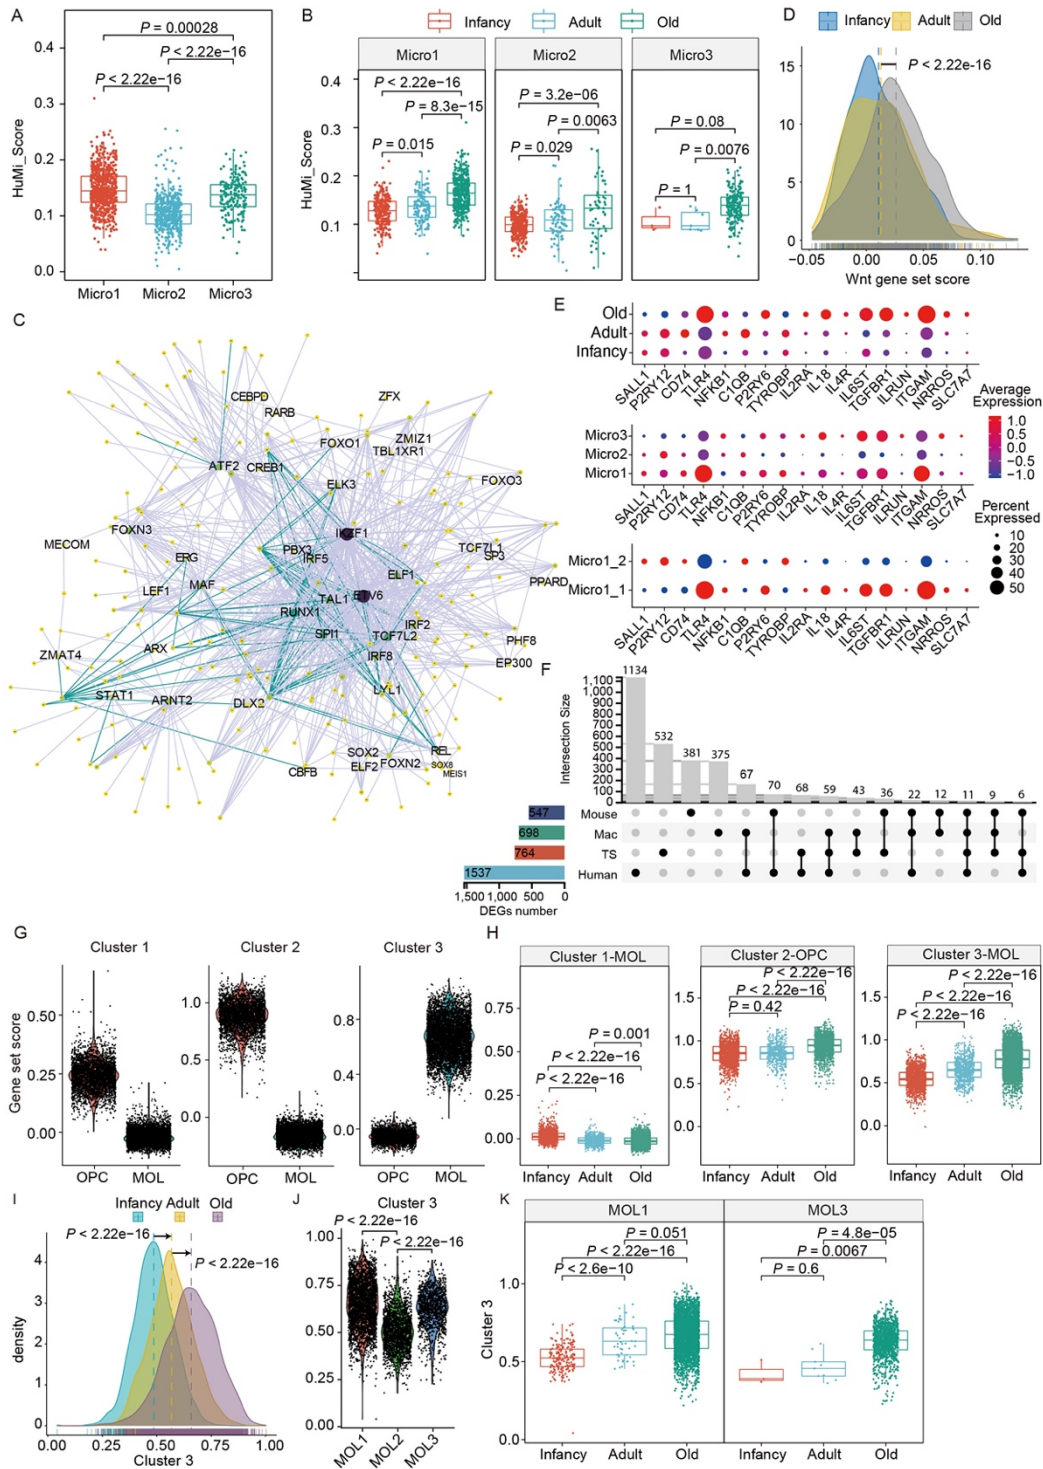

**Supplementary Fig.15 Transcriptional heterogeneity of cells derived from TS microglia and MOL.** (A) Boxplot showing gene set scores of HuMi\_aged gene in microglia subclusters (two-sided Wilcoxon rank-sum test). (B) Boxplot showing increasing gene set scores in microglia subclusters with age (two-sided Wilcoxon rank-sum test). (C) Network plot showing transcriptional regulators of microglia aging-related DEG. (D) Density plot showing gene set scores of genes related to canonical Wnt signaling pathway in microglia of the TS hippocampus

from infancy, adult and old groups. (E) Top, dot plot showing the average expression of activated and non-activated genes of microglia from infancy, adult and old groups. Middle, dot plot showing the average expression of activated and non-activated genes of microglia from microglia subclusters. Below, dot plot showing the average expression of activated and non-activated genes of microglia from micro1\_1 and micro1\_2. (F) Cross-species comparison of DEGs (FDR-adjusted  $P$ -value  $< 0.05$ ,  $|\log_2FC| > 0$ ) in the hippocampus microglia. Left bar plot: Number of DEGs identified in each species. Human has the highest number of DEGs (1537), followed by tree shrew (764), macaque (698), and mouse (547), indicating species-specific transcriptional changes. Right upset plot: Intersection analysis of DEGs across the four species (Human, TS, Macaque, and Mouse). The bar heights represent the size of DEG intersections across species. The largest group (1134 DEGs) is unique to mouse, while smaller subsets are shared across multiple species, highlighting conserved and species-specific transcriptional responses. (G) Violin plots showing gene set scores of indicated clusters in OPC and MOL. (H) Box plots showing gene set scores of indicated clusters in different cell type from infancy, adult and old groups (two-sided Wilcoxon rank-sum test). (I) Density plot showing gene set scores of clusters 3 in MOL of the TS hippocampus from infancy, adult and old groups. (J) Violin plots showing gene set scores of clusters 3 in MOL subclusters (two-sided Wilcoxon rank-sum test). (K) Box plots showing gene set scores of clusters 3 in MOL subclusters from infancy, adult and old groups (two-sided Wilcoxon rank-sum test).

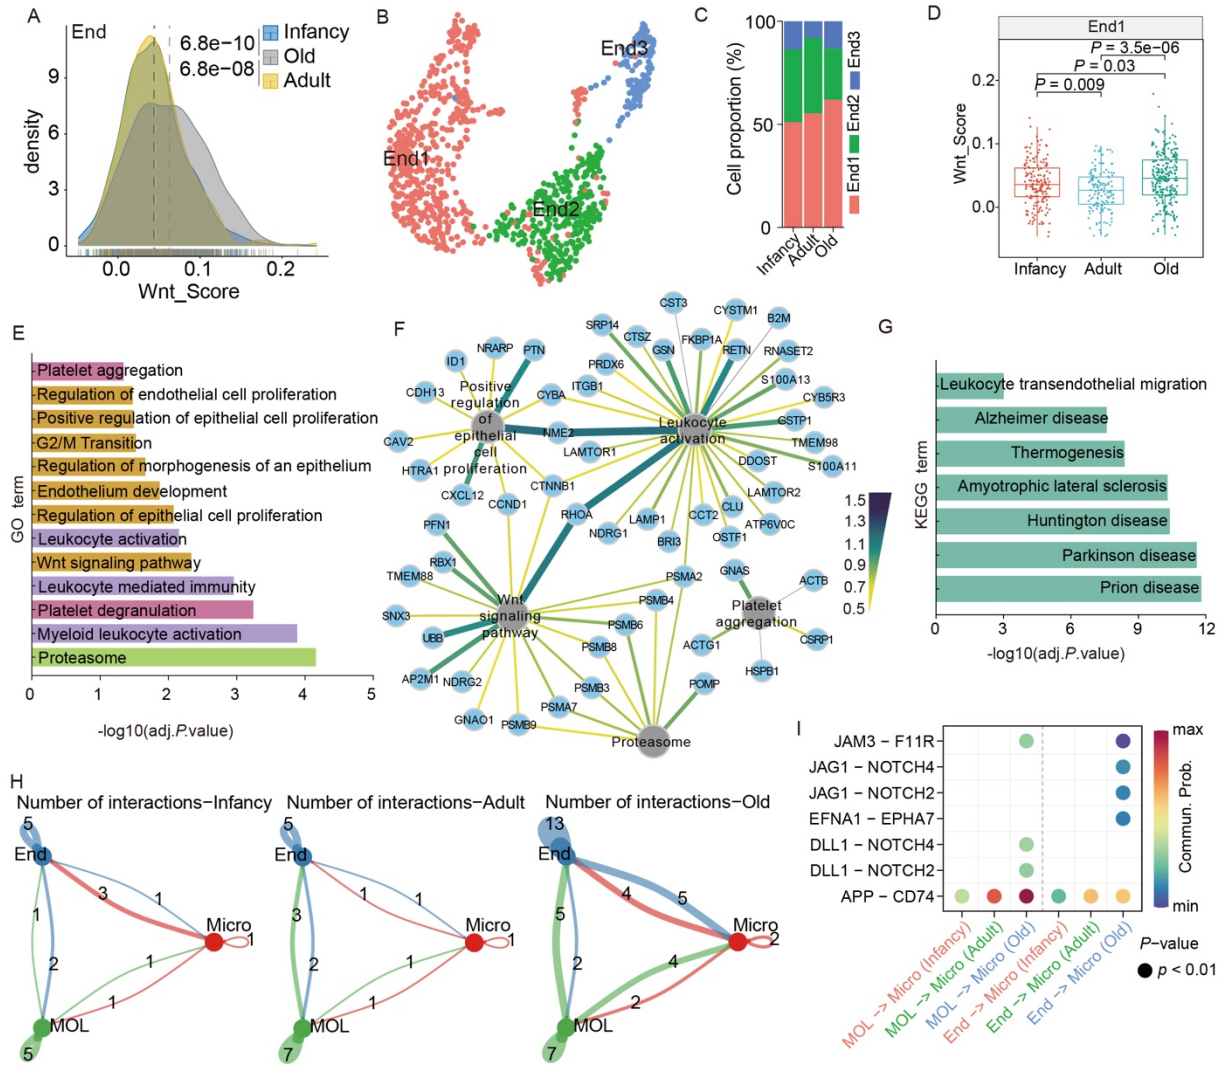

**Supplementary Fig.16 Identification of the End populations.** (A) Density plot shows gene set scores of genes related to canonical Wnt signaling pathway in End of the TS hippocampus from infancy, adult and old groups. (B) Left, Visualization of End subclusters using UMAP. (C) Bar plot shows the proportions of End subclusters in the hippocampus from infancy, adult and old groups. (D) Density plot shows gene set scores of genes related to canonical Wnt signaling pathway in End1 of the TS hippocampus from infancy, adult and old groups. (E) Enriched GO terms for End aging-related gene from adult and old groups. (F) Network plot of enriched GO terms in End. Nodes for genes were colored by  $\log_2$  fold change derived from analysis of DEGs. (G) Enriched KEGG terms for End aging-related gene from adult and old groups. (H) Network plot shows the ligand–receptor interaction number between each of the two different cell types from infancy, adult and old groups. (I) Dot plot shows the ligand–receptor interaction strength between each of the two different cell types from infancy, adult and old groups.

## **Supplementary Tables**

### **Supplementary Table 1**

The number of cells for clusters and cell types.

### **Supplementary Table 2**

Marker genes for all cell types.

### **Supplementary Table 3**

Marker genes of different cell types in TS hippocampus.

### **Supplementary Table 4**

GSEA of different cell types in TS hippocampus.

### **Supplementary Table 5**

GSEA for TS cell clusters.

### **Supplementary Table 6**

Transcriptional regulatory network governing cell-specific DEGs.

### **Supplementary Table 7**

Information of snRNA-seq datasets used in this study.

### **Supplementary Table 8**

Spearman correlation analysis of snRNA-seq dataset cross species.

### **Supplementary Table 9**

CellChat analysis for human, macaques, TS and mice.

### **Supplementary Table 10**

Disease-related gene sets used in this study.

### **Supplementary Table 11**

Development-related DEGs for each cell type (infancy v.s. adult, adjust.p.value < 0.05, logFC > 0.25).

### **Supplementary Table 12**

Aging-related DEGs for each cell type (adult v.s. old, adjust.p.value < 0.05, logFC > 0.25).

### **Supplementary Table 13**

CellChat analysis for the cell type of hippocampus from infancy, adult and old TS.

### **Supplementary Table 14**

Marker genes of microglia subtype in TS hippocampus

**Supplementary Table 15**

The antibody information used in this study

How the deposited data were processed for this re-analysis (not part of the article)

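The deposited data are droplet snRNA-seq of hippocampal nuclei from 15 TS libraries, 5 each from infancy, adult and old animals. For each library the authors deposited raw UMI counts per gene and barcode, which Cell Ranger made by aligning the reads to the T. belangeri genome assembly TS_3.0 and counting them on its genes. Barcodes are those that Cell Ranger kept, and no normalization had been applied. The files of 8 libraries (deposit lot 1) name Cell Ranger 6.1.2 and those of 7 (deposit lot 2) name 7.0.1, whereas the methods name 7.0.1 for all. The methods do not state whether intronic reads were counted. The values were checked to be whole numbers of at least 1 at every listed entry, and 116874 barcodes were read. Stage was taken from the labels of the deposit, and replicate numbers are those of the labels, which run 1, 2, 4, 5 and 6 in adult libraries. Sex was not used, because the paper's table and figure differ on it and the adult numbers of the labels cannot be matched to it. The paper's Fig. S1A shows that some old libraries pool 2 animals, without saying which of the labelled ones, so each library was taken as 1 replicate.

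Barcodes with 200 to 6000 genes, less than 2% mitochondrial, less than 5% ribosomal and at most 0.2% hemoglobin counts were kept, and the 7.5% of each library with the highest scrublet scores were removed (scanpy 1.11.5, simulated doublets 2 times the barcodes). Genes seen in at least 3 nuclei were kept, 59464 in all. Counts were scaled to 10000 per nucleus and logged, 2000 variable genes were reduced to 30 principal components, and libraries were integrated with the algorithm of Harmony written out in numpy 2.4.6, where the paper used Seurat's anchors. Nuclei were joined to 20 neighbours and clustered with leidenalg 0.10.2 at a resolution of 2, on 116179 barcodes that passed the limits on genes and hemoglobin. A cluster was named by the class whose markers, listed in advance, scored highest, given a score of at least 0.4, at least 3 markers seen in 5% of nuclei, a margin of 0.05 over the next class (not asked of excitatory neurons, between Astro and IPC1, clustered again below, or between ependymal cells and choroid plexus), at least 40 nuclei and at most 25% called doublets. Clusters led by mitochondrial, ribosomal or hemoglobin transcripts stayed unnamed. Astro, IPC1, IPC2 and ImN were separated by clustering their lineage again at a resolution of 1.5. Sub-clusters within InN, Micro, OPC and MOL were made at a resolution of 0.5 from 1000 variable genes and 15 components, and their shares were compared in libraries with at least 50 nuclei of the class. Sub-clusters with 1% or more of a class were compared, unless their leading genes were themselves called between stages, a rule chosen after the data were seen. The median library held 3059 UMIs in its median barcode, and a gene absent from a nucleus at such a depth is not shown to be off.

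For differential expression, counts were summed over the nuclei of a class in a library (at least 10 nuclei) and tested with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest, R 4.3.3), with all 15 libraries in 1 fit per class and stage as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the genes of a class and comparison and an absolute log2 fold change above 0.25. The classes tested were MOL, OPC, Micro, Astro, DG_ExN, non-DG_ExN and InN, and Endo beside them. Shares of classes and sub-clusters and transcriptional noise were compared with exact 2-sided permutation tests of the difference in means, adjusted over 42 shares, 28 noise values and 81 sub-cluster shares. Noise was the Euclidean distance of a nucleus, thinned to 1000 UMIs, from the mean of its class and library on square roots of counts, leaving out the lowest and highest 10% of genes by mean expression. PSMA and PSMB genes in Endo were tested with limma 3.58.1 camera at an inter-gene correlation of 0.01. Expression by class is the mean and SD over libraries of CPM. TMM-scaled CPM, given per stage beside log2 fold changes, divide instead by the counts of the tested genes times the TMM factor. Named genes are those the paper names for a stage or cell type, and, for each of the 7 classes and for adult-infancy and old-adult, the called gene with the largest change among those with a mean of at least 32 TMM-scaled CPM, the same sign in both lots and no mitochondrial or ribosomal symbol. This rule, the marker lists, the tests and the alternatives below were set before the data were examined, apart from those the text says were chosen later. ZBTB10-AS-1, the one old-adult call outside this rule, was named after its values were seen. For the search for single libraries far from the others, CST3, MT3, TTR, IGF1R, CTNNA3 and DDIT4 were picked after the data were seen.

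Alternatives tried were deposit lot as a term, the replicate number as a block, quality covariates, DESeq2 1.42.0 size factors or its Wald test, no filter on low counts, at least 30 nuclei, only the compared stages in the fit, a fold change above 1.5, doublets kept, a clustering resolution of 4, no integration and each library left out in turn. For shares they were also centred log-ratios, shares without oligodendrocytes and labels permuted within lots, with the difference of the means over both lots. The mean of the within-lot differences, with labels permuted within lots, was added after the data were seen. For noise they were thinning to 2000 UMIs or not at all, the distance to the stage mean, 1 minus the Spearman correlation and, added after the data were seen, thinning to 100 UMIs on the kept genes, for sub-clusters a resolution of 1, for proteasome genes fry and an estimated correlation, and for marker expression pooled nuclei. The tests were tested on simulated data with the same libraries and depths. With 200 genes changed by a log2 fold change of 2 in old libraries, most of them were called in each class, and with no gene changed no gene was called. A shift of -1 in the proteasome genes of old libraries gave a p under 0.05 and no shift did not. This simulation cannot show how often camera gives such a p in the real data without a stage difference. There, 41, 33 and 27 of the other splits of the libraries did, for adult-infancy, old-adult and old-infancy. The correlation between the proteasome genes, estimated from the real data, was 0.527. Noise added to old nuclei gave a difference, and a doubling of their depth alone did not. Simulations added after the data were seen showed that the measure is not specific to noise: halving the 20 most abundant genes in old nuclei, with no noise added, gave a larger difference than added noise did. With each nucleus thinned to 100 UMIs on the kept genes, neither was seen at an exact p of 0.05. The analyses of regulons, ligands and receptors, gene set scores, trajectories and other species were left out, and the results of this work say nothing on them. No cluster met the naming rule for pericytes, and the rule did not offer RGLs as a class, so neither is reported.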

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

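Of 222 groups of libraries of 1 stage (shares, noise, sub-cluster shares and CPM of 6 genes), 28 held a library far from the others, by a gap to the nearest library that took up most of the range of the group. Chance gives about 1 in 20 such groups, or 11.1. TTR accounts for most of them, and the same library recurs over classes, so they are not independent. In this part, the tests of shares within deposit lots and of Micro sub-cluster 4 were chosen after the result was seen.

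TTR in adult library 4 was at 7489 CPM in MOL, 6385 CPM in OPC, 8713 CPM in Micro, 6879.9 CPM in Astro, 4524 CPM in DG_ExN, 4336 CPM in non-DG_ExN and 4167 CPM in InN, and the next adult library held 66.6 to 199 CPM in these classes. Over all nuclei of that library, FOLR1 was at 19.8 CPM and CLIC6 at 7.94 CPM, against at most 0.501 and 0.242 CPM in the other adult libraries. The parts of the paper and of its supplement that were read do not name FOLR1 or CLIC6, and several of its supplementary tables were not held or not complete. Both were on a list of choroid plexus markers with TTR, HTR2C, OTX2 and KCNJ13, the last of which the files do not list. A candidate explanation is free RNA from choroid plexus in adult library 4, since TTR over all nuclei was at 6447 CPM and 3 of the 4 other choroid plexus markers (FOLR1, CLIC6 and OTX2, the last at 0.501 against 0.0406 CPM) were higher there than in each other adult library. HTR2C was not (41.4 against 68.5 CPM), and it is a gene that also led InN sub-cluster 0. OTX2 rests on 13 UMIs. Free RNA and a higher level in the cells themselves cannot be told apart, since 1 of the 4 markers went the other way and the pattern is in a single library. No biological explanation was tested.

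TTR was far from the other libraries of the stage in 2 more libraries. In infancy library 2 it was at 72.6 CPM in MOL, 86.9 CPM in OPC, 125 CPM in Micro and 89.8 CPM in Astro, with 19.8 to 31.7 CPM in the next library. In old library 1 it was at 135 CPM in MOL, 96.8 CPM in OPC, 1018 CPM in Astro, 51.4 CPM in DG_ExN, 33.8 CPM in non-DG_ExN and 36.1 CPM in InN, with 6.66 to 37.2 CPM in the next. Both libraries lie in lot 1 with others that do not share these levels, so the lot alone does not give them. The other choroid plexus markers were compared for adult library 4 only, and no biological explanation was tested.

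Shares of nuclei were far from the other libraries of the stage for CR in old library 3, at 0.507% (28 of 5518 nuclei, 95% Wilson interval 0.351% to 0.732%) against 0.161% in the next library, for DG_ExN in infancy library 3, at 28.5% (1296 of 4547 nuclei, 95% Wilson interval 27.2% to 29.8%) against 13.6% in the next library, for IPC2 in infancy library 4, at 1.12% (101 of 8979 nuclei, 95% Wilson interval 0.927% to 1.36%) against 0.367% in the next library, and for NFOL in adult library 5, at 0.536% (26 of 4852 nuclei, 95% Wilson interval 0.366% to 0.784%) against 0.225% in the next library. Each interval lies above the share of the next library, and for NFOL it overlaps the interval of that library (0.118% to 0.427%). Intervals cover counting error only. The deposit lot alone does not give the gap, since other libraries of the same stage and lot lie lower: for CR 0.116% and 0.0447% in old libraries 1 and 2, for DG_ExN 13.6% and 9.32% in infancy libraries 1 and 2, for IPC2 0.367% in infancy library 5, and for NFOL 0.161% and 0.216% in adult libraries 4 and 6. Differences in dissection or between animals were not tested and stay open. Without infancy library 4, the IPC2 share fell by 0.165 percentage points from infancy to adult libraries (exact permutation p = 0.0159), against -0.346 with it. For CR, the old-adult difference without old library 3 was -0.287 (exact p = 0.00794), against -0.208 (exact p = 0.111). That of NFOL without adult library 5 was -0.0826 (exact p = 0.0397), against -0.150. For DG_ExN, no difference between stages had a p under 0.05 with or without infancy library 3 (adult-infancy exact p = 0.0714 without it).

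Micro sub-cluster 4 took up 12.1% of the Micro nuclei of old library 5, against 5.77% in the next old library. Without that library the old-adult difference was 3.25 percentage points (exact permutation p = 0.00794), so the difference did not rest on it alone. A difference between deposit lots is excluded as the whole reason for the larger share in old libraries: the smaller of the 2 within-lot differences was 3.98 percentage points, and with labels permuted within lots the exact p was 0.0100. Adjusted over all 81 sub-cluster comparisons, it did not pass (adjusted p = 0.643), at the smallest exact p that 5 against 5 libraries allow (0.00794). With the replicate number as a block the exact p was 0.125, the smallest that 4 pairs allow. Age and differences in sampling between animals stay open, untested.

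CTNNA3 in adult library 6 was at 745 CPM in OPC (next library 363) and 579 CPM in DG_ExN (next library 300.4), and in infancy library 5 at 779.8 CPM in Astro (next library 361) and 619 CPM in InN (next library 274). IGF1R in adult library 6 was at 244 CPM in OPC (next library 192), and in infancy library 5 at 80.7 CPM in Micro (next library 37.5). CTNNA3 is far higher in MOL (6379 ± 1775 TMM-scaled CPM, SD, in 5 adult libraries), and MOL made up 56.2% of the nuclei of adult library 6 and 59.8% of those of infancy library 5. Markers of other classes were, by their median, lower in adult library 6 than in adult libraries 4 and 5, by 0.936 on the log2 scale in OPC and 1.02 in DG_ExN. No test was run on CTNNA3 or IGF1R alone, and no biological explanation was tested.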

How the results depend on the processing

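Alternatives were set before the data were examined, except leaving out the mitochondrial and ribosomal filters together, leaving LINC-FRMD8-1 out before thinning, the alternatives of the list medians, the mean of the within-lot differences in share, thinning to 100 UMIs on the genes kept for noise, and the block on sub-cluster shares, which were chosen after the data were seen. Direction and side of the threshold were kept by 533 of 756 values of 27 results for numbers of called genes, where a number within 1.5 times the first counts as kept. For log2 fold changes of named genes 8226 of 8341 values of 298 results kept them, for shares 675 of 747 values of 42 results, for sub-cluster shares 359 of 370 values of 27 results and for noise 427 of 447 values of 28 results. For the proteasome genes it was 38 of 51 values of 3 results, for list medians 411 of 420 values of 15 results, for marker expression 188 of 192 values of 64 results and for the number of nuclei 6 of 6 values of 1 result. Shares, sub-cluster shares and noise were compared at an unadjusted exact p of 0.05. A change of sign with neither value past the threshold counts as kept, and there were 400 of these or other changes of sign among named genes, 80 among shares, 47 for noise and 43 among sub-cluster shares. A minimum of 30 nuclei per sum and a fold change limit of 1.5 left the calls as they were. Below, lost and gained say that a value was no longer, or newly, past the threshold, and reversed that its direction changed. Unless a sentence says otherwise, the cause was not tested.

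With deposit lot as a term, the adult-infancy calls changed to 226 in all 7 classes, 19 in Astro, 26 in DG_ExN, 12 in non-DG_ExN and 1 in Endo. Old-adult calls became 15 in all 7 classes, 8 in MOL, 2 in Micro, 3 in non-DG_ExN, 2 in InN and 1 in Endo. Calls between old and infancy changed to 2162 in all 7 classes, 135 in OPC, 168 in Astro, 333 in DG_ExN, 161 in non-DG_ExN and 27 in InN. With the replicate number as a block, the adult-infancy calls changed to 70 in all 7 classes, 56 in MOL, 12 in OPC, 0 in Astro, 2 in DG_ExN and 2 in Endo. There, old-adult calls changed to 45 in all 7 classes, 38 in MOL, 1 in OPC, 6 in Micro and 1 in Endo. Old-infancy calls became 130 in OPC, 29 in Micro, 114 in non-DG_ExN and 5 in InN. With the quality covariates, the adult-infancy calls changed to 225 in all 7 classes, 1 in Micro, 23 in Astro, 25 in DG_ExN and 5 in non-DG_ExN. Old-adult calls became 1 in all 7 classes, 1 in MOL and 0 in Micro. There, old-infancy calls changed to 576 in all 7 classes, 212 in MOL, 14 in OPC, 0 in Micro, 50 in Astro and 106 in non-DG_ExN. By DESeq2's Wald test, the adult-infancy calls changed to 501 in all 7 classes, 230 in MOL, 56 in OPC, 7 in Micro, 43 in Astro, 140 in DG_ExN, 24 in non-DG_ExN and 1 in InN. Calls between old and adult changed to 469 in all 7 classes, 250 in MOL, 8 in OPC, 3 in Micro, 1 in Astro, 77 in DG_ExN, 23 in non-DG_ExN and 107 in InN. Old-infancy calls became 3081 in all 7 classes, 1611 in MOL, 369 in OPC, 82 in Micro, 191 in Astro, 525 in DG_ExN, 215 in non-DG_ExN and 88 in InN. With no filter on low counts, the adult-infancy calls changed to 415 in all 7 classes, 103 in OPC, 74 in Micro, 99 in Astro, 18 in DG_ExN, 1 in non-DG_ExN, 4 in InN and 4 in Endo. Old-adult calls became 1786 in all 7 classes, 11 in MOL, 757 in OPC, 403 in Micro, 311 in Astro, 7 in DG_ExN, 1 in non-DG_ExN, 296 in InN and 2 in Endo. Calls between old and infancy changed to 5029 in all 7 classes, 1308 in OPC, 910 in Micro, 944 in Astro, 99 in non-DG_ExN, 245 in InN and 6 in Endo. With only the 2 compared stages in the fit, the adult-infancy calls changed to 77 in all 7 classes, 51 in MOL, 2 in Astro and 9 in DG_ExN. There, old-adult calls changed to 2 in all 7 classes, 0 in MOL, 0 in Micro, 1 in DG_ExN and 1 in InN. Old-infancy calls became 10 in Micro, 130 in DG_ExN and 5 in InN. At the finer clustering, the adult-infancy calls changed to 55 in all 7 classes and 26 in MOL. Without integration, the adult-infancy calls changed to 19 in DG_ExN. There, old-infancy calls changed to 41 in Micro and 306 in DG_ExN. Without the mitochondrial and ribosomal filters, the old-infancy calls changed to 9 in Micro. More genes enter the test when low counts are not filtered, and fewer libraries enter when only 2 stages are compared.

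Leaving out 1 library at a time, adult-infancy calls ranged from 47 to 119 in MOL, 0 to 7 in Astro, 67 to 150 in all 7 classes, 2 to 11 in DG_ExN and 0 to 1 in non-DG_ExN. For old-adult calls, the range with 1 library left out was 0 to 8 in Micro, 0 to 1 in InN, 1 to 835 in all 7 classes, 0 to 1 in OPC, 0 to 827 in MOL, 0 to 6 in DG_ExN and 0 to 1 in non-DG_ExN. Over the libraries left out, old-infancy calls ran from 3 to 51 in Micro, 90 to 375 in DG_ExN, 28 to 79 in non-DG_ExN, 0 to 9 in InN, 54 to 94 in Astro, 37 to 104 in OPC, 614 to 2076 in all 7 classes and 358 to 1512 in MOL.

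With the replicate number as a block, the adult-infancy differences in share were -0.336 for CR (lost), -0.919 for IPC1 (lost), -0.393 for IPC2 (lost), -1.17 for NFOL (lost), -3.31 for OPC (lost) and -4.12 for ImN (lost). Old-adult values were -0.183 for NFOL (lost). Old-infancy values were -0.572 for CR (lost), -1.22 for IPC1 (lost), -0.330 for IPC2 (lost), -1.18 for NFOL (lost) and -3.96 for ImN (lost). With doublets kept, the old-adult differences in share were -0.104 for NFOL (lost). At the finer clustering, the adult-infancy differences in share were -1.85 for IPC1 (lost). Without integration, the adult-infancy differences in share were -0.258 for CR (lost), -1.41 for IPC1 (lost), -2.61 for OPC (lost), -0.445 for ependymal (gained) and -4.09 for ImN (lost). Old-adult values were -0.851 for IPC1 (gained) and -0.463 for ImN (gained). Old-infancy values were 22.1 for MOL (gained). With labels permuted within deposit lots, the old-adult differences in share were 2.91 for OPC (gained). Old-infancy values were -0.330 for IPC2 (lost) and -3.66 for Astro (gained). By the mean of the within-lot differences, which the numbers above leave out, old-adult values were -0.445 for IPC1 (gained), -0.145 for NFOL (lost) and 2.25 for OPC (gained), and old-infancy values -0.395 for IPC2 (lost) and -3.84 for Astro (gained). As centred log-ratios, the adult-infancy differences in share were 0.0276 for CR (reversed), 1.04 for DG_ExN (gained), 0.0168 for IPC1 (reversed), 0.157 for OPC (reversed) and -1.07 for ImN (lost). Old-adult values were -1.30 for IPC1 (gained), -0.634 for NFOL (lost) and 0.585 for OPC (gained). Old-infancy values were -0.761 for CR (lost), -1.29 for IPC1 (lost), -0.866 for IPC2 (lost) and 0.741 for OPC (reversed). As shares without oligodendrocytes, the adult-infancy differences in share were -0.463 for CR (lost) and -1.45 for IPC1 (lost). Old-adult values were -0.761 for IPC1 (gained). Old-infancy values were -0.560 for IPC2 (lost). A block pairs libraries by replicate number, and with 4 or 5 pairs no permutation of signs can reach a p of 0.05, so the block says nothing about the stability of shares. Whether the numbers pair libraries was checked on the deviations of log2 CPM from the stage mean: libraries with the same number correlated at -0.107 to 0.459 on average over 7 classes and 3 comparisons, and libraries of the same lot with other numbers at 0.00172 to 0.374. Between adult and infancy, the average of the same number was the higher in all 7 classes (0.459 against 0.232 in OPC), and every pair was over 0.1 in OPC, Astro, non-DG_ExN and InN. For old against adult it was in DG_ExN, non-DG_ExN and InN, and for old against infancy in no class. Libraries with the same number always share a lot, the labels and the paper's text do not say what a number marks, and whether the numbers pair libraries was not settled. Percentages are given in percentage points and centred log-ratios in natural logarithms. Leaving out 1 library at a time, adult-infancy differences in share ranged from -1.06 to -0.551 for IPC1, -0.405 to -0.165 for IPC2, -4.31 to -2.52 for OPC, -0.622 to -0.357 for ependymal and -4.46 to -2.26 for ImN. For old-adult differences in share, the range with 1 library left out was -0.287 to -0.151 for CR, -0.176 to -0.0826 for NFOL, 2.12 to 3.87 for OPC and -0.343 to -0.194 for ImN. Over the libraries left out, old-infancy differences in share ran from -0.389 to -0.149 for IPC2.

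With the replicate number as a block, the old-adult differences in sub-cluster share were 5.16 for Micro sub-cluster 4 (lost). Old-infancy values were 4.06 for Micro sub-cluster 4 (lost). With the replicate number as a block, the old-infancy differences in noise were 0.687 in DG_ExN (lost). With doublets kept, the adult-infancy differences in sub-cluster share were -3.30 for OPC sub-cluster 3 (gained). Old-adult values were 2.76 for OPC sub-cluster 3 (reversed). With doublets kept, the old-adult differences in noise were 1.30 in Endo (gained). At the finer clustering, the old-infancy differences in sub-cluster share were -2.41 for OPC sub-cluster 3 (gained). With labels permuted within deposit lots, the adult-infancy differences in sub-cluster share were 2.92 for Micro sub-cluster 5 (gained). Old-infancy values were -6.29 for OPC sub-cluster 2 (gained). With labels permuted within deposit lots, the old-infancy differences in noise were 0.687 in DG_ExN (lost). With the distance to the stage mean, the adult-infancy differences in noise were 0.421 in ImN (gained). By 1 minus the Spearman correlation, the adult-infancy differences in noise were -0.0124 in OPC (reversed), -0.0426 in IPC1 (reversed) and -0.0737 in ImN (reversed). Old-adult values were 0.0107 in OPC (gained). Old-infancy values were -0.00761 in DG_ExN (reversed) and -0.0383 in IPC1 (reversed). Without thinning, the old-infancy differences in noise were 1.46 in DG_ExN (lost). With LINC-FRMD8-1 left out before thinning, the old-adult differences in noise were 1.40 in IPC1 (gained). Old-infancy values were 0.494 in DG_ExN (lost). Thinned to 100 UMIs on the kept genes, which the numbers above leave out, noise differences were -0.00179 in DG_ExN between old and infancy (lost and reversed), 0.0142 in OPC between old and adult (gained), and between adult and infancy -0.0115 in OPC, -0.0809 in IPC1 and -0.139 in ImN (reversed). The block pairs libraries by replicate number and cannot reach a p of 0.05 here either. Leaving out 1 library at a time, adult-infancy differences in sub-cluster share ranged from 2.20 to 3.81 for Micro sub-cluster 5 and -3.47 to -1.71 for OPC sub-cluster 3. For old-adult differences in sub-cluster share, the range with 1 library left out was 0.948 to 2.10 for OPC sub-cluster 1. Over the libraries left out, old-infancy differences in sub-cluster share ran from 2.61 to 4.76 for Micro sub-cluster 4. Over the libraries left out, old-infancy differences in noise ran from 0.510 to 0.802 in DG_ExN and 0.442 to 1.62 in Endo.

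With the quality covariates, the old-adult list medians were -0.38 for 17-gene list in MOL, -0.42 for 17-gene list in OPC, -0.79 for 17-gene list in DG_ExN, -0.69 for 17-gene list in non-DG_ExN, -0.74 for 17-gene list in InN and -0.0238 for activation list in Micro (reversed). By fry, the adult-infancy medians of the proteasome genes were -0.48 for proteasome genes (lost). Old-infancy values were -0.71 for proteasome genes (lost). With the correlation estimated from the data, the adult-infancy medians of the proteasome genes were -0.48 for proteasome genes (lost). Old-infancy values were -0.71 for proteasome genes (lost). No block was fitted for the proteasome genes. For old-adult list medians, the range with 1 library left out was -1.68 to -0.96 for 17-gene list in Micro and -0.0134 to 0.37 for activation list in Micro. Leaving out 1 library at a time, adult-infancy medians of the proteasome genes ranged from -0.60 to 0.00682 for proteasome genes. For old-adult medians of the proteasome genes, the range with 1 library left out was -0.61 to 0.0467 for proteasome genes. Fewer genes of the set pass the filter when some libraries are left out. Adult library 5 had too few Endo nuclei to enter, so the proteasome genes have no value without it.

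Among named genes, 69 values gained and 9 lost a call under alternatives that keep all libraries, and 12 gained and 25 lost one with a library left out. Among marker expression values, 2 rose and 2 fell by more than 1.5 times. Depth limits what can be seen: the median depth of Micro nuclei was 1594 UMIs, against 7104 in non-DG_ExN nuclei, and genes such as GAD1 and ETNPPL were seen in few nuclei of any class.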

Differences from the paper's values

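The paper reports 1698 genes between adulthood and infancy, and here 140 tests of a gene in a class were called. For old age against adulthood the paper reports 1714, and here 4 were called. The paper's test took nuclei as replicates, and here the replicates were libraries. Its genes are those of all cell types, and here 7 classes were counted. For adult-infancy, all alternatives set before the data were examined lay apart from the paper's value, with 55 to 501 calls. For old-adult, testing with no filter on low counts gave 1786 calls, which is within 1.5 times the paper's value, and it held 3 of the 4 calls made with the filter. The other alternatives gave 1 to 835 calls and lay apart from it.

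Of 42 mean shares that the paper's Table S1 also gives, 4 differed by more than 1.5 times and by more than the larger of the SDs over libraries, the paper's and the one here. This is a wide tolerance where shares vary much between libraries. The paper's shares are of 106581 nuclei in named cell types, and those here are of 85856 nuclei in classes named anew, so the pairs share neither names nor denominators. For IPC1 in adult libraries the paper's value was 0.277% and the value here 0.781%, and every alternative set before the data were examined differed too, at 0.723% to 2.20%. For ImN in adult libraries the paper's value was 0.233% and the value here 0.554%. Without integration it was 0.557%, with an SD that spans the gap, and the other alternatives differed at 0.497% to 0.624%. For ImN in old libraries the paper's value was 0.0210% and the value here 0.303%. Without integration (0.0941%) and without old library 1 (0.277%) the SD spans the gap, and the other alternatives differed at 0.211% to 0.377%. For NFOL in old libraries the paper's value was 0.554% and the value here 0.116%, and each alternative differed, at 0.0954% to 0.157%.

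The paper states that noise rose with aging in progenitors, OPC, oligodendrocytes, Micro and endothelial cells. Here the old-infancy differences were above 0 in each (1.41 in IPC1, 0.481 in OPC, 0.805 in MOL, 0.330 in Micro and 0.857 in Endo), with exact permutation p from 0.111 to 0.571, and no comparison passed adjustment. Within lot 2 they were below 0 in OPC (-0.229), MOL (-0.260), Micro (-0.418) and Endo (-0.997). The Endo value sets old library 5 alone against infancy library 4 alone, and IPC1 had no old library of lot 2 with enough nuclei. The distance used here follows the UMIs left on the kept genes, so it does not separate noise from these. With doublets kept, the old-adult difference in Endo reached an exact p under 0.05 (1.30), as did that in IPC1 with LINC-FRMD8-1 left out (1.40), a setting chosen after the values were seen, and that in OPC by 1 minus the Spearman correlation (0.0107). With 100 UMIs on the kept genes, a setting chosen after the values were seen, that in OPC did too (0.0142), and the old-infancy differences were below 0 in IPC1 (-0.0685) and Endo (-0.0536). The old-infancy difference in Endo did without infancy library 4 (1.62). On IPC2, the paper names a rise with age in one place and a decline in others. The share here was 0.401% in infancy, 0.0546% in adult and 0.0706% in old libraries, a decline after infancy with no further one in old libraries (0.0160 percentage points). IPC1 went in the paper's direction between adult and old (-0.346 percentage points), as did non-DG_ExN (-1.65), and neither had an exact p under 0.05. That of IPC1 did as centred log-ratios (-1.30), without integration (-0.851), without the oligodendrocyte lineage (-0.761) and by the mean of the within-lot differences (-0.445), a test chosen after the data were seen.

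The paper describes numbers of differential genes that rise with aging in non-DG_ExN, DG_ExN, Astro and MOL. Here edgeR called 0 in non-DG_ExN, 0 in DG_ExN, 0 in Astro and 3 in MOL between old and adult, against 0, 4, 5 and 111 between adult and infancy, with 1851, 2060, 952 and 2886 at an unadjusted p under 0.05 in the first comparison and 782, 1156, 455 and 1049 in the second. DESeq2 called 23, 77, 1 and 250 and 24, 140, 43 and 230 in these comparisons. Between old and infancy edgeR called 61, 202, 82 and 922, more than between adult and infancy in each of these 4 classes.

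The paper lists 5 genes as higher and 17 as lower in old than in adult TS across glial and neuronal types. None of the 22 was called by edgeR in any of the 7 classes, at an adjusted p of 0.164 or more for the 17 and 0.164 or more for the 5, with 9 to 12 of the 17 and 1 to 4 of the 5 at an unadjusted p under 0.05. The direction was the paper's for 15 to 16 of the 17 and for 4 of the 5 in each class. NPDC1-AS-1, which the paper has as higher, was lower in all 7 classes (-1.66 to -0.72). Several settings called genes of these lists in old against adult. With no filter on low counts these were CST3 in OPC (-1.64), Astro (-1.04), InN (-2.43) and Micro (-1.65), TSORFli2504 in OPC (-1.41), Astro (-1.06) and InN (-1.40), TTR in OPC (-5.42), Astro (-2.56), InN (-5.94) and Micro, MT3 in OPC (-2.07), Astro (-1.48), InN (-2.03) and Micro (-1.86), LINC-RPL31-44 in OPC (-1.34), NDUFS7 in OPC (-0.91), NCAPD2 in OPC (-2.28), Astro (-1.74), InN (-2.07) and Micro (-2.02), PCSK1N in OPC (-1.81), Astro (-1.62), InN (-1.83) and Micro (-1.88), CALM1li2 in OPC (-2.59), Astro (-1.74), InN (-2.43) and Micro (-2.31), FTH1li4 in OPC (-2.05), Astro (-1.59), InN (-1.99) and Micro (-1.71), ACTB in OPC (-1.35) and Astro (-1.19), HSP90B1li3 in OPC (-1.15), CLU in OPC (-1.45) and InN (-1.37), HSPA5 in OPC (-1.15) and InN (-1.29), RALGDSli7 in OPC (1.05) and InN (1.34) and NPDC1-AS-1 in OPC (-1.16) and Astro (-1.07). By DESeq2's Wald test they were MT3 in InN (-2.09), NDUFS7 in MOL (-1.52), NCAPD2 in InN (-2.14), PCSK1N in InN (-1.90), CALM1li2 in MOL (-2.49) and InN (-2.48), HSP90B1li3 in DG_ExN (-1.25), MOL (-1.27) and InN (-1.02) and HSPA5 in MOL (-1.72) and InN (-1.37). Without adult library 6 they were TTR in MOL (-5.58), NDUFS7 in MOL (-1.76), CALM1li2 in MOL (-2.72), HSP90B1li3 in MOL (-1.39), HSPA5 in MOL (-1.85) and NPDC1-AS-1 in MOL (-1.18). NPDC1-AS-1 was called in the direction opposite to the paper's. TTR was lower in old libraries in lot 2 (-5.85 to -4.50 in the 7 classes) and higher in lot 1 (0.35 to 1.52). Without adult library 4, its old-adult log2 fold change ran from -0.96 in InN to 2.30 in Astro.

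The paper has CST3 higher in adult than in infancy TS in non-DG_ExN, NFOL and Astro, and MT3 in glia and neurons. Here the adult-infancy log2 fold changes were above 0 (0.57 and 0.26 for CST3 in non-DG_ExN and Astro, 0.23 to 0.65 for MT3 over 7 classes), without a call, and NFOL was not tested. Within lots they went both ways, with MT3 at 0.89 or more in lot 1 and -0.25 or less in lot 2. The paper calls CST3 and MT3 lower in old TS, IGF1R higher in most types, and DDIT4 lower in Micro, Astro and MOL. All had the paper's direction here between old and adult, and none was called by edgeR. DDIT4 in MOL was called with deposit lot as a term (-2.25), with the replicate number as a block (-2.26), by DESeq2's Wald test (-2.29) and without adult library 6 (-2.55). CTNNA3, higher in old glia and neurons by the paper, was above 0 in 6 of 7 classes and at -0.03 in DG_ExN, with no call under any setting. HTRA1 in adult against infancy was called in MOL with deposit lot as a term (1.00), with the quality covariates (1.10), with DESeq2's size factors (1.03), by DESeq2's Wald test (1.01), with doublets kept (1.00), without integration (1.05), without old library 2 (1.00) and without adult library 4 (1.13), and in Astro with the quality covariates (1.05).

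The paper has 7 myelin genes as elevated in OPC and MOL sub-types whose numbers rise with age, without an old-adult direction there. In its lists for old against adult TS, IGF1R is higher and TTR lower. Between the whole classes, 5 of the 7 genes were above 0 between old and adult in OPC and 6 in MOL. TTR was lower, at -5.49 and -5.13, which rested on adult library 4 (-0.80 and -0.46 without it), and TMEM98 was at -0.23 and 0.01. SNTG1, DDB2 and IGF1R were called higher in old than in infancy libraries in MOL (2.90, 1.59 and 1.23). IGF1R was not called without old library 1 (1.02), without infancy library 4 (1.04), without infancy library 5 (1.14), without old library 4 (1.22) and without old library 5 (1.20). In MOL, SNTG1 was called between old and adult with the replicate number as a block (1.95), by DESeq2's Wald test (1.70) and without adult library 6 (1.74), and DDB2 by DESeq2's Wald test (1.07), without old library 2 (1.26) and without adult library 6 (1.19). CNTN6 in OPC was called between old and infancy by DESeq2's Wald test (0.61). RALYL, a hub gene of oligodendrocyte aging in the paper, was called lower in old MOL (-2.12 against adult), though not without old library 3 (-2.27), with the quality covariates (-1.96) or with only the 2 stages in the fit (-2.23), and IL33, another, was not called (0.08). The paper has 9 activation genes as higher in aged Micro. Here 8 of 9 were above 0 against adult and 8 of 9 against infancy. edgeR called 0 in either comparison, with 1 and 1 at an unadjusted p under 0.05, and DESeq2's Wald test called 0. CD74 was at -0.35 against infancy and NFKB1 at -0.04 against adult. MEF2C, which falls with age in the paper, was at -0.56 between adult and infancy and at 0.04 between old and adult.

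PSMA and PSMB genes, elevated with age in the paper, had a median log2 fold change of -0.11 between old and adult and -0.71 between old and infancy in Endo, below 0. No setting gave a p under 0.05 for higher expression. The paper ranks CNR1-positive SST-negative cells first among InN groups in each age group. Here they were the largest group in 4 of 14 libraries, and other CNR1-negative SST-negative cells in 8, with sub-clusters joined by a rule chosen after the data were seen. The CNR1-positive libraries were 4 of 8 in lot 1 and 0 of 6 in lot 2. Without sub-cluster 11, led by oligodendrocyte genes, the numbers over both lots were 5 and 6. For RC2, said to decline in aged TS, the whole group with the RC pattern made up 15.8% of adult and 16.7% of old InN nuclei. SOX2, a progenitor marker in the paper, was highest in MOL (228 CPM). PROX1 was highest in ImN (380.1 CPM), while its level in DG_ExN was above that in non-DG_ExN, as the paper uses it. The paper names RGLs marked by ETNPPL, which was seen in 18 nuclei here. ADARB2 and GRIP1 were highest in InN in 15 of 15 libraries. Both were among the genes that named InN clusters, so this is not an independent test of the paper's statement.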

Other observations

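In this part, the tests of the 17 genes, of unnamed nuclei, of UMIs on the genes kept for noise, of shares within deposit lots, of the lot term on old-infancy calls and of other splits of the libraries between adult and infancy and for the proteasome genes, and of splits that divide each deposit lot as the stages do, were chosen after the result was seen.

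Whether chance could give as many calls was asked by splitting the same 10 libraries in other ways, 100 of 126 possible splits for each comparison. Between adult and infancy, 5 of 100 splits gave as many calls as the 140 over 7 classes, the real one included, and the same number did for MOL, OPC, Astro and DG_ExN alone. Against all splits, chance is therefore not excluded for them, and the 4 other splits as large over 7 classes divide the lots less evenly than the stages do. Among the 100 splits that divide each lot as the stages do, only the real one (1 of 100) gave as many as the 140 calls, and the largest other gave 2. With lot as a term it was again 1 of 100 for the 226 calls (largest other 4), and 1 of 100 each in MOL, OPC, Astro, DG_ExN and non-DG_ExN. Chance within the lots is excluded for these calls as long as replicate numbers do not pair libraries, since these splits ignore the numbers. With the replicate number as a block, 70 were called, and 64 of these were among the 140. edgeR called 0 in Micro (197 at an unadjusted p under 0.05, 7 by DESeq2), non-DG_ExN (782 at an unadjusted p under 0.05, 24 by DESeq2) and InN (402 at an unadjusted p under 0.05, 1 by DESeq2), where all 100 splits were as large and nothing was tested. The split that follows deposit lot gave 17707 calls. Leaving out 1 library moved the number by more than 1.5 times, to 92 without infancy library 2, 67 without infancy library 4 and 81 without adult library 6.

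For old against adult libraries, 9 of 100 splits gave as many as the 4 calls, 6 for MOL and 8 for Micro, so chance cannot be excluded there. Splits that divide each lot as the stages do gave the same picture: 9 of 100 were as large as the 4 calls, and with lot as a term 11 of 100 as large as the 15 calls, 11 in MOL and 12 in Micro. It was 4 of 100 for the 3 calls in non-DG_ExN and 4 of 100 for the 2 in InN, a share under 5% in 2 of the 4 classes with calls. In OPC (1251 at an unadjusted p under 0.05, 8 by DESeq2), Astro (952 at an unadjusted p under 0.05, 1 by DESeq2), DG_ExN (2060 at an unadjusted p under 0.05, 77 by DESeq2), non-DG_ExN (1851 at an unadjusted p under 0.05, 23 by DESeq2) and InN (1670 at an unadjusted p under 0.05, 107 by DESeq2) edgeR called 0, and all 100 splits were as large. The lot split gave 10376. With 1 library left out, the number moved by more than 1.5 times to 2 without infancy library 2, 2 without infancy library 3, 2 without adult library 2, 14 without old library 1, 8 without old library 2, 1 without old library 3, 2 without infancy library 4, 2 without adult library 4, 2 without adult library 5, 835 without adult library 6, 1 without old library 4 and 2 without old library 5.

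For old against infancy libraries, 1 of 100 splits, the real one, gave as many as the 1366 calls, and the largest other split gave 74. By class it was 1 split each, and 2 in non-DG_ExN, so chance is excluded for these calls. With lot as a term, 1 of the 60 splits that divide each lot as the stages do was as large, over 7 classes and in each class alone. In non-DG_ExN, a split close to the deposit lots gave 67 calls against 61, and with lot as a term 161 were called there. A difference between deposit lots is excluded as the reason for the whole number as well, since 2162 were called with lot as a term. No split of 5 against 5 follows the lots here, and the 6 closest to them, which each set 1 library of lot 1 with lot 2, gave 0 to 74 calls. Without 1 library the number moved by more than 1.5 times to 840 without old library 3, 635 without infancy library 4, 827 without infancy library 5, 2076 without adult library 6, 699 without old library 4 and 614 without old library 5, and none of these came down to the other splits. Free RNA in infancy libraries 4 and 5 was not excluded as the reason for part of the calls: markers of other classes were higher there than in old libraries 4 and 5 by 0.529 to 1.75 on the log2 scale in the 7 classes. Of the calls, 828 were higher in old libraries, and 1354 had the same sign in lot 1, which holds neither library, as in lot 2. Neither number decides this. Counts are relative, so free RNA can also lower the share of a cell's own genes. The calls were selected on both lots together, which favours genes with the same sign in both. Age stays open, untested.

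For the proteasome genes in Endo, 32, 76 and 7 of 100 splits gave a p as small as the adult-infancy, old-adult and old-infancy comparisons, so by p chance cannot be excluded for any of the 3. Of the other splits, 41, 33 and 27 had a p under 0.05. By the size of the median shift from other genes, 35, 80 and 0 of the other splits were at least as large, so the 2 measures differ for old against infancy (a shift of 0.68, median of the other splits 0.19) and chance is left open there. These splits did not keep to the deposit lots.

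Among adult and infancy libraries and among old and adult libraries, more genes were called between deposit lots than between stages, as the splits above show. Old and infancy libraries, 6 of lot 1 and 4 of lot 2, were not compared between lots. No gene was counted in 1 lot only by the limits used. These asked for 10 CPM in every library of a lot and 0 in every library of the other, and 0 genes met them. In all 15 libraries 6773 genes reached 10 CPM. All libraries list the same genes, so this check could find little. It does not exclude a difference in how reads were counted, such as on introns, which the paper's methods leave unstated. The program version also differed between the lots, and what else did is not given by the labels and stays open. MOL made up 11.9% ± 9.00 (SD) of all nuclei in lot 1 and 45.7% ± 12.6 in lot 2, a difference of 33.9 percentage points (exact permutation p = 0.000622). MOL nuclei left without a class in lot 1 are excluded as the whole reason: with all unnamed nuclei of lot 1 taken as MOL and none of lot 2, the difference was still 19.6 percentage points (exact permutation p = 0.0110), and 20.5, 28.5 and 9.12 within infancy, adult and old libraries. With unnamed nuclei left as they were, it was 31.5, 43.2 and 26.4 percentage points within these stages.

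The 17 genes that the paper lists as lower in old TS were lower in old than in adult libraries in all 7 classes by their median. Free RNA from other cells in adult libraries 4 and 5 may account for part of this. Within the adult libraries of lot 2, the median log2 level of the 17 genes was higher in libraries 4 and 5 than in library 6 by at least 0.992 in each of 7 classes, and between old libraries 4 and 5 it differed by at most 0.362. That list was chosen by the paper on these libraries. The markers of other classes, which do not come from that comparison, were higher in adult libraries 4 and 5 by at least 0.658, and differed between old libraries 4 and 5 by at most 0.166. Both are what free RNA would give. Old-adult calls rose to 835 without adult library 6, which leaves libraries 4 and 5 as the adult libraries of lot 2. In lot 1, which holds neither library, the old-adult median of the 17 genes was -0.62 over 7 classes. The markers of other classes did not fall as far there, with old-adult medians from -0.0356 in DG_ExN to 0.876 in Micro. With 3 against 2 libraries the smallest exact p is 0.100, so free RNA as the whole difference and an added difference with age cannot be told apart for these genes. Median mitochondrial shares were 1.81% and 1.66% in adult libraries 4 and 5 and 0.102% in library 6. Age stays open as an explanation and was not tested apart from the libraries.

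Shares of IPC1, IPC2, CR, ImN and NFOL were lower in adult than in infancy libraries. A difference between deposit lots is excluded as the reason, since 10 of 10 within-lot differences (5 classes, 2 lots) were below 0. As centred log-ratios the sign changed for CR (0.0276) and IPC1 (0.0168), so a change in the other classes stays open for these 2. Without infancy library 4 the differences of IPC1, IPC2 and ImN were smaller by more than 1.5 times (-0.551, -0.165 and -2.26 percentage points, against -0.873, -0.346 and -3.70), each with an exact p under 0.05. The exact p rose above 0.05 without adult library 4, 5 or 6 for IPC1 (-0.868 to -0.808), without adult library 2, 4, 5 or 6 for IPC2 (-0.347 to -0.332) and without adult library 1, 2, 4, 5 or 6 for ImN (-3.76 to -3.63). The depth of the nuclei and the age of the animals stay open, untested.

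Transcriptional noise was higher in old than in infancy libraries in lot 1 in all 7 classes (0.861 to 1.98), and in lot 2 in 1 of them (-0.418 to 0.111). LINC-FRMD8-1 took 14.9% to 24.9% of the counts of a library in lot 1 and 5.15% to 8.09% in lot 2, and thinning to a fixed depth leaves fewer counts for other genes where it takes more. A gene taking many of the counts might therefore give part of this. With LINC-FRMD8-1 left out, the median of the lot 1 differences was 0.703 against 1.03 with it, in the 6 classes measured both ways (Micro was not), and it was smaller in all 6. This does not make the UMIs on the genes kept for the distance equal, so the rest is not read as a difference in noise. The square root of the UMIs on these genes differed between old and infancy libraries of lot 1 by 0.888 to 2.03, much as the noise did, and in lot 2 by -0.454 to 0.121. With 100 UMIs on these genes in every nucleus, the median of the lot 1 differences over 7 classes was -0.000280 (-0.0120 in DG_ExN to 0.175 in Micro), but that measure did not show noise added to simulated nuclei either. Noise and the UMIs on the kept genes therefore cannot be told apart, and age stays open, untested.

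Infancy library 5 and adult libraries 4 and 5 each hold 10000 barcodes, and their barcode with the fewest genes had 922, 1160 and 989 genes, against 192 to 343 in the other libraries. Whether the lack of shallower barcodes changed the shares of classes there was not tested. Barcodes shared between 2 libraries made up at most 0.444% of the smaller. Of the myelin genes in OPC, 6 of 8 tested were above 0 between old and adult, and edgeR called 0 (2 at an unadjusted p under 0.05, and 0 by DESeq2's Wald test). Of genes that the paper has as highly expressed in InN, NRXN3 was at 6589 ± 604 CPM, GALNTL6 at 3407 ± 1205 CPM, ZNF385D at 1546 ± 394 CPM and ERBB4 at 9948 ± 3720.2 CPM in InN (SD, n = 15). NRXN3 and ERBB4 were among the genes that named InN clusters. Of regulators that it ties to cell types, DLX2 was at 94.6 ± 38.5 CPM in InN. THRA was at 109.6 ± 15.6 CPM in MOL, its highest class. ETV6 was at 678 ± 209 CPM in Micro and highest in NFOL (1015 CPM), and ZMAT4 at 176 ± 76.6 CPM in ImN and highest in DG_ExN (191 CPM).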
